# Genome and secretome analysis of *Pochonia chlamydosporia* provide new insight into egg-parasitic mechanisms

**DOI:** 10.1038/s41598-018-19169-5

**Published:** 2018-01-18

**Authors:** Runmao Lin, Feifei Qin, Baoming Shen, Qianqian Shi, Chichuan Liu, Xi Zhang, Yang Jiao, Jun Lu, Yaoyao Gao, Marta Suarez-Fernandez, Federico Lopez-Moya, Luis Vicente Lopez-Llorca, Gang Wang, Zhenchuan Mao, Jian Ling, Yuhong Yang, Xinyue Cheng, Bingyan Xie

## Abstract

*Pochonia chlamydosporia* infects eggs and females of economically important plant-parasitic nematodes. The fungal isolates parasitizing different nematodes are genetically distinct. To understand their intraspecific genetic differentiation, parasitic mechanisms, and adaptive evolution, we assembled seven putative chromosomes of *P. chlamydosporia* strain 170 isolated from root-knot nematode eggs (~44 Mb, including 7.19% of transposable elements) and compared them with the genome of the strain 123 (~41 Mb) isolated from cereal cyst nematode. We focus on secretomes of the fungus, which play important roles in pathogenicity and fungus-host/environment interactions, and identified 1,750 secreted proteins, with a high proportion of carboxypeptidases, subtilisins, and chitinases. We analyzed the phylogenies of these genes and predicted new pathogenic molecules. By comparative transcriptome analysis, we found that secreted proteins involved in responses to nutrient stress are mainly comprised of proteases and glycoside hydrolases. Moreover, 32 secreted proteins undergoing positive selection and 71 duplicated gene pairs encoding secreted proteins are identified. Two duplicated pairs encoding secreted glycosyl hydrolases (GH30), which may be related to fungal endophytic process and lost in many insect-pathogenic fungi but exist in nematophagous fungi, are putatively acquired from bacteria by horizontal gene transfer. The results help understanding genetic origins and evolution of parasitism-related genes.

## Introduction

The fungus *Pochonia chlamydosporia* is a promising biological control agent for sedentary endoparasitic nematodes, including root-knot nematodes *Meloidogyne* spp., cyst nematodes *Heterodera* spp. and *Globodera* spp., and other plant parasitic nematodes (*Nacobbus* spp. and *Rotylenchulus* spp.)^1,2^. These nematodes cause dramatic economic losses in agricultural crops and some have been listed among the top 10 agronomically important nematodes^3^. In addition to conferring benefits via its nematophagous activity, which contributes to the suppression of plant-parasitic nematodes, recent studies show that *P. chlamydosporia* directly benefits plants, via the jasmonate signaling pathway^4,5^, by reducing flowering time, stimulating plant growth, and increasing seed production^5^. Therefore, *P. chlamydosporia* is a useful tool for protecting crops against plant endoparasitic nematodes and improving their agronomic performance.

In nature, the fungus *P. chlamydosporia* has a multitrophic lifestyle, which includes soil saprophytism, nematode egg parasitism, and plant root endophytism^1,6,7^, suggesting that *P. chlamydosporia* is able to evolve and adapt to various conditions and environments. In switching to different lifestyles and responding to different nutrition regimes, fungi transcribe divergent gene sets. Previous genomic and transcriptomic analyses of plant pathogens show distinct groups of genes linked to biotrophic, hemibiotrophic, and necrotrophic lifestyles^8^. The nematode endoparasitic fungus *Hirsutella minnesotensis*, with the capability to parasitize different nematode species including plant-parasitic and entomopathogenic nematodes, requires different signaling regulation mechanisms to respond to its various environments compared to nematode-trapping fungi^9^. Urea released by bacteria can trigger the nematode-trapping fungus *Arthrobotrys oligospora* to transition from the saprotrophic to the parasitic lifestyle^10^. The mechanisms of transition among the various fungal lifestyles are complex, reflected in the expression of different genes and signaling via distinct pathways, and most are still poorly understood. *P. chlamydosporia* treated with different nutritional stresses (resulting in saprophytism to true parasitism) shows marked transcriptional reprogramming between treatments, suggesting that special gene families and signal transduction events may be involved in multitrophic lifestyle transitions^1,11^. In particular, hydrolytic enzymes and transporters have been suggested to be related to fungal endophytic behavior^12^.

Secreted proteins play important roles in fungus-host and fungus-environment interactions, as well as in fungal pathogenicity. Plant pathogens use various genomic compartmentalization strategies to generate effectors to determine both their lifestyle and range of hosts^13^. Two secreted serine proteases (VCP1 and SCP1) and one secreted chitinase (PCCHI44) from *P. chlamydosporia* have been reported to be involved in nematode egg infection^14–16^. A recent study describes activity of chitin deacetylases (CDA1 and CDA2) together with chitosanases (CSN1-CSN9) as a determinant protein during nematode egg infection by *P. chlamydoporia*^17^. Transcriptome analysis shows that a large fraction of secreted proteins in the *P. chlamydosporia* strain 123 (PC123) genome are expressed during the endophytic process^12^, suggesting essential roles for secreted proteins in the multiple lifestyles of *P. chlamydosporia*. The whole genome sequence of PC123 isolated from the cereal cyst nematode *Heterodera avenae* has been published^12^, which provides useful information for further study of the parasitism mechanisms of the fungus. Analysis of CAZymes from PC123 genome reveals an expansion of glucosyl hydrolases mainly proteins related with degradation of chitin layer in the nematode egg. A highlighted expansion of chitosanases was identified in *P. chlamydosporia* instead entomopathogenic fungi *Metharhizium* spp. or mycoparasitic fungi *Trichoderma* spp. in a recent study^17^.

Distinct variants of *P. chlamydosporia* are associated with different host nematode species, and strains isolated from root-knot nematodes and cyst nematodes do not anastomose; they are considered different biotypes^1^. The sequence of the VCP1 subtilisin encoding gene can be used to identify the biotypes of *P. chlamydosporia*^18^. The genetic variations between isolates from cyst and root-knot nematodes were also examined by other molecular methods^19,20^ and demonstrated by virulence assay *in vitro*^21^. Nevertheless, the extent of genetic differentiation among the biotypes of the fungus is still poorly understood. Whole-genome investigation of the genetic differentiation among the biotypes is necessary for an in-depth study of the molecular mechanisms of fungal nematode parasitism, as well as the study of the adaptive evolution of the fungus. It is now possible to obtain a complete fungal genome by utilizing the single-molecule, real-time (SMRT) sequencing technology from Pacific Biosciences (PacBio) to generate long reads. SMRT is an innovative, potentially transformative, next-generation approach for determining DNA sequences, which can be combined with optical mapping technology to yield gapless, telomere-to-telomere genome assemblies^22,23^. SMRT provides the opportunity to obtain an accurate, complete *P. chlamydosporia* genome. In this study, we use a low-cost and efficient method, based on Illumina short reads and SMRT sequencing long reads, without optical mapping data, to acquire chromosome assemblies and a high-quality, complete genome of *P. chlamydosporia* strain 170 (PC170) isolated from the root-knot nematode *Meloidogyne incognita*, a distinct biotype from PC123. By comparative analysis of the genomes and secretomes of PC170 and PC123, we try to investigate the genetic differentiation between the two biotypes, identify parasitism-related secreted proteins, determine positively selected genes, and gene duplications, and explore the origin and evolution of parasitism-related genes in the fungus *P. chlamydosporia*. In addition, using transcriptome data from PC170 under different nutritional conditions, we try to investigate secreted proteins involved in responses to nutrient stress and adaptation. Our results will facilitate a deeper understanding of the genetic mechanisms of parasitism and adaptive evolution of the fungus *P. chlamydosporia*, and enable the effective development and utilization of this biocontrol agent.

## Results

### Assembly of the chromosome sequences of PC170

Based on the Illumina and SMRT sequencing data (Supplementary Table S1), we obtain seven chromosome sequences for PC170 using five assembly steps (Table 1; Fig. 1A; Supplementary Figures S1–S3). We obtained 49 scaffolds (44.2 Mb) and identified 14,204 genes (Table 1; Supplementary Information). To check if chromosome sequences have been assembled, we analyzed the centromere proteins and telomere sequences of the scaffolds. In total, 11 centromere proteins are discovered, with 7 and 8, respectively, determined by Pfam annotation and homology-based methods by searching sequences against reported genes^24^ (Supplementary Table S2). Telomere sequences with high similarity to the *N. crassa* VR telomere region genomic sequences represented by TTAGGG tandem repeats^25^ are identified at the ends of 10 scaffolds by BLASTN alignments (Supplementary Table S3); they have also been found in the telomeric regions of Pezizomycotina fungi^26^. With Tandem Repeats Finder^27^, we determined TTAGGG repeats at the left ends of two scaffolds (PCv3seq00002 and PCv3seq00013) and the right ends of six scaffolds (PCv3seq00001, PCv3seq00004, PCv3seq00007, PCv3seq00010, PCv3seq00017, and PCv3seq00030) (Supplementary Table S4), indicating that the telomere regions of the chromosomes are involved. Considering the scaffold length, and the presence of centromere proteins and telomere sequences, we guess that seven assembled chromosome sequences are obtained in our dataset (PCv3seq00001–00007; Fig. 1A). These seven chromosomes comprise 83% of the assembled sequences and 84% of the predicted genes (Fig. 1B). The 32 larger scaffolds are shown in Fig. 1A, except for the 17 smaller scaffolds, which each contains less than 30 kb and has a total length of 165,740 bp, are not shown. We then mapped the genome sequence of PC123 onto the chromosomes of PC170 and found that 242 scaffolds of the PC123 genome sequence (34,183,092 bp, 81.43%) mapped to the seven chromosomes of PC170. Synteny analysis shows that, overall, 35,514,996 bp (84.60%) of the PC123 genome sequence matches 35,536,460 bp (80.37%) of the PC170 genome sequence with 96.45% identity (Supplementary Figure S4; Supplementary Table S5), with the high degree of similarity between the sequences of the two genomes.

**Table 1:** Five steps to obtain *Pochonia chlamydosporia* strain 170 chromosome sequences.

	Step 1	Step 2	Step 3	Step 4	Step 5	PC123^a^
Chromosomes	—	—	—	—	7	—
scaffold Number	184	114	100	70	49	894
scaffold Size (bp)	43,858,609	43,842,403	43,931,568	44,216,750	44,215,803	41,979,339
scaffold N50 (bp)	4,091,865	4,627,976	4,615,841	4,614,946	5,359,152	225,463
contig Number	631	548	316	114	114	8,512
contig Size (bp)	43,494,633	43,443,055	43,741,514	44,192,108	44,192,108	40,759,443
contig N50 (bp)	211,032	232,386	477,820	1,984,628	1,984,628	14,640
GC content (%)	49.5	49.5	49.5	49.5	49.5	49.9
Repeat sequences (%)	—	5.5	—	7.9	7.9	1.8
Gene Number	—	14,867	—	14,204	14,204	12,122^b^
Secreted Proteins	—	1,782	—	1,750	1,750	1,530
Small secreted proteins	—	743	—	728	728	654
SCS proteins^c^	—	153	—	157	157	116

Note: 1. Step 1: Obtained by Allpaths-LG assembly.

2. Step 2: Obtained by comparative analysis of Allpaths-LG assembly and SSPACE-LongRead assembly.

3. Step 3: Obtained by performing Jelly implemented in PBSuite based on Canu assembly.

4. Step 4: Obtained by performing Jelly based on the SMRT sequencing data that had been corrected by LoRDEC, and performing Pilon improvement and Tablet for manual correction.

5. Step 5: Obtained by comparative analysis of step4 assembled results and Canu assembly.

6. ^a^The genome sequence of *P. chlamydosporia* 123.

7. ^b^Among the 12,122 genes, 138 genes may be error predicted due to more stop codons found for one gene sequences, and these 138 genes were not used to predict secreted proteins.

8. ^c^SCS proteins, small cysteine-rich secreted proteins.

**Figure 1:**
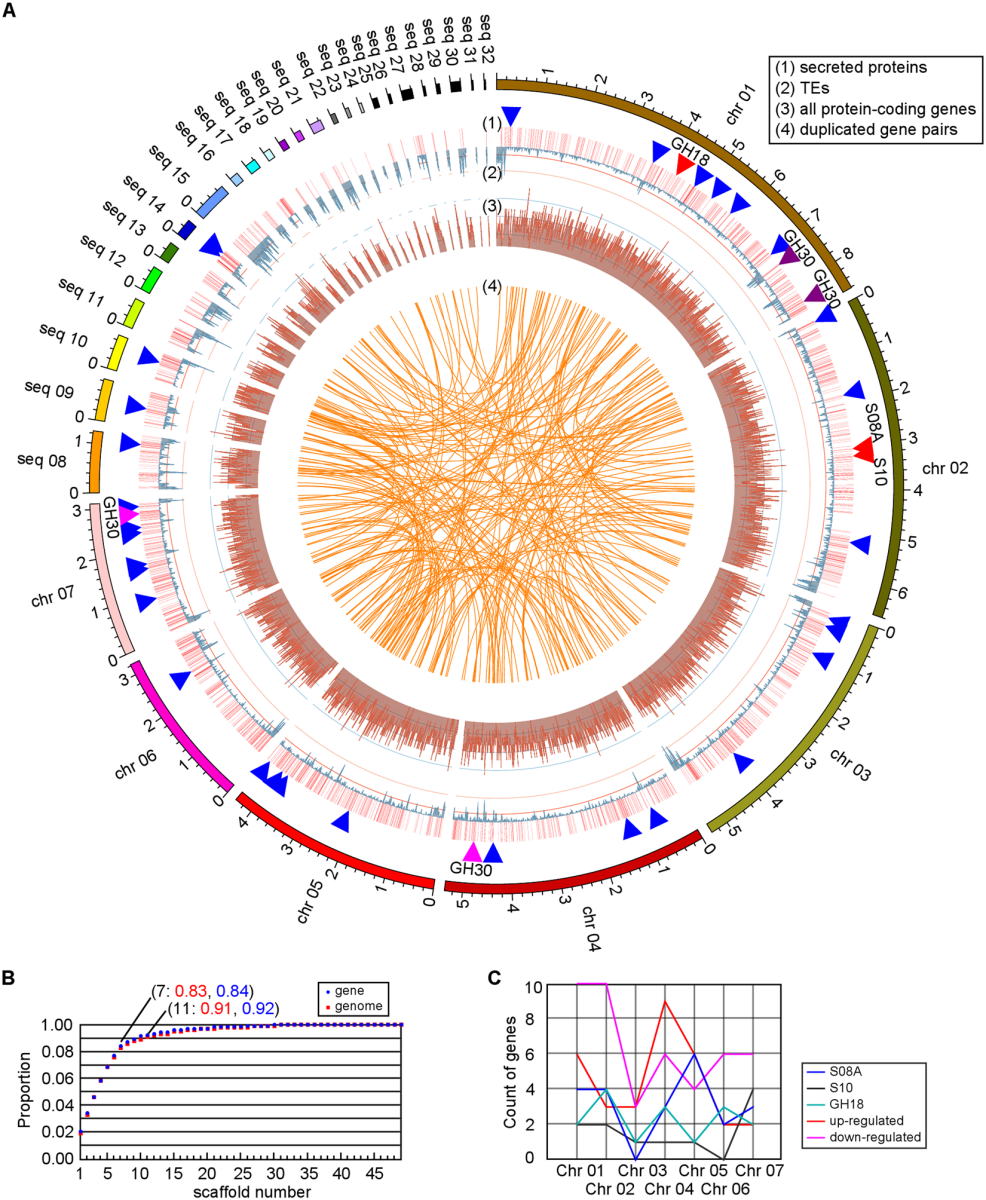
Chromosome sequences of *Pochonia chlamydosporia* strain 170 (PC170). (**A**) A map for seven chromosomes. The seven chromosomes (PCv3seq00001–00007) and other 25 long scaffolds (PCv3seq00008–000032, i.e., “seq 08”–“seq 32”) are shown, and other 17 short scaffolds with the sum length of 165,740 bp are not shown. The distribution of duplicated genes, all protein-coding genes, transposable elements (TEs), and secreted proteins are displayed. And three reported pathogenic genes (VFPPC_01099, GH18; VFPPC_03099, S10; VFPPC_03048, S08A), two duplicated GH30 gene pairs, and 32 positively selected genes are marked by red, pink/purple, and blue triangles, respectively. (**B**) The accumulation of gene components on PC170 scaffolds. The first seven scaffolds (PCv3seq 00001–00007) contain 83% of genomic sequences and 84% of predicted genes. (**C**) Chromosome distribution of S08A, S10, and GH18 genes, as well as up-regulated and down-regulated genes showed in Fig. 4.

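The up-regulated and down-regulated genes were placed by the coordinates of assembly ASM165323v2, whose annotation holds all 14204 genes of the expression table. Of these, 11979 lie on the 7 chromosomes and 2225 on other scaffolds. The pattern genes counted next are those that met the fold rule in the deposited values, with 43 and 55 genes of secreted proteins. The paper has 34 and 54, and its own list of genes was not used. In the samples grown in the 3 media, the genes of secreted proteins with CD < MM < MM-eggs number 7, 5, 4, 10, 7, 4 and 2 on chromosomes 1 to 7, and 4 lie on other scaffolds. The genes of secreted proteins with CD > MM < MM-eggs number 10, 10, 3, 6, 4, 6 and 6 on the same chromosomes, and 10 lie on other scaffolds. Chromosomes 1 to 7 hold 289, 240, 187, 198, 201, 148 and 166 genes of secreted proteins.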

### Comparative analysis of transposable elements among genomes of invertebrate-pathogenic fungi in Hypocreales

Transposable elements (TEs) are instrumental for fungal genome evolution and are speculated to be involved in the evolution of pathogenesis^28^. Based on the genome sequences, we analyzed the TEs in PC170 and also reannotated TEs of PC123 (Supplementary Table S6). In PC170, 7.19% of sequences are identified as TEs and 0.67% as simple repeats and low complexity sequences. The abundant TEs belong to the Gypsy (Class I, retrotransposons), Tc1-mariner, hAT, and MuDR (Class II, DNA transposons) families, and also include unknown types. We find that more TEs are contained toward the ends of the scaffolds (Fig. 1A). We compared TE sequences among 11 invertebrate-pathogenic fungi in Hypocreales^9,12,23,29–34^ and found that TEs are rich in the genomes of the five fungal strains (PC170, two *Drechmeria coniospora* strains, *H. minnesotensis* and *Cordyceps militaris*) with a proportion of more than 7% genomic sequences (Fig. 2A). These sequences are mainly distributed in three retrotransposon types (I, Copia and Gypsy), four DNA transposon types (Helitron, Tc1-Mariner, hAT and MuDR) (Fig. 2B), and unclassified TEs (Supplementary Table S6). Many retrotransposons and DNA transposons are found in PC170 and *H. minnesotensis*, while a few kinds of DNA transposons are found in *D. coniospora* and *P. lilacinum*, indicating a dynamic evolution of TEs in invertebrate-pathogenic fungi.

**Figure 2:**
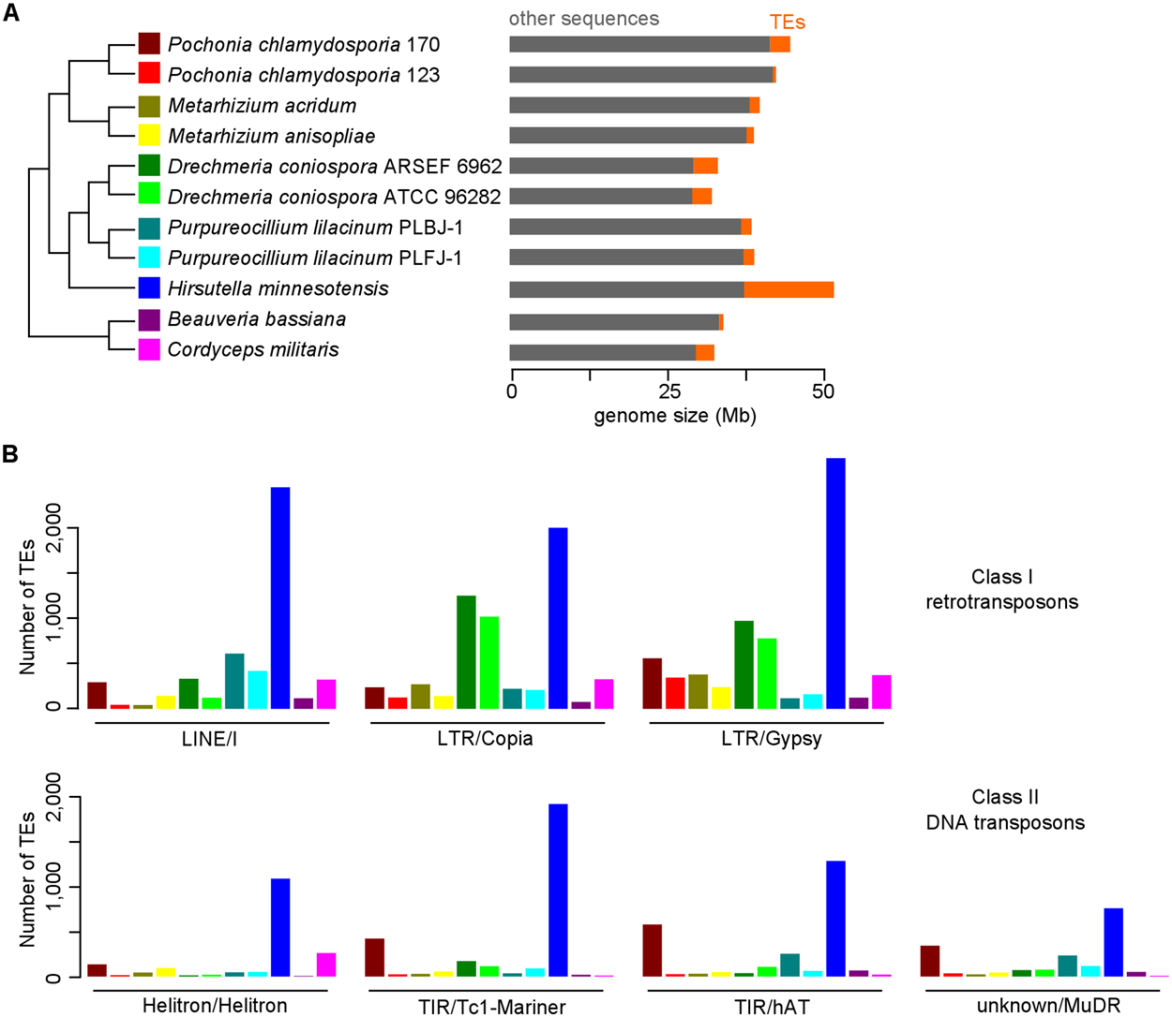
Comparative analysis of transposable elements (TEs) from 11 invertebrate-pathogenic fungi in Hypocreales. (**A**) Genomic contents of TEs in these fungal strains. TEs from the PC170, PC123, *M. acridum*, *M. anisopliae*, *D. coniospora* ARSEF 6962, *D. coniospora* ATCC 96282, *P. lilacinum* PLBJ-1, *P. lilacinum* PLFJ-1, *H. minnesotensis*, *B. bassiana*, and *C. militaris* genomes occupy about 7.19%, 1.21%, 4.03%, 3.07%, 11.64%, 9.70%, 4.37%, 4.33%, 27.68%, 1.94%, and 9.05%, respectively. The topology of phylogeny is indicated by previous studies^23,33,34,46,47^. (**B**) Distribution of retrotransposon and DNA transposon numbers in 11 fungal genomes.

### Secretome analysis and new parasitism-related gene prediction

Secreted proteins are important for pathogenicity of parasitic fungi. In the genomes of PC170 and PC123, totally 1,750 and 1,530 sequences are identified to encode proteins with signal peptides but not transmembrane helices (Table 1; Supplementary Table S7). The distribution of the sequences of the putative secreted proteins on the chromosomes is shown in Fig. 1A. The KOG cluster analysis reveals three clusters (i.e., [O], post-translational modification, protein turnover, and chaperones; [G], carbohydrate transport and metabolism; and [R], general function prediction only) containing more than 100 secreted proteins in each cluster, which belong to three categories (i.e., cellular processes and signaling, metabolism, and poorly characterized) (Supplementary Table S8). Using the binomial test, we find that the proportion of annotated secreted proteins (PASG) in KOG clusters [O] (152/941, 16.15%) and [G] (129/735, 17.55%) is significantly higher than the proportion of secreted proteins (PSG) at the whole-genome level (1,750/14,204, 12.32%; P < 0.01) in PC170. However, in PC123, only the PASG in cluster [G] (110/713, 15.43%) is significantly greater than the whole-genome PSG (1,530/12,122, 12.62%; P < 0.05) (Fig. 3A,B; Supplementary Table S8). Proteins previously reported to be related to nematode infection are present in the two clusters, such as the serine carboxypeptidases (S10 family) and subtilisin serine proteases (S08A family) in cluster [O], and the chitinases (glycosyl hydrolase family 18, or GH18) in cluster [G].

We also compared the KOG annotations in different fungal species belonging to six Orders within Hypocreales (including plant pathogenic, endophytic, saprophytic, nematophagous and entomopathogenic fungi) (Supplementary Table S9). We found significant ratios between PASG and whole-genome PSG (the binomial test, P < 0.01) for proteins annotated within cluster [O] in three other fungi (*Metarhizium acridum*, *Beauveria bassiana*, and *Purpureocillium lilacinum*) (Fig. 3A) and within cluster [G] in two fungi (*B. bassiana* and *Trichoderma reesei*) (Fig. 3B). S08A family proteases and GH18 family chitinases are also common in these fungi (Fig. 3C; Supplementary Table S10, S11), but not in *Ustilaginoidea virens*, which has been reported to contain a reduced number of genes for polysaccharide degradation and secondary metabolism^35^.

**Figure 3:**
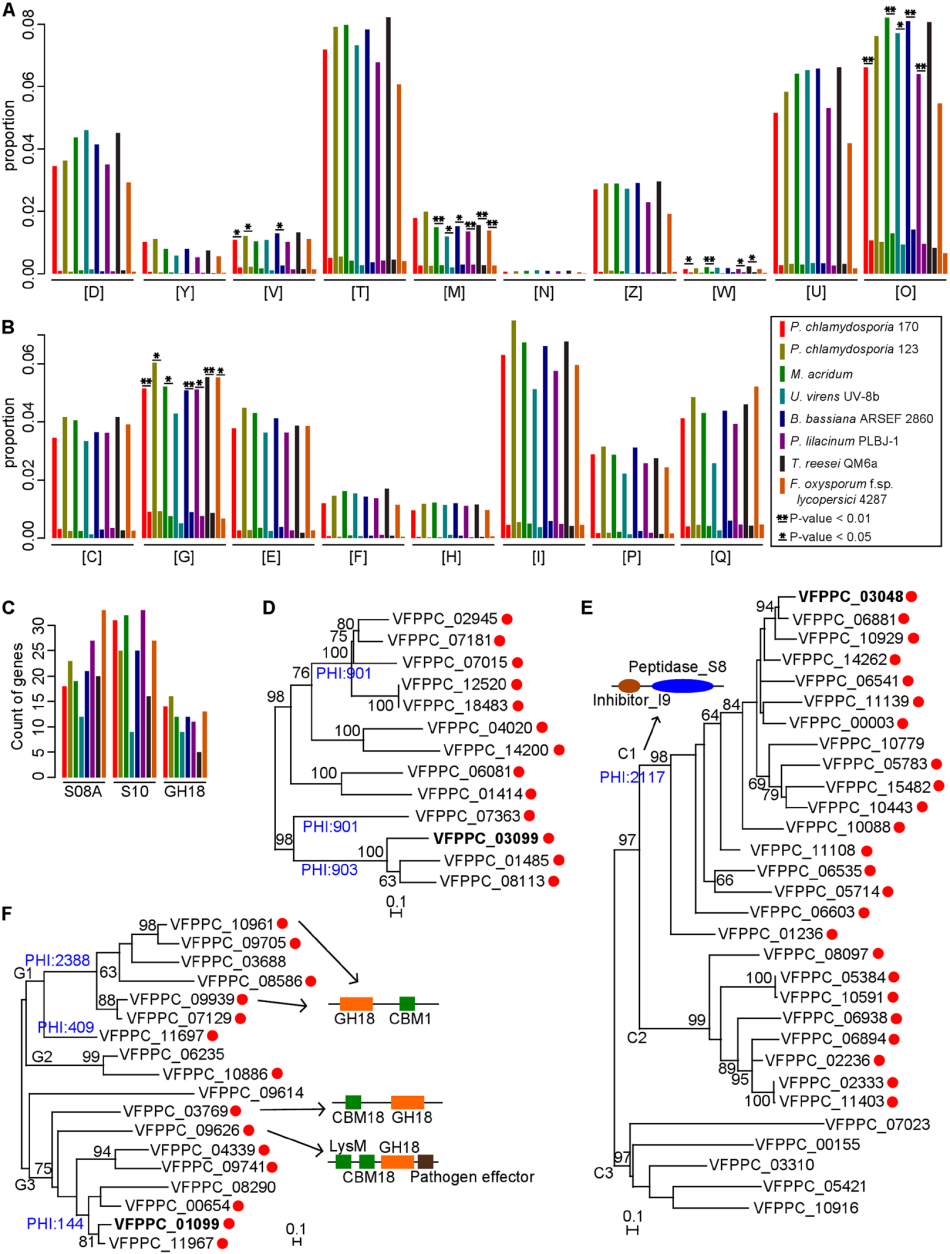
Analyses of secreted proteins. (**A,B**) Comparative analyses of secreted genes from eight fungal strains. All genes and secretomes of each strain are represented by two bars. These genes are annotated in “cellular processes and signaling functional” (**A**) and “metabolism” (**B**) categories of the euKaryotic Clusters of Orthologous Groups (KOG) database. Eighteen clusters in KOG annotations are shown: [D], cell cycle control, cell division, chromosome partitioning; [Y], nuclear structure; [V], defense mechanisms; [T], signal transduction mechanisms; [M], cell wall/membrane/envelope biogenesis; [N], cell motility; [Z], cytoskeleton; [W], extracellular structures; [U], intracellular trafficking, secretion, and vesicular transport; [O], posttranslational modification, protein turnover, chaperones; [C], energy production and conversion; [G], carbohydrate transport and metabolism; [E], amino acid transport and metabolism; [F], nucleotide transport and metabolism; [H], coenzyme transport and metabolism; [I], lipid transport and metabolism; [P], inorganic ion transport and metabolism; [Q], secondary metabolites biosynthesis, transport and catabolism. P-values from the binomial tests for comparison of the proportion of annotated secreted proteins/annotated proteins and the proportion of all secreted proteins/all proteins in each KOG cluster are shown. (**C**) List of genes belonging to protease S10, S08A, and CAZymes GH18 families. (**D**–**F**) Phylogenies of genes in S10, S08A, and GH18 families, respectively. Three reported pathogenic factors are marked in bold and secreted proteins are identified by red circles. The bootstrap values of larger than or equal to 60 are shown.

We identified 14, 31, and 18 genes from S10, S08A, and GH18, respectively, in the PC170 genome (Fig. 3C; Supplementary Table S10, S11), most of which (13/14, 25/31, and 14/18, respectively) encode putative secreted proteins (Fig. 3D–F). We also identified 16 S10, 25 S08A, and 23 GH18 genes in the PC123 genome, which encode 8, 13, and 16 secreted proteins, respectively. Among them, homologs of SCP1 (VFPPC_03099, S10), VCP1 (VFPPC_03048, S08A), and PCCHI44 (VFPPC_01099, GH18), which are well-known fungal pathogenic proteins, are identified in genomes of the two *P. chlamydosporia* strains (Supplementary Table S12). However, functions of most other secreted proteins in the S10, S08A, and GH18 families are still unknown. Our previous study reported that, by knocking out the chitinase gene (PCCHI44, VFPPC 01099) and two protease genes (VFPPC 10088 and VFPPC 06535), the ability of the mutants to parasitize eggs of the root-knot nematode *M. incognita* is reduced, indicating the three genes have a partial role in the process of *P. chlamydosporia* infection of *M. incognita* eggs^36^.

We then analyzed the relationships among members in each of the three protein families (S10, S08A, and GH18). In the phylogeny of the S10 family (Fig. 3D), 9 of 13 secreted proteins are annotated PHI genes (PHI:901 and PHI:903), of which pathogenicity is unaffected after gene mutation. Two of the molecules (VFPPC_01485 and VFPPC_08113) are closest to SCP1 (VFPPC_03099), inferring that they might have similar functions to SCP1. The phylogenetic tree of the S08A family (Fig. 3E) comprises three major clades, and secreted proteins belong to two clades (C1 and C2). Notably, the 17 members of the C1 clade, including VCP1 (VFPPC_03048), have similar structures with peptidase_S8 and inhibitor_I9 domains (Pfam accession: PF05922), which are annotated by a PHI gene (PHI:2117), a reduced virulence gene after mutation, suggesting the possible existence of new pathogenic factors clustered on C1 clade. The phylogeny of the GH18 family (Fig. 3F) comprises three fungal chitinase clusters, as discovered in previous studies^37^: G1 contains some proteins with CBM1 modules at their C-terminal ends (VFPPC_10961 and VFPPC_09939), G2 contains proteins without a carbohydrate-binding module (CBM), and G3 contains some proteins with CBM18 modules (VFPPC_03769) and lysin motif (LysM; CBM50) modules (VFPPC_09626). The LysM effector in plant pathogenic fungi dampens the host response via chitin oligosaccharide sequestration^38^. Moreover, in addition to a LysM module, VFPPC_09626 also contains a pathogen effector domain (PF14856) (Fig. 3F), suggesting that it may be related to pathogenicity and worthy of further investigation. Moreover, the sequences of S10, S08A, and GH18 genes from closely related fungi (PC123, *M. acridum*, and *M. anisopliae*) are added into the phylogenetic tree of each group, and phylogenetic relationships are similar to that inferred from members of PC170 (Supplementary Figure S5). In addition, two other S08A genes from *Pochonia rubescens* are added to the phylogenetic tree and they show closer relationship to members of *Metarhizium* genes than to the PC170 genes, supporting the previous discovery^39^.

### Identification of proteins secreted in response to nutrient selection pressure

It has been reported that parasitic fungi behave differently in response to local nutrient availability^40^ and that some parasitism-related genes are differentially expressed in the saprotrophic-to-parasitic transition in *P. chlamydosporia*^11^. To further determine which secreted proteins are involved in the adaptation to nutrient sources and responses to nutrient stresses, we analyzed the transcriptome of the strain PC170 under three different nutrient conditions: Czapek Dox (CD) broth, a nutrient-rich medium; minimal medium (MM); and MM with root-knot nematode (*M. incognita*) eggs (MM-eggs) (Supplementary Information), prepared as described in a previous study^11^. We performed three biological replicates (R1, R2, and R3). 

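RNA was sequenced from 9 samples of strain PC170, 3 for each medium. The strain was first grown on potato dextrose agar for 7 days at 28 °C. CD held 30 g/l sucrose, 3 g/l sodium nitrate and 0.01 g/l ferrous sulfate. MM held 0.001 g/l sucrose, 0.014 g/l sodium nitrate and 0.06 g/l ferrous sulfate, and in MM-eggs the same medium received eggs of the nematode. Material taken at 0, 2, 4 and 8 h after the eggs were added was pooled, so each value is an average over these times. The authors aligned the reads with Tophat and computed FPKM for each gene with Cufflinks, and the deposited table holds 1 column per library. No further scaling between libraries is stated. How reads that match several genes were shared out is not given in the sources used here. The FPKM of all 14204 genes sum to between 539021 in MM-eggs R1 and 1027924 in CD R3. The table holds no read counts. Steps between the lowest values of short and long genes gave an approximate depth of between 4027170 fragments in CD R3 and 8709636 in MM-eggs R1. Between 1716 and 2594 genes were listed at 0 in a library, and an FPKM listed at 0 can also be a failed estimate. After log2(FPKM + 0.5), the first principal component over 11883 genes held 45.7% of the variance and separated CD from the other two media. The second held 32.3% and separated R1 from R2 and R3 in all 3 media. MM R1 and MM-eggs R1 correlated at r = 0.971 across genes, while MM R1 and MM R2 correlated at r = 0.801, and genes are not independent replicates.

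**Figure D1:**
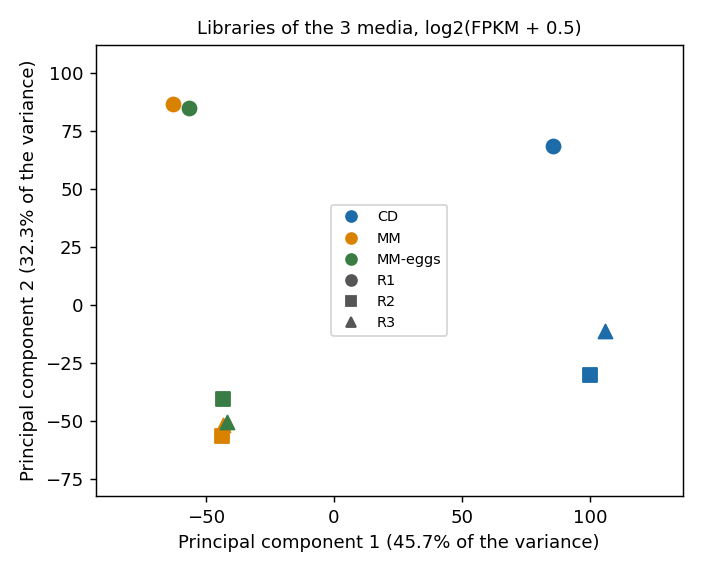
Principal components 1 and 2 of the 9 libraries on log2(FPKM + 0.5), with the percent of the variance on each axis. Colors mark the medium and shapes the replicate. The CD libraries lie on the right, and the R1 libraries of all 3 media lie at the top.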

Transcriptome analysis shows that 12,783 genes (90% of total) are expressed (RPKM >  = 0.5), including 1,492 secreted proteins (85.26% of total). 

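Of the 14204 genes in the table, 12596 (88.7%) reached an FPKM of 0.5 in at least 1 of the 9 libraries. Among the 1750 genes of secreted proteins in Table S7, 1452 (83.0%) did so. The number of genes at 0.5 or more in a library was lowest in CD R2, at 10744, and highest in MM R1, at 11499. The paper's text does not name the number of libraries in which a gene had to reach the threshold. The rule that moved these counts most, an FPKM of 0.5 in all 9 libraries, left 9436 genes and 899 genes of secreted proteins. With the libraries of R1, R2 or R3 left out in turn, the count stayed between 12279 and 12468 genes, with 1384 to 1430 of secreted proteins.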

We focus on the two major expression patterns for these genes, i.e., those distinctly up- or down-regulated between the CD and MM groups, but up-regulated in the MM-egg group compared to the MM group. We found 498 genes displaying obvious changes (>2-fold) with same trends in the 3 datasets (R1, R2, and R3) (Supplementary Table S13; Supplementary Figure S6; Fig. 4). Among them, 129 genes display the expression pattern of CD < MM < MM-eggs, i.e., they are up-regulated at least 2-fold in the MM compared to those in the CD group, and up-regulated in the MM-eggs group compared with those in the MM group (perhaps not to 2-fold in few cases), as shown in Fig. 4A. Among them, 34 genes encode secreted proteins, including 14 proteases, three carbohydrate-active enzymes, eight other proteins and nine functional unannotated genes (Fig. 4B; Supplementary Table S13). 

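In the 9 libraries, 520 genes met the fold rule in R1, R2 and R3, each MM library being compared with the CD and MM-eggs libraries of the same number. Genes below an FPKM of 0.5 in all 9 libraries were left out, and no pseudocount was added. The rule has no error term, so the media were also compared by limma with Benjamini-Hochberg adjustment on log2(FPKM + 0.5), over the 11883 genes at 0.5 or more in at least 3 libraries. Between MM and CD, 2675 genes differed at an adjusted p under 0.05, of which 1308 were higher in MM and 1367 lower. That count fell to 1438 without CD R3, 1508 without MM R2 and 1606 without MM R3, and with the replicate number as a block it was 4761. Between MM-eggs and MM, limma called 0 genes at an adjusted p under 0.05, while 144 had an unadjusted p under 0.05. With the block the corresponding counts were 0 and 468. Without MM R1, limma called 3 genes between MM-eggs and MM. These were VFPPC_13941, which was higher in MM-eggs, and VFPPC_17511 and VFPPC_16158, which were lower, and they were named after their values were seen. Between MM-eggs and CD, 2344 genes differed, 1198 higher and 1146 lower in MM-eggs, and with the block 4485 did. This count was 1148 without CD R3, 1170 without MM-eggs R2 and 1118 without MM-eggs R3. Among all 3 media, 2147 genes differed by limma's moderated F test, and with the block 4185. The F test gave 1428 genes without CD R1, 880 without CD R3, 1364 without MM R2, 1429 without MM R3, 1370 without MM-eggs R2 and 1380 without MM-eggs R3. Genes with the largest changes between MM and CD that kept their direction in R1, R2 and R3 were VFPPC_13541 and VFPPC_11439, which rose, and VFPPC_01328 and VFPPC_14224, which fell. Both rising genes were listed at 0 in CD R1, R2 and R3. Their FPKM in MM R1, R2 and R3 was 284, 636 and 869 for VFPPC_13541 and 307, 481 and 310.4 for VFPPC_11439, and limma gave adjusted p = 1.79e-05 and 1.48e-05. The log2 fold change of VFPPC_01328 was -8.50 (SE 0.87, limma adjusted p = 7.10e-04) and that of VFPPC_14224 was -8.30 (SE 0.69, limma adjusted p = 2.87e-04).

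**Figure D2:**
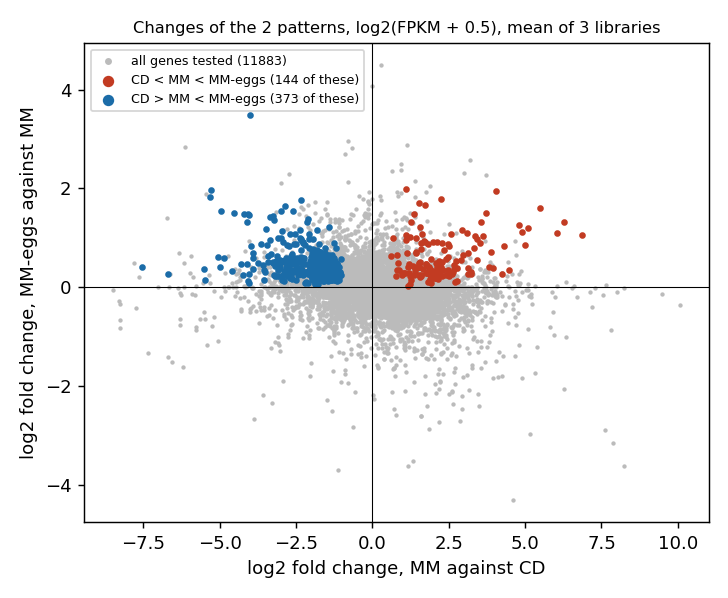
Mean log2 fold change of MM against CD (horizontal axis) and of MM-eggs against MM (vertical axis) on log2(FPKM + 0.5), 1 point per gene tested. Colored points are the 144 tested genes with CD < MM < MM-eggs and the 373 with CD > MM < MM-eggs, and grey points are all 11883 genes tested. Most colored points lie less than 1 unit above the horizontal line at 0.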

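By this rule 146 genes had CD < MM < MM-eggs. In 45 of them a CD library was listed at 0, and adding a pseudocount of 1 before the fold changes left 90 genes. Other fold rules gave from 8 genes, with MM-eggs at least 2 times MM in R1, R2 and R3, to 1068 genes, with the rule on the means of the 3 replicates. Of the 146 genes, 144 could be tested by limma, which called 89 between MM and CD, 116 between MM-eggs and CD and 0 between MM-eggs and MM. Their median log2 fold change was 2.03 from CD to MM and 0.42 from MM to MM-eggs.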

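Among the genes with CD < MM < MM-eggs, 43 encode secreted proteins of Table S7. Under a pseudocount of 1 the count was 25, and with an FPKM of at least 0.5 required in all 9 libraries it was 18. In 4 of them MM-eggs was at least 2 times MM in R1, R2 and R3. These were VFPPC_14262, VFPPC_11532, VFPPC_03750 and VFPPC_02792, and all but the first were named after their values were seen. Among the 43, the largest fitted change from CD to MM at the pseudocount of 0.5 was that of VFPPC_16950, whereas at 0.1 it was that of VFPPC_10020, which was listed at 0 in all 3 CD libraries. For VFPPC_16950 FPKM was 2.07, 0.431 and 0.658 in CD, 289, 113 and 132 in MM and 535, 289.5 and 253 in MM-eggs for R1, R2 and R3. Its log2 fold change was 6.86 (SE 0.51, adjusted p = 2.11e-04 from limma with Benjamini-Hochberg adjustment).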

The proteases comprise six serine peptidases and eight mellopeptidases, including a well-known pathogenic factor, VCP1 (VFPPC_03048; S08A). 

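VFPPC_03048 lies on chromosome 2 from 3128701 to 3130045. Its FPKM in R1, R2 and R3 was 9.57, 8.52 and 10.2 in CD, 436, 37.6 and 27.9 in MM and 713, 69.8 and 35.2 in MM-eggs. MM was above CD and MM-eggs above MM within each replicate, but the R1 values of MM and MM-eggs were far above those of R2 and R3. The log2 fold change from CD to MM was 2.98 (SE 1.27, adjusted p = 0.132 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p was 0.0282, and over all alternatives it ranged from 0.0178 to 0.303. From MM to MM-eggs the log2 fold change was 0.64 (SE 1.27, adjusted p = 1 from limma with the same adjustment). It turned to -0.0866 without MM R3 and to -0.64 without MM-eggs R1. These fits had no block, so leaving out 1 library also shifts the weight of R1 between the media. MM-eggs was 1.63, 1.86 and 1.26 times MM within R1, R2 and R3. The fit on R2 and R3 alone gave a log2 fold change of 0.61.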

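VFPPC_14262 lies on chromosome 4 from 446869 to 448224. For R1, R2 and R3 the FPKM of VFPPC_14262 was 0.189, 1.17 and 1.03 in CD, 119, 43.0 and 31.0 in MM and 347, 138 and 96.6 in MM-eggs. Between CD and MM the log2 fold change was 5.50 (SE 0.65, adjusted p = 0.00117 from limma with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between 4.94 and 5.90. MM-eggs was 2.91, 3.21 and 3.12 times MM in R1, R2 and R3. The corresponding log2 fold change of 1.61 (SE 0.65) had an adjusted p of 1 in limma. That SE pools the spread of all 9 libraries, the low CD values and the high R1 values included. It therefore does not measure how alike the ratios within replicates were.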

Another PHI database-annotated S08A protease (VFPPC_14262), closely related to VFPPC_03048 in the phylogenetic analysis (Fig. 3E), is also identified (Fig. 4A). Only one PHI database-annotated S10 protease (VFPPC_07015) is found, but it is phylogenetically distant from the known pathogenic factor SCP1 (VFPPC_03099) (Fig. 3D). 

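VFPPC_07015 lies on chromosome 7 from 426331 to 427861, with an FPKM in R1, R2 and R3 of 10.1, 2.22 and 1.28 in CD, 59.1, 11.2 and 12.3 in MM and 79.0, 28.8 and 22.7 in MM-eggs. MM exceeded CD by 5.86, 5.03 and 9.56 times within R1, R2 and R3. The log2 fold change was 2.48 (SE 0.87, adjusted p = 0.0761 from limma with Benjamini-Hochberg adjustment), and R1 lay above R2 and R3 in every medium. With the replicate number as a block the adjusted p was 6.89e-04, within a range of 2.64e-04 to 0.220 over all alternatives.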

Among eight mellopeptidases, four PHI-annotated M43 peptidases are identified. 

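The 4 M43 peptidases that Fig. 4A labels are VFPPC_10020, VFPPC_12205, VFPPC_08571 and VFPPC_05754. VFPPC_10020, on chromosome 4 from 5019793 to 5020743, was listed at 0 in all 3 CD libraries, and its FPKM in R1, R2 and R3 was 54.6, 22.6 and 45.2 in MM and 139, 74.1 and 85.6 in MM-eggs. VFPPC_05754, on chromosome 5 from 1495877 to 1496819, was also listed at 0 in all 3 CD libraries, against 9.12, 3.95 and 2.68 in MM and 29.0, 4.18 and 8.01 in MM-eggs. The adjusted p between CD and MM was 7.03e-05 for VFPPC_10020 and 0.0110 for VFPPC_05754 (limma with Benjamini-Hochberg adjustment). VFPPC_08571, on chromosome 4 from 3934516 to 3935374, had an FPKM of 5.44 ± 1.46 in CD, 26.3 ± 2.39 in MM and 33.5 ± 5.97 in MM-eggs (SD, n = 3), a log2 fold change from CD to MM of 2.20 (SE 0.25, limma adjusted p = 0.00109). VFPPC_12205, on a scaffold outside the chromosomes, had an FPKM of 0.710, 0.154 and 0.518 in CD, 26.7, 1.67 and 1.85 in MM and 46.4, 3.46 and 2.20 in MM-eggs in R1, R2 and R3. Its log2 fold change of 2.48 (SE 1.26) had a limma adjusted p of 0.197 without the replicate block and 0.0337 with it, and 0.0204 to 0.456 over all alternatives. From MM to MM-eggs the change of VFPPC_12205 turned from 0.62 to -0.0104 without MM R2 and to -0.66 without MM-eggs R1. These fits had no block, and within R1, R2 and R3 MM-eggs was 1.73, 2.07 and 1.19 times MM.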

A M36 protease (VFPPC_01763) is a homolog of the M36 protease (FVEG_13630) in *Fusarium verticillioides*, which cleaves maize chitinases^41^. 

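VFPPC_01763 lies on chromosome 1 from 6687893 to 6689818. Its FPKM was 1.96 ± 0.833 in CD, 69.0 ± 23.7 in MM and 160.0 ± 19.1 in MM-eggs (SD, n = 3). The log2 fold change was 4.80 from CD to MM (SE 0.34, adjusted p = 1.65e-04) and 1.27 from MM to MM-eggs (SE 0.34, adjusted p = 1), both from limma with Benjamini-Hochberg adjustment. MM-eggs was above MM by 2.25, 3.60 and 1.75 times in R1, R2 and R3. The SE pools the spread of all 9 libraries and does not measure the spread of these ratios.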

Only one secreted M36 protease (VFPPC_01763 in PC170 and P123R_05288 in PC123) in each of the genomes is found, although another two non-secreted M36 proteases have previously been identified in PC123^12^. The three CAZymes include a cutinase (VFPPC_05424), a GH2 enzyme (VFPPC_14641), and a GH127 enzyme (VFPPC_07800). 

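VFPPC_05424, on chromosome 5 from 341223 to 342345, had an FPKM of 36.3 ± 8.46 in CD, 125 ± 30.1 in MM and 149.6 ± 14.7 in MM-eggs (SD, n = 3). From CD to MM its log2 fold change was 1.76 (SE 0.27, adjusted p = 0.00354 from limma with Benjamini-Hochberg adjustment). VFPPC_14641, on chromosome 6 from 300021 to 302195, had an FPKM of 2.99, 0.138 and 0.207 in CD, 84.2, 2.31 and 1.45 in MM and 119, 3.17 and 2.69 in MM-eggs in R1, R2 and R3, and VFPPC_07800, on chromosome 4 from 1271055 to 1273243, one of 13.9, 7.02 and 8.71 in CD, 117, 27.3 and 21.2 in MM and 126, 31.2 and 25.3 in MM-eggs. Within each replicate MM exceeded CD by 28.2, 16.7 and 7.01 times for VFPPC_14641 and by 8.43, 3.89 and 2.44 times for VFPPC_07800. In the fit without the block the adjusted p was 0.314 for VFPPC_14641 and 0.0951 for VFPPC_07800 (limma). With the replicate number as a block it was 0.0143 and 0.00485, and over all alternatives 0.00777 to 0.687 and 0.00207 to 0.212. From MM to MM-eggs the log2 fold change of VFPPC_14641 was 0.53, and it turned to -0.20 without MM R2, -0.46 without MM R3 and -1.18 without MM-eggs R1. That of VFPPC_07800 was 0.18, and it turned to -0.11, -0.28 and -0.54 without the same libraries. These fits had no block. Within R1, R2 and R3 MM-eggs was 1.42, 1.38 and 1.85 times MM for VFPPC_14641. The ratios were 1.08, 1.14 and 1.19 for VFPPC_07800.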

GH2 enzymes are involved in xylan and chitin degradation^42,43^, but the function of GH127 enzymes is not reported. Moreover, another eight proteins are annotated (Supplementary Table S13), including a PHI database-annotated AIG2-like protein (VFPPC_07506) and a FAD-binding protein (VFPPC_01275), the later with higher expression at the MM and MM-egg than CD conditions. 

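VFPPC_07506, on chromosome 4 from 280742 to 283594, had an FPKM of 1.43 ± 0.144 in CD, 6.85 ± 1.43 in MM and 7.74 ± 0.709 in MM-eggs (SD, n = 3). Its log2 fold change from CD to MM was 1.91 (SE 0.24, adjusted p = 0.00150 from limma with Benjamini-Hochberg adjustment). VFPPC_01275, on chromosome 1 from 4891296 to 4892720, had an FPKM of 2.75 ± 0.995 in CD, 10.6 ± 3.58 in MM and 14.1 ± 2.08 in MM-eggs (SD, n = 3). Here the log2 fold change from CD to MM was 1.78 (SE 0.33, adjusted p = 0.00823, limma). MM-eggs lay above MM by 1.01, 1.12 and 1.32 times for VFPPC_07506 and by 1.10 to 1.54 times for VFPPC_01275, with a limma adjusted p of 1 for each.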

Flavin adenine dinucleotide (FAD)-binding protein is reported to be involved in energy production, mycelial aggregation, and development in fungi^44^.

**Figure 4:**
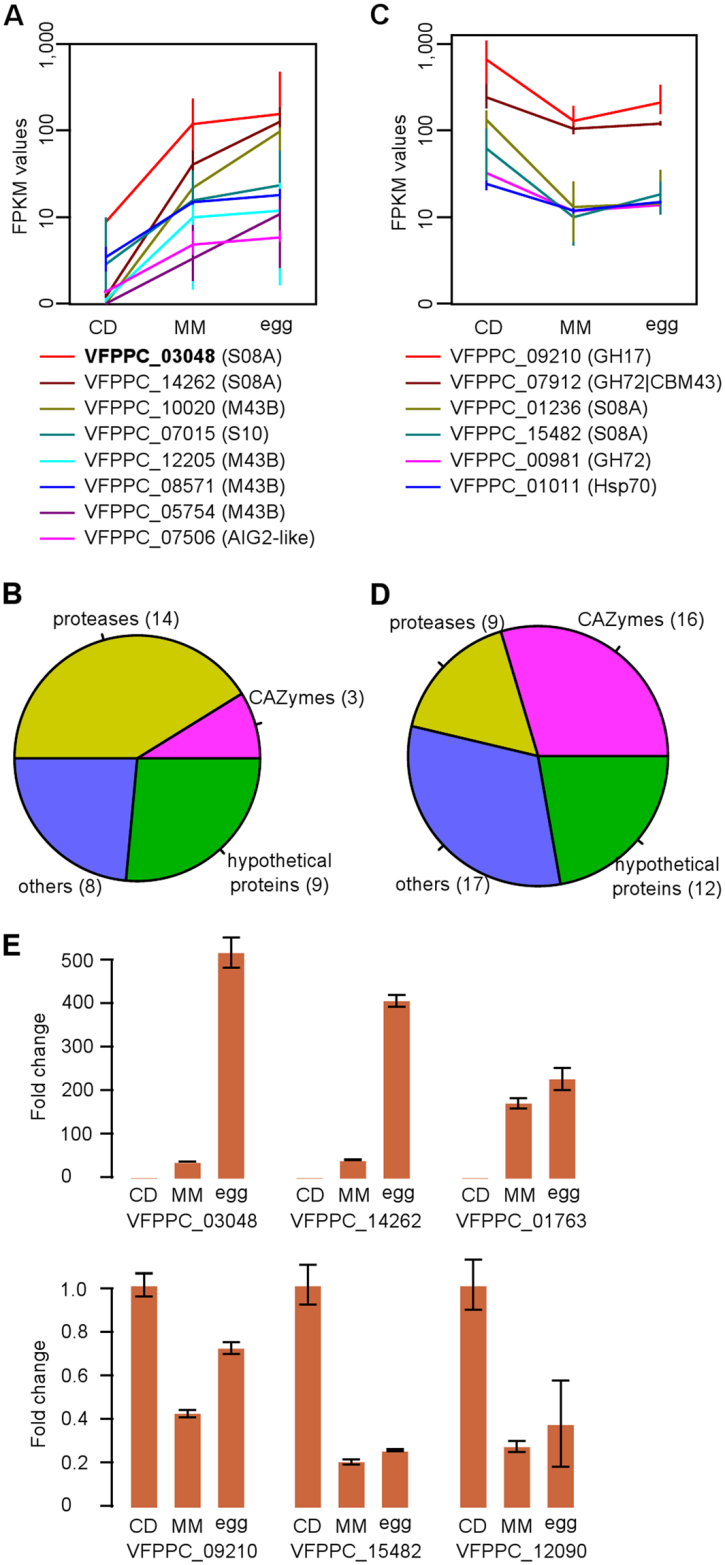
Transcriptome expression of secretomes responding to nutrient-selection pressure. (**A**) The transcriptome expressions of eight Pathogen-Host Interactions (PHI) database annotated genes. Transcriptome samples are prepared under three different nutrient conditions, including CD (nutrient rich medium samples), MM (minimal medium samples), and egg (minimal medium with root-knot nematode eggs samples). For these genes, the expression patterns of at least two-fold up-regulated between MM and CD, and up-regulated between MM-egg and MM are shown. A previously reported pathogenic factor (VFPPC_03048) is marked in bold. (**B**) A total of 34 secreted proteins representing the similar expression patterns as shown in (**A**). These genes include three CAZymes (GH2, GH127, and CE5) and 14 proteases (such as S08A, M43B, S10, M28E, S28, M36, M35, S53, and M20A). (**C**) The transcriptome expressions of six PHI database annotated gene. The expression patterns are of at least two-fold down-regulated between MM and CD, and up-regulated between MM-egg and MM. (**D**) A total of 54 secreted proteins representing the similar expression patterns as shown in (**C**). These genes include 16 CAZymes (such as GH16, GH17, GH72, GH25, GH37, GH63, GH132, GT31, GT90, CE4, CBM32, CBM43, AA5, and AA7) and nine proteases (such as S09X, A01A, S08A, G01, and S53). The detailed annotations for genes from (**B**) and (**D**) are shown in Supplementary Table S13. (**E**) RT-qPCR validation of six expressed genes. These genes are selected from (**B**) or (**D**). The results confirm the RNA-Seq data analysis. Bars represent the expression levels (fold change ± SE).

Moreover, 369 genes display another expression pattern of CD > MM < MM-eggs, i.e., expression of these genes are down-regulated at least 2-fold in the MM compared with those in the CD, but up-regulated in the MM-egg compared with those in the MM (Supplementary Table S13; Fig. 4C). Among them, 54 genes encode secreted proteins, including 16 CAZymes, nine proteases, 17 others and 12 unannotated genes (Fig. 4D). 

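The rule for CD > MM < MM-eggs was met by 374 genes, and by 306 after the libraries were scaled by median ratios. None of the 374 had a higher mean FPKM in MM-eggs than in CD. Of the 373 that limma could test, 317 were called between MM and CD, 226 between MM-eggs and CD and 0 between MM-eggs and MM. The median log2 fold change was -1.80 from CD to MM and 0.42 from MM to MM-eggs, and in 14 genes MM-eggs was at least 2 times MM in R1, R2 and R3. Fig. 4C labels VFPPC_09210, VFPPC_07912, VFPPC_01236, VFPPC_15482, VFPPC_00981 and VFPPC_01011. VFPPC_07912, on chromosome 4 from 1596832 to 1598539, had an FPKM of 447 ± 129.5 in CD, 123 ± 29.0 in MM and 178 ± 24.7 in MM-eggs (SD, n = 3). From CD to MM its log2 fold change was -1.84 (SE 0.28, adjusted p = 0.00382 from limma with Benjamini-Hochberg adjustment), with adjusted p from 1.84e-04 to 0.0900 over all alternatives, the highest under quantile normalization. For VFPPC_01236, on chromosome 1 from 4761098 to 4762490, FPKM was 312, 127 and 203 in CD, 47.3, 6.16 and 10.3 in MM and 47.7, 12.9 and 14.4 in MM-eggs in R1, R2 and R3, and the log2 fold change from CD to MM was -3.73 (SE 0.79, limma adjusted p = 0.0133). From MM to MM-eggs its log2 fold change of 0.50 turned to -0.0963 without MM R2 and to -0.0940 without MM-eggs R1. These fits had no block, and within R1, R2 and R3 MM-eggs was 1.01, 2.10 and 1.40 times MM. The change from CD to MM was -1.72 for VFPPC_00981 (SE 0.26, limma adjusted p = 0.00329) and -1.36 for VFPPC_01011 (SE 0.20, limma adjusted p = 0.00318). VFPPC_09210, on chromosome 6 from 1152672 to 1154434, fell from a mean FPKM of 838 in CD to 205 in MM, a log2 fold change of -2.06 (SE 0.60, limma adjusted p = 0.0414). Leaving out 1 library took it over the threshold in 6 cases, with limma adjusted p = 0.110 without CD R1, 0.109 without CD R3, 0.128 without MM R2, 0.114 without MM R3, 0.0655 without MM-eggs R2 and 0.0587 without MM-eggs R3. VFPPC_15482, on chromosome 2 from 733161 to 734432, had a log2 fold change of -2.86 (SE 0.70, limma adjusted p = 0.0223). It passed the threshold in limma no longer in 4 cases, with adjusted p = 0.0578 without CD R1, 0.0516 without CD R3, 0.0767 without MM R2 and 0.0739 without MM R3. Over all alternatives the adjusted p ranged from 0.00123 to 0.260 for VFPPC_09210 and from 1.98e-04 to 0.0767 for VFPPC_15482. The fits with a library left out had no block. With the replicate number as a block on all 9 libraries, limma gave adjusted p = 0.00185 for VFPPC_09210 and 3.14e-04 for VFPPC_15482.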

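Of the genes with CD > MM < MM-eggs, 55 encode secreted proteins of Table S7. In 4 of these MM-eggs was at least 2 times MM in R1, R2 and R3, namely VFPPC_15482, VFPPC_12090, VFPPC_02448 and VFPPC_09740, of which the last pair was named after the values were seen. VFPPC_02448 and VFPPC_09740 stayed below an FPKM of 1 in every MM and MM-eggs library. VFPPC_09740 was listed at 0 in MM R1, R2 and R3, so any MM-eggs value above 0 meets the 2-fold step. The gene of a secreted protein with the largest fitted fall at the pseudocount of 0.5 was VFPPC_18412, whereas at 0.1 it was VFPPC_02448, named after its values were seen and listed at 0 in MM R2 and R3. VFPPC_18412 was at 405, 40.7 and 123 in CD, 7.00, 1.35 and 1.05 in MM and 7.79, 2.52 and 1.33 in MM-eggs FPKM in R1, R2 and R3. Its log2 fold change from CD to MM was -5.52 (SE 0.96, adjusted p = 0.00627 from limma with Benjamini-Hochberg adjustment). The change from MM to MM-eggs was 0.36, and it turned to -0.0569 without MM R3 and to -0.24 without MM-eggs R1. These fits had no block, and within R1, R2 and R3 MM-eggs was 1.11, 1.87 and 1.26 times MM.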

The gene families involved in this pattern are different from those in the former pattern; the CAZymes include two each GH16, GH17, and GH72 family members, and four other glycoside hydrolases, and the proteases include six serine proteases (three S09X, two S08, and one S53), two pepsin A enzymes, and one glutamic peptidase. Among other 17 annotated proteins, two carbohydrate-binding proteins (WSC domain-containing proteins), two common in several fungal extracellular membrane proteins (CFEMs), and two Hsp70 proteins are involved (Supplementary Table S13).

To validate the results of RNA-Seq data analysis, six genes representing these two expression patterns of CD < MM < MM-eggs and CD > MM < MM-eggs were selected to perform the real-time reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis. The results are shown in Fig. 4E. As expected, similar expression patterns of these genes are obtained by RT-qPCR and RNA-Seq analysis.

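The 6 genes of Fig. 4E had the order of their pattern in the FPKM of R1, of R2 and of R3. Direction from MM to MM-eggs held for 6 of 6 genes in the limma fit, and for 5 of 6 without MM R3 or without MM-eggs R1, where VFPPC_03048 turned. VFPPC_12090, on a scaffold outside the chromosomes, had an FPKM of 1342, 459.7 and 438 in CD, 290.4, 30.3 and 59.6 in MM and 589.8, 164 and 136 in MM-eggs in R1, R2 and R3. The log2 fold change of VFPPC_12090 from CD to MM was -2.99 (SE 0.91, adjusted p = 0.0486 from limma with Benjamini-Hochberg adjustment). With libraries left out in turn and no block, its limma adjusted p was 0.131 without CD R1, 0.0791 without CD R2, 0.0896 without CD R3, 0.143 without MM R2, 0.131 without MM R3, 0.0714 without MM-eggs R2 and 0.0641 without MM-eggs R3. Over all alternatives it ranged from 3.82e-04 to 0.183, and with the replicate number as a block on all 9 libraries it was 0.00117. The paper names 13 genes with CD < MM < MM-eggs and 7 with CD > MM < MM-eggs, a list of 20 that the study chose on these samples, so the list is not independent evidence. All 20 met their pattern's fold rule here. Between MM and CD limma called 15 of them over all genes and 17 adjusted over the list alone, and between MM-eggs and MM it called 0 over all genes and 0 adjusted over the list alone, with 5 at an unadjusted p under 0.05. With the replicate number as a block, the counts between MM and CD were 20 over all genes and 20 adjusted over the list alone, and those between MM-eggs and MM were 0 over all genes and 9 adjusted over the list alone. Values of the RT-qPCR itself were not used here.

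**Figure D3:**
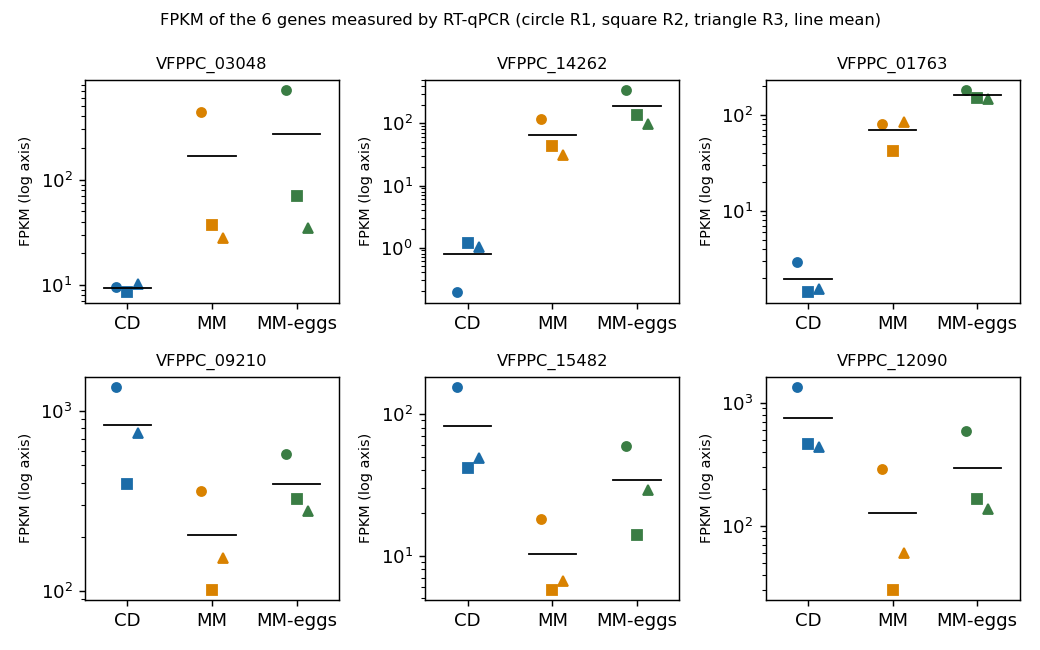
FPKM of the 6 genes of Fig. 4E in each library, on log axes, with the medium on the horizontal axis. Circles mark R1, squares R2, triangles R3, and lines the mean of 3 libraries. In the upper panels MM and MM-eggs lie above CD, and in the lower panels MM is the lowest medium within each replicate.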

### Genes encoding secreted proteins under positive selection

Positive selection promotes the appearance of new phenotypes, thus playing a crucial role in evolution. Identification selected protein-coding genes under positive selection may contribute to understanding the interactions between fungi, their hosts, and their environments. In this paper, we compared the amino acid (aa) sequences of the putative secreted proteins in the two genome of *P. chlamydosporia* strains (PC170 and PC123) and determined that 32 genes encoding secreted proteins are under positive selection (dN/dS > 1) (Supplementary Table S14). Among them, 22 are functional unknown. The 10 annotated proteins include each of CAS1 appressorium specific protein (VFPPC_08840), chitosanase (GH75) (VFPPC_10847), cysteine-rich secretory protein (VFPPC_00045), FAD-binding domain-containing protein (VFPPC_10928), fungal calcium-binding protein (VFPPC_13067), WD domain-containing protein (VFPPC_07346), platelet-activating factor acetylhydrolase (VFPPC_14456), and scytalidoglutamic peptidase (G1) (VFPPC_09268), as well as two fungal hydrophobins (VFPPC_03630 and VFPPC_09461). Among them, CAS1 appressorium specific protein and chitosanase (GH75) are PHI-annotated proteins, and they may be related to the recognition and degradation of the host eggshells. The fungal calcium-binding protein may regulate signal transduction. These positively selected genes may play important roles in fungus-host interactions and the pathogenicity of the fungus *P. chlamydosporia* and await functional verification.

### Gene duplication of secreted proteins in the *P. chlamydosporia* genome

Gene duplication plays an important role in new gene origin and evolution, resulting in novel phenotypes and biological diversity^45^. Following the methods of gene duplication discovery in the previous studies (Materials and Methods), 248 duplicated gene pairs are identified in PC170 genome, of which, 165 have Pfam annotations and 22 have PHI annotations (Supplementary Table 15). Among them, 71 duplicated gene pairs (28.63%) are related to secreted proteins, including 21 pairs with only a single gene predicted to encode a secreted protein. Of the secreted gene pairs, 39 have Pfam annotations and 4 have PHI annotations, including cellulase (GH5) and GATA zinc finger. The proportion of duplicated genes in the secretome (8.11%, 142/1750) is higher than that in the whole genome (3.49%, 496/14204). To detect whether these duplicated genes obtain novel functions, we test their domain annotations and transcriptome expressions and find a weak correlation between the two duplicated genes (Pearson correlation coefficient <0.4) in 48.79% of the 248 gene pairs (11 of 23 differently annotated gene pairs, 43 of 83 unannotated gene pairs, and 67 of 142 gene pairs with the same annotation). This suggests sequence and functional divergence for these pairs. Notably, nearly 64.79% (46/71) of duplicated secreted gene pairs show a weak correlation (Supplementary Figure S7A; Supplementary Table S15). These duplicated gene pairs are putatively undergoing neofunctionalization.

### Origin and evolution of fungal GH30 genes

We find two duplicated gene pairs encoding secreted proteins from the GH30 family in the *P. chlamydosporia* genome; the first pair (VFPPC_07807-VFPPC_09315) has the same domain annotation and the other pair (VFPPC_02227-VFPPC_01957) has different annotations (Supplementary Table S15). The two duplicated genes in each pair are very weakly correlated (Pearson correlation coefficient <0.2), according to transcriptome expression data, indicating that they are undergoing neofunctionalization. 

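Both correlations were computed on FPKM over the 9 libraries of the 3 media, with exact two-sided permutation tests over all pairings. For VFPPC_07807 and VFPPC_09315, Pearson's r was -0.267 (exact permutation p = 0.655, adjusted p = 0.655 over the 2 pairs) and Spearman's rho was -0.00990 (exact permutation p = 1). VFPPC_09315, on chromosome 7 from 2791833 to 2793353, was listed at 0 in 6 libraries and reached at most 0.304. VFPPC_07807, on chromosome 4 from 1292338 to 1293856, was between 8.22 and 28.0. Leaving out the 2 libraries with VFPPC_07807 farthest from its median, CD R1 and CD R2, gave r = 0.702 (exact permutation p = 0.0667), so the sign rests on those libraries. Deviations from each medium's mean correlated at r = -0.775 (permutation p = 0.00545), and the means of the 3 media, which are only 3 values, at r = 0.827 (exact permutation p = 0.667). Deviations sum to 0 within a medium but were permuted freely over the 9 libraries, so their p is approximate. Within R2 and R3, r was -0.264 (exact permutation p = 0.833). For VFPPC_02227 and VFPPC_01957, r was 0.442 (exact permutation p = 0.225, adjusted p = 0.450) and rho was 0.441 (exact permutation p = 0.238). VFPPC_02227, on chromosome 1 from 8410507 to 8411946, was listed at 0 in all 3 CD libraries and reached 0.5 in 2 libraries, with 0.792 as its highest FPKM. VFPPC_01957, on chromosome 1 from 7397658 to 7399694, was between 2.22 and 5.25. Without the 2 libraries farthest in VFPPC_02227, r was 0.234 (exact permutation p = 0.601). It was 0.0762 within R2 and R3 (exact permutation p = 0.894) and 0.887 without R3 (exact permutation p = 0.0194). No correlation was computed within the 3 libraries of R1. VFPPC_09315 and VFPPC_02227 were near the lowest values of the table, so all these coefficients rest on few fragments. From the weak correlation within each pair, the paper reasons that the duplicated GH30 genes are undergoing neofunctionalization. Here the 0.442 of VFPPC_02227 and VFPPC_01957 was above the paper's limit of 0.2, and also above its cutoff for a weak correlation. The -0.267 of the other pair was below both.

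**Figure D4:**
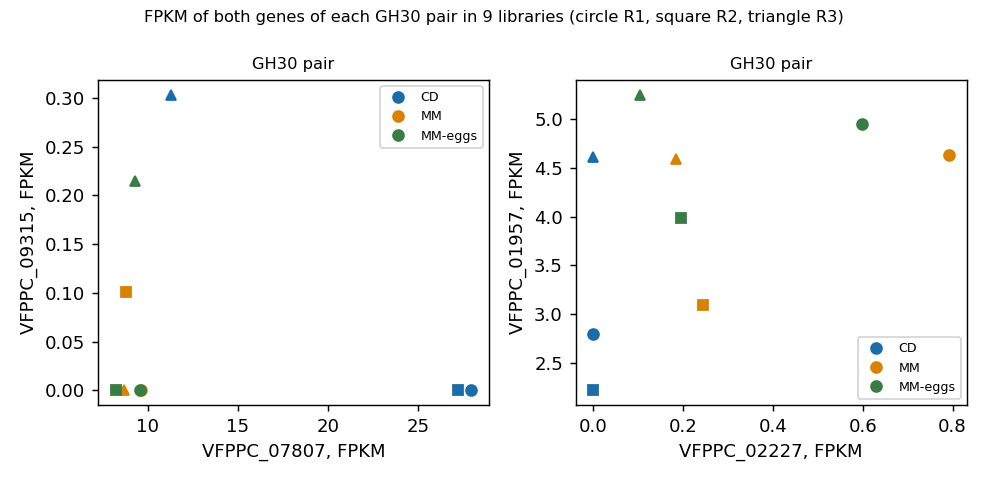
FPKM of both genes of each GH30 pair in the 9 libraries, 1 point per library, with linear axes. Colors mark the medium, circles R1, squares R2 and triangles R3. VFPPC_09315 lies at 0 in 6 libraries and VFPPC_02227 in 3.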

We compare the protein sequences of the GH30 gene pairs and find low sequence identity in the aa alignments between the two pairs of genes, and their domains belong to different Pfam families (PF02055 for VFPPC_07807 and PF14587 for VFPPC_02227) (Supplementary Figure S8). These results indicate that the gene pairs are for two different proteins belonging to the GH30 family.

We searched for homologs of the protein sequences encoded by the two gene pairs in gene sets from 37 fungal genomes (including 34 in Hypocreales) (Supplementary Table S9), and found homologous sequences in plant pathogens (*Fusarium oxysporum* and *Claviceps purpurea*), nematode pathogens (*P. lilacinum* and *H. minnesotensis*), insect-parasitic fungi (*Torrubiella hemipterigena* and *Tolypocladium inflatum*), and endophytic and mycoparasitic fungi (*Trichoderma* spp. and *Tolypocladium ophioglossoides*) (Supplementary Figure S8D). To our surprise, we did not find a homolog in the majority of the insect pathogens in Hypocreales, including the most closely related species (*Metarhizium* spp.)^12,46,47^. To confirm this result, we align the protein sequences of the two gene pairs against the NCBI nr database, which contains genomic data for multiple strains of *Metarhizium* and *Beauveria*, and again find no homologous sequences in any of these strains. However, homologs are found in nematode-trapping fungi (*Monacrosporium haptotylum* and *A. oligospora*). In total, 48 GH30 genes are found in Hypocreales fungi. Phylogenetic analysis of these homologs (including the two nematode-trapping fungi) shows that all GH30 proteins are clustered in three groups with more than 99% bootstrap support (Fig. 5A). The first group (c-1) is comprised of plant-parasitic, endophytic, and mycoparasitic fungi (*Trichoderma* spp., *Fusarium* spp., and *C. purpurea*), and the two nematode-trapping fungi (*M. haptotylum* and *A. oligospora*). The two duplicated gene pairs of *P. chlamydosporia* are separately attributed to the other two groups (c-2 and c-3). The VFPPC_01957-VFPPC_02227 pair clusters with different lifestyle fungi (c-3), including plant parasites (*F. oxysporum* and *C. purpurea*), the nematode egg parasite *P. lilacinum*, the insect parasite *T. hemipterigena*, endophytic and mycoparasitic fungi (*Trichoderma* spp.), and the nematode-trapping fungus *M. haptotylum*. Only one gene is found in each fungal genome, except in the genome of the fungus *P. chlamydosporia*. The VFPPC_07807-VFPPC_09315 pair clusters with nematode pathogens (*P. lilacinum* and *H. minnesotensis*), insect pathogens (*T. hemipterigena* and *T. inflatum*), and endoparasites and mycoparasites (*Trichoderma* spp. and *T. ophioglossoides*). Interestingly, this gene is also duplicated in *Trichoderma* fungi.

**Figure 5:**
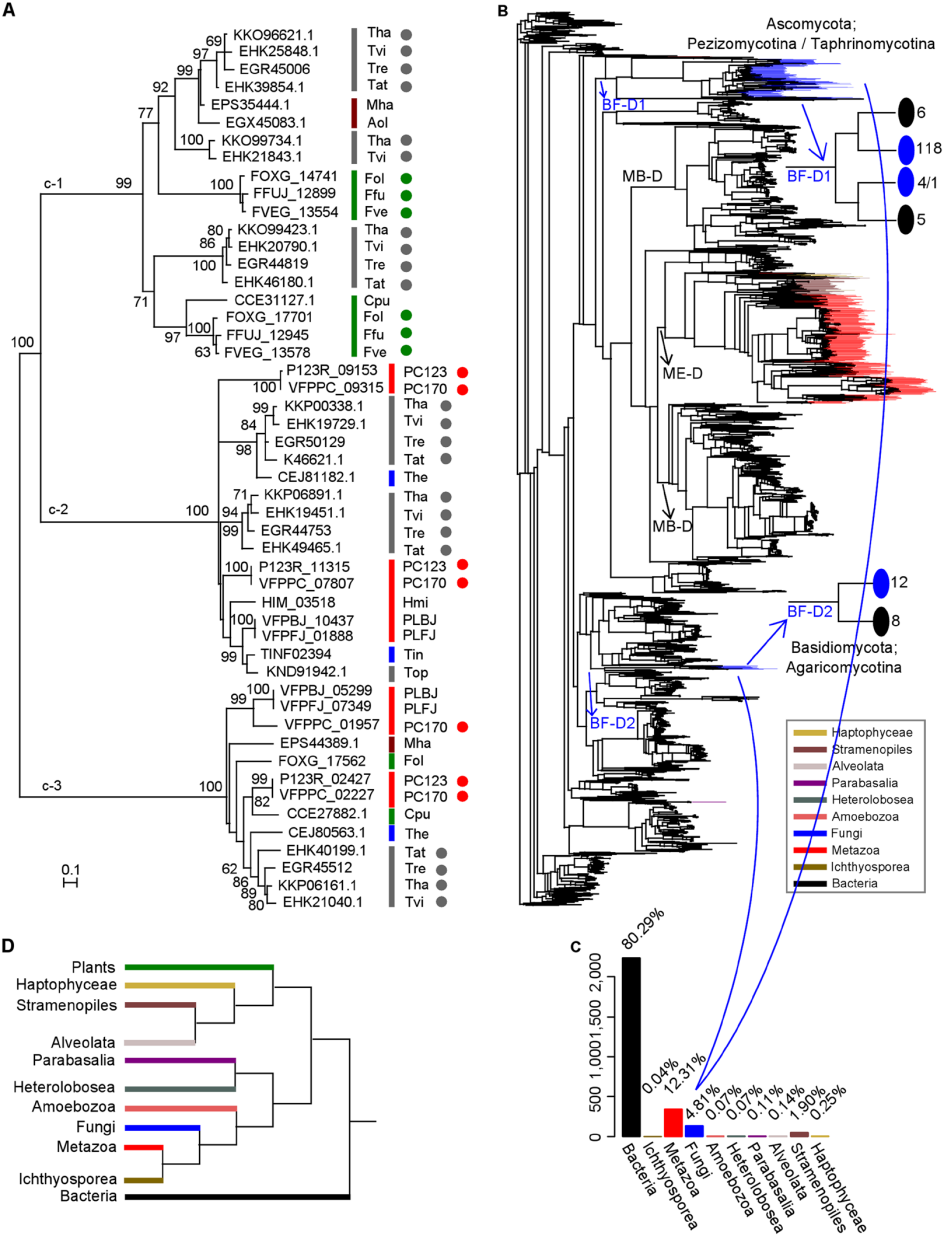
Detection of horizontal gene transfer (HGT) events for GH30 genes in fungi. (**A**) The Maximum likelihood phylogeny of 50 genes (bootstrap 1000) based on GH30 domain sequences annotated by Pfam PF14587 or PF02055 family. The best model of WAG + I + G + F was identified by ProtTest analysis. The first group (c-1) is comprised of plant-parasitic, endophytic, and mycoparasitic fungi (*Trichoderma* spp., *Fusarium* spp., and *C. purpurea*), and the two nematode-trapping fungi (*M. haptotylum* and *A. oligospora*). The two duplicated gene pairs of *P. chlamydosporia* are separately attributed to the other two groups (c-2 and c-3). The VFPPC_01957-VFPPC_02227 pair clusters with different lifestyle fungi (c-3), including plant parasites (*F. oxysporum* and *C. purpurea*), the nematode egg parasite *P. lilacinum*, the insect parasite *T. hemipterigena*, endophytic and mycoparasitic fungi (*Trichoderma* spp.), and the nematode-trapping fungus *M. haptotylum*. The VFPPC_07807-VFPPC_09315 pair clusters with nematode pathogens (*P. lilacinum* and *H. minnesotensis*), insect pathogens (*T. hemipterigena* and *T. inflatum*), and endoparasites and mycoparasites (*Trichoderma* spp. and *T. ophioglossoides*). (**B**) The phylogeny of 2,786 VFPPC_07807 homologous genes. The two clades (BF-D1 and BF-D2) contain Ascomycota and Basidiomycota genes, respectively. In BF-D1, 118 fungal genes are clustered with six bacteria genes, and another sub-clade contains four fungal genes and one bacteria gene. (**C**) Distribution of 2,786 genes, including 2,237 (80.29%) bacteria genes. (**D**) Phylogenetic topology of eukaryotes and bacteria. The topology is inferred from the global tree in study by Burki^88^ and topologies provided by Tree of Life Web Project (http://tolweb.org/tree/phylogeny.html).

To further explore the origin and evolution of the two duplicated gene pairs of the GH30 family, we deposited the aa sequences of the two PC170 genes (VFPPC_07807 and VEFFC_02227) in the NCBI nr database (E-value threshold of 1e-5) for alignment analysis. For VFPPC_07807-VFPPC_09315 pair, 2,786 PF02055 domains are selected for phylogenetic analysis (Fig. 5B,C; Supplementary Table S16). The phylogenetic topology reveals that all eukaryotic domain branches are surrounded by prokaryotic domain branches (Fig. 5B). All fungal domains cluster into 3 clades, with 118 (Ascomycota), 4 (Ascomycota) (Supplementary Figure S9), and 12 (Basidiomycota) domains, and they are separated by bacterial clades (Fig. 5B). Fungi in Ascomycota and Basidiomycota are separately clustered to form two large groups (BF-D1 and BF-D2), indicating their disparate origins. In the Ascomycota group (BF-D1), all Ascomycota fungi (except four from three classes) gather to form a monophyletic group, then gather with a clade of bacteria mainly comprising the actinomycetes (Actinobacteria) (five of six), indicating a close relationship between the GH30 genes in Ascomycota fungi and in Actinomycetales bacteria. These Ascomycota fungi are divided into four subgroups (Supplementary Figure S9), and each group includes fungi belonging to different Classes and Orders. The phylogenetic relationship of the GH30 genes could not reflect the lineages of the fungal species. The two duplicated genes (VFPPC_07807 and VFPPC_09315) in *P. chlamydosporia* are clustered into a clade with some Hypocreales fungi, with VFPPC_07807 (accession number: OAQ66228) clustering close to endophytic *Trichoderma* spp. and VFPPC_09315 (accession number: OAQ61486) clustering close to nematode pathogens (*H. minnesotensis*) (Supplementary Figure S9). Moreover, the other four Ascomycota fungi cluster to a clade with other bacteria, but closest to a bacterium in Actinomycetales (*Actinospica robiniae*). Most of the eukaryotic domains cluster to a clade that is parallel with the bacterial clade (MB-D) (Fig. 5B).

For the VEFFC_02227-VFPPC_01957 gene pair, 689 homologs with a PF14587 domain are used to construct a phylogenetic tree (Supplementary Figure S10; Supplementary Table S17). All fungal sequences gather in a large cluster, embraced by bacterial branches, indicating that they are also acquired from bacteria. Within the fungal cluster, complex relationships are observed among the fungi, making it difficult to display the lineages of species. The two duplicated genes (VEFFC_02227 and VFPPC_01957) are clustered in clades with distant relationships to fungi, indicating that this duplication event may have happened early, followed by convergent evolution after neofunctionalization.

## Discussion

Whole-genome sequences are the fundamental data source for gene identification and functional annotation, as well as comparative analysis. More than 1,900 fungal genomes have been reported (https://www.ncbi.nlm.nih.gov/genome/browse/; 2016-10-30), but most of them contain hundreds or thousands of fragment sequences and lack chromosome information. Recently, the complete genomes of two fungi are obtained by hybrid assembly methods based on Illumina high-throughput sequencing, SMRT sequencing, and optical mapping data^22,23^. Data generated by SMRT sequencing technology enable the resolution of complex regions, including repetitive DNA and insertions, in diploid species^48^. In addition to the development of assembly algorithms, the technology makes it possible to address the difficulties in diploid or polyploid genome assembly, enabling high-quality genome sequences to be acquired^49^. In this study, we assemble the chromosome sequences of the haploid fungus PC170 (44.2 Mb) using a low-cost and efficient method based on three libraries of Illumina sequencing reads (~210×) and SMRT sequencing reads (~32×) (Supplementary Table S1), but without optical mapping data, distinguishing it from previous studies^22,23^. Seven chromosome sequences are obtained, which included 84% of predicted genes. We suggest that this method may be applicable for the assembly of other fungal chromosomes.

Compared with the published genome of PC123^12^, we find the proportion of TEs in PC170 notably higher (7.19% in PC170 vs. 0.46% in PC123)^12^. We then reannotate TEs in PC123 genome with the same method and acquire TEs with 1.2% of genome sequences (Supplementary Table S6). We suggest that the differences of TEs between the two genomes mainly originated from different sequencing and assembly methods. The new methods can provide genomic regions that are previously not assembled or poorly assembled, including regions that are populated by repetitive sequences, such as transposons^22^. For the same reason, only 84.60% of the PC123 genome sequence could be mapped to 80.37% of the PC170 genome sequence by syntenic analysis, but, the identity of the sequences is more than 96.45%, indicating a high level of sequence similarity and conserved synteny between the two biotype genomes (Supplementary Figure S4). However, the authentic differences existing between the two biotypes are detected. We compared proteases predicted in the PC170 and PC123 genomes, including 525 and 514 genes, respectively (Supplementary Table S10). Their differences are mainly in the S08A (31 vs. 25), S09X (63 vs. 68), S10 (14 vs. 16), M43B (18 vs. 14), C14B (3 vs. 6), and I09 (5 vs. 2) families. The subtilisin (S08A) and carboxypeptidase (S10) enzymes may be involved in host recognition and pathogenicity, like the well-known VCP1 and SCP1, which are related to nematode egg penetration^14,15,17^. An overexpression of VCP1 and SCP1 under stress increases fungal capabilities to parasitize nematode eggs^17^. Metacaspase Yca1 (C14B) in *Saccharomyces cerevisiae* contributes to the fitness and adaptability of growing yeast through an aggregate remodeling activity^50^. Other peptidases, such as serine peptidase (S09) and pappalysin-1 (M43B), as well as peptidase B inhibitor-containing inhibitors (I09) of subtilisin serine peptidases, may be related to the growth and development of the fungus. We also find fewer chitinases in the PC170 genome (18 genes) than in the PC123 genome (23 genes). Chitinases belonging to the GH18 family catalyze the hydrolysis of beta-1,4-linkages in chitins, which are the main components of invertebrate exoskeletons, nematode eggshells, and fungal cell walls^51,52^. The known biological functions of fungal chitinases include the decomposition of exogenous chitin and the degradation and remodeling of fungal cell walls^51,52^. The differential and abundant proteases and chitinases in *P. chlamydosporia* genome may contribute to adaptation to a broad array of hosts and environments, as well as pathogenicity. Therefore, we speculate that the divergences between the two biotype genomes might reflect the evolution of *P. chlamydosporia* for long-term adaptation to diverse hosts and environments. Moreover, except the well-known pathogenicity-related genes (VCP1, SCP1, and PCCHI44), some new pathogenic factors are predicted in the fungal genome in this paper, given that they share similar functional domains with the three well-known pathogenic proteins, could be annotated by PHI database and are putative secreted proteins, such as VFPPC_01485 and VFPPC_08113, which are close to SCP1 (VFPPC_03099), and so on. VFPPC_09626 contains a pathogen effector domain (PF14856) and a LysM module (Fig. 3F), suggesting that it is related to the fungal pathogenicity.

Genetic reprogramming, which reflects the adaptive processes resulting from fungus–host interactions, has been observed in nematode- and insect-parasitic species. The fungus *P. chlamydosporia* has multitrophic lifestyles. Previous studies on *P. chlamydosporia* showed that gene expression profiles changed under different nutritional conditions^11^ and thousands of gene expressed at endophytic phase^12^. In our study, we compared transcriptomes of PC170 at three different trophic status, CD (nutrient-rich medium), which is predicted to repress fungal parasitism, MM (nutrient-poor liquid medium), which is predicted to enable de-repression of genes associated with parasitism, and MM-eggs (host inducing)^11^. We focused on the two major patterns of gene expression, CD < MM < MM-eggs and CD > MM < MM-eggs. We identified 34 genes encoding secreted proteins that display the first pattern, and half of them are proteases (mainly serine peptidases and mellopeptidases) and CAZymes. Some pathogenic factors are involved, such as VCP1 and PHI-annotated proteases. We guess these genes would contribute to lifestyle switching from saprophytism to parasitism. We also identified 54 genes encoding secreted proteins displaying the second expression pattern, which including more CAZymes and less proteases compared to the first pattern. 

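Both patterns combine a first step, between CD and MM, with a second, between MM and MM-eggs. Of the 1444 genes with MM at least 2 times CD in R1, R2 and R3, MM-eggs was above MM in each replicate for 146 (10.1%) and below it for 391 (27.1%). Of the 1008 genes with CD at least 2 times MM, MM-eggs was above MM in each replicate for 374 (37.1%) and below it for 84 (8.33%). Both steps share the MM libraries. In 100 simulations over the expressed genes, with MM and MM-eggs drawn around the same level and each gene drawn on its own, the mean count was 142 for CD < MM < MM-eggs, 251 for CD < MM > MM-eggs, 146 for CD > MM < MM-eggs and 83.3 for CD > MM > MM-eggs. Over all 12596 expressed genes MM-eggs was above MM in each replicate for 16.9% and below it for 15.4%. The paper starts from the prediction that CD represses fungal parasitism, that MM de-represses genes associated with it, and that MM-eggs induces it. For its genes of secreted proteins with CD < MM < MM-eggs, the paper only guesses at a contribution to the switch from saprophytism to parasitism. These genes include VCP1 and proteases annotated in the PHI database.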

We found that most of gene families involved in the two patterns are different. Some genes perhaps are functionally important, such as CFEM domain-containing protein, which can influence pathogenic fungal adhesion by enabling recognition of and adherence to a host^53^; SUN protein (GH132), which is involved in the fungal morphogenetic processes of cell wall biogenesis and septation^54^, may contribute to fungal growth and adaptation to the environment; and WSC domain-containing protein, which is required for the maintenance of cell wall integrity and for stress responses^55^. We also compared these genes involved in nutritional transitions in PC170 with those involved in endophytic phase in PC123^12^, and found that some secreted proteins may be involved in multiple lifestyle transitions, including peptidases (such as serine peptidases: S08A, S09X, S10, S53; metalloproteinase: M20A, M36, M28; and aspartic endopeptidase: A01A), CAZymes (such as glycoside hydrolases: GH16, GH17, GH25, GH72; glycosyltransferase: GT31; acetyl xylanesterase: CE5; and glyoxal oxidase: AA5), and some others (such as heat shock protein: Hsp70, CFEM domain-containing protein, WSC domain-containing protein, FAD binding domain-containing protein). These genes encoded by *P. chlamydosporia* may contribute to its ecological niche as a multiple lifestyle fungus. Moreover, to explore the relationships of TEs with the genes related to pathogenesis in *P. chlamydosporia*, we examined the TE expressions at the whole-genome level (Supplementary Figure S11) based on alignments of RNA-Seq data under three nutrient conditions (including three replicates). We identified 13 TE clusters with different expression levels between CD and MM/MM-eggs nutrient conditions. Meanwhile, we checked the distribution of protein-coding genes within the range of 5000 bp flanking sequences of these TEs. We found that eight secreted proteins (each of GH5, GH76, S08A, S33, neutral/alkaline non-lysosomal ceramidase, calcineurin-like phosphoesterase, FAD binding protein, and hypothetical protein) and five PHI database annotated genes (each of S08A, ABC transporter, autophagy protein, E1-E2 ATPase, and MAD3/BUB1 homology region gene) are involved in these regions, however, few co-expression relationships are observed between TEs and physically clustered genes obviously (Supplementary Table S18). Therefore, based on our current results, it is difficult to presume the relationship of TEs with the genes related to pathogenesis in *P. chlamydosporia*.

Gene duplication, HGT, novel function acquisition, and positive selection are important mechanisms that shape genetic origin and evolution. In the *P. chlamydosporia* genome, we identify 248 duplicated gene pairs; of those, 71 pairs encode secreted proteins, including cellulase (GH5), GH30 proteins, and copper/zinc superoxide dismutase (Supplementary Table S15), which may be important for the parasitism and adaptation of the fungus. Of them, two duplicated gene pairs encoding secreted GH30 O-glycosyl hydrolases are found; however, they are absent in the great majority of Hypocreales fungi, but their homologs are found in the nematode pathogens (*P. lilacinum* and *H. minnesotensis*) and the endophytic and mycoparasitic fungi (*Trichoderma* spp.). Phylogenetic analysis shows that these genes in Ascomycota fungi might originate from bacteria by HGT (Fig. 5B; Supplementary Figure S10; Supplementary Table S16,S17). GH30 was reported to be related to plant cell wall degradation^43,56^ and GH30 gene was expressed in barley root colonization in PC123^12^. We suppose these GH30 proteins in *P. chlamydosporia* might be related to the fungal endophytic lifestyle. Moreover, we identify 32 genes under positive selection by comparing the genomes of PC170 and PC123 (Supplementary Table S14). Although most of those genes are of unknown function, we believe that these positively selected genes are important for the parasitism and adaptation of the fungus *P. chlamydosporia* based on the functions of 10 annotated genes, such as CAS1 appressorium specific protein, which may be related to host infection. The chitosanase (GH75) may play an important role in regulating the multitrophic lifestyles of *P. chlamydosporia*, as it could be involved in chitin metabolism, which is required for endophytic and saprophytic lifestyles, and it is expressed during nematode egg infection^17^. Genes homologous to VFPPC_00045 (the cysteine-rich secretory protein family) are found in *Metarhizium* spp. (such as MAC_00975 in *M. acridum*)^29,32^ and the plant pathogen *U. virens* (NCBI Accession: KDB15609)^35^. Genes that are previously reported to belong to the cysteine-rich secretory protein family are found to be associated with host adaptation or specialization^57^. FAD-binding protein is reportedly involved in fungal growth^44^. Positive selection in fungi may result in high variability and adaptability of the organisms during evolution.

## Materials and Methods

### Fungal strain

PC170 was originally isolated from the eggs of root-knot nematode *M. incognita*. It had been deposited into the China General Microbiological Culture Collection Center (CGMCC, number 8860)^46^. Previously, the biotypes of *P. chlamydosporia* were identified by molecular methods^18–20^ and *in vitro* assays that were also confirm by the detection of VCP1 gene sequences^21^. The variant sites of amino acid (aa) sequences of the VCP1 genes (subtilisins)^18^ include two characteristic sites 171 and 208 (“E” and “G” in VCP1 of root-knot nematode isolates, and “Q” and “A” in VCP1 of cyst nematode isolates). For PC170, its infection ability to *M. incognita* eggs had been previously tested^36^ and its previously sequenced (by PCR technology) beta-tubulin sequences (the same sequences of VFPPC_01610 gene in the assembled genome, from 953 bp to 1188 bp) are the most similar to the deposited AJ012713 sequences in NCBI collected data, which was from the *P. chlamydosporia* strain Vc10 isolated from *M. incognita* eggs in UK^58^.

### Genome sequence assembly

We assembled the chromosome sequences of PC170 in five steps. Step 1: We obtained a draft genome sequence of 184 scaffolds (631 contigs) using Allpaths-LG based on three libraries of Illumina HiSeq 2000 sequencing reads by BGI-Shenzhen (China)^59^. Step 2: For four SMRT cells of PacBio RS long reads (Supplementary Table S1), we performed error correction analysis using LoRDEC^60^, and these corrected reads were used for the following analyses. We used SSPACE-LongRead^61^ to build scaffolds for Allpaths-LG-assembled contigs. The conflicting scaffolds between Allpaths-LG and SSPACE-LongRead methods were resolved (Supplementary Figure 1), which yielded 114 scaffolds. Step 3: The corrected RS long reads were *de novo* assembled using Canu^49^ and the assembled sequences were improved by Pilon^62^. These sequences showed high synteny compared to the Step 2 results (Supplementary Figure 2) and were split into units of 100 kb, which were used to further improve the Step 2 assembly using Jelly^63^, yielding 103 scaffolds. Step 4: We used used Tablet^64^, a graphical viewer for Illumina read alignments, to manually correct the assembled sequences (Supplementary Figure 3A). Seventy scaffolds were obtained, and these sequences showed high syntenic blocks against sequences from Step 2 results (Supplementary Figure 3B), but improved the sequence assembly. Step 5: A comparison analysis of the sequences from the Step 4 results and the Canu assembly indicated that 35 scaffolds could be further improved (Supplementary Figure 4). Finally, we obtained 49 scaffolds for PC170 containing 7.85% repeat sequences and 14,204 predicted protein-coding genes (Table 1; Supplementary Information). Then, we detected 11 centromere proteins by Pfam annotation and homology-based methods via searching the sequences against reported centromeres in other filamentous fungi^24^ (Fig. 1A; Supplementary Table S2). In addition, we identified telomere sequences at the ends of 10 scaffolds by BLASTN alignment against *Neurospora crassa* VR telomere sequences (NCBI accession: M37064.1; Fig. 1A; Supplementary Table S3)^25^. Our analysis with Tandem Repeats Finder^27^ revealed TTAGGG repeats at the ends of eight scaffolds (Supplementary Table S4). In the end, we hypothesized that our assembly method obtained seven chromosome sequences (PCv3seq00001–00007; Fig. 1A; details in Supplementary Information) and drew the genomic map using Circos^65^.

### Detection and annotation of secretomes

We identified secreted proteins as described previously^33,66^, by detecting proteins with signal peptide sequences but without transmembrane spans. The signal peptides were determined by SignalP, version 4.0^67^; TargetP, version 1.1^68^; Phobius, version 101^69^; and Predisi algorithms^70^, and transmembrane spans were identified by SignalP, Phobius, and TMHMM, version 2.0c^71^. We found 1,750 (12.32%) genes in PC170 that contained signal peptides (supported by at least two algorithms) and no transmembrane sequences (supported by at least one algorithm). With the same method, we identified 1,530 secreted proteins in PC123 gene sets, although Larriba *et al*. predicted 2,485 secreted proteins with the same gene sets using a single SignalP algorithm^12^. Moreover, we performed the EuKaryotic Orthologous Groups (KOG)^72^ and Pathogen-Host Interactions (PHI) database^73^ annotation analyses for secretomes using BLASTP with an E-value cut-off of 1e-5 and 1e-50, respectively. Some secreted proteins were annotated as CAZymes or proteases, which was confirmed by uploading protein sequences to three web servers for annotation, including CAT^74^ and dbCAN^75^ for CAZymes annotation, and MEROPS^76^ for protease annotation. Genes in other species (Supplementary Table S9) were analyzed using the same methods for comparative analyses.

To investigate gene duplication in *P. chlamydosporia*, we employ the orthogroup inference method and the bidirectional best hit method^77,78^ based on gene sequences from seven fungal species (Supplementary Information), which indicates orthologs and paralogs information for genes from whole-genome sequences. Following the methods of gene duplication discovery in the previous study^45^, we manually confirm the paralogous genes in PC170 and identify 248 duplicated gene pairs.

### Phylogenetic analysis

To perform phylogenetic analyses for the aa sequences of genes in the protease S10 and S08A families, and the CAZymes GH18 family, we obtained their domain sequences (Peptidase_S10: Serine carboxypeptidase; Peptidase_S8: Subtilase; Glyco_hydro_18: GH18) from the Pfam database, and performed sequence alignment using MUSCLE, version 3.8.31^79^; we also investigated the best phylogenetic models (WAG + I + G for S10 and S08A genes; WAG + I + G + F for GH18 genes) using ProtTest, version 3.4 (Supplementary Information)^80^. Finally, we built the maximum-likelihood trees for these genes using Mega, version 6.06^81^ and PhyML, version 3.1^82^, with a bootstrap value of 1000.

To analyze the phylogenetic relationships in the GH30 protein family, we deposited the aa sequence from the PC170 gene (VFPPC_07807) in the NCBI nr database (E-value threshold of 1e-5) for alignment analysis, and found 3,753 homologous sequences, including 2,534 (67.52%) genes from bacteria, 1,210 (32.24%) genes from eukaryotes, and 9 genes (0.24%) collected in the Protein Data Bank. Their length distribution ranged from 90 to 2,713 aa, with the majority at 437 to 542 aa (2,679, 71.38%) (Supplementary Figure S7B). Most of the sequences (3,747 of 3,753) encode PF02055 domains (GH30 family) ranging from 47 to 592 aa, with seven gene sequences from Metazoa encoding two domains each and one gene sequence from Metazoa encoding three domains. To avoid the presence of too many gaps for alignment, we used 2,786 GH30 domain (Pfam accession: PF02055) sequences (from 360 to 480 aa) to build phylogeny, including 2,237 (80.29%) from bacteria, 549 (19.70%) from eukaryotes, and 2 domains from 1 protein (KNC29753.1) of *Lucilia cuprina* (Metazoa) (Fig. 5B,C; Supplementary Table S16). We also deposited the aa sequence of the PC170 gene (VFPPC_01957) in the NCBI nr database (E-value threshold of 1e-5) for alignment analysis, and found 1,651 homologous sequences, including 1,307 (79.16%) genes from bacteria and 344 (20.84%) genes from eukaryotes. Their lengths ranged from 90 to 2,924 aa, with the majority from 430 to 528 aa (944, 57.18%) (Supplementary Figure S7C). Most of the sequences (933) encoded PF14587 domains (GH30) with lengths ranging from 84 to 391 aa. To avoid the presence of too many gaps for alignment, we used 689 GH30 domain (Pfam accession: PF14587) sequences ranging from 180 to 260 aa to build phylogeny, including 562 (81.57%) from bacteria and 127 (18.43%) from eukaryotes (Supplementary Figure S10; Supplementary Table S17). Sequence alignments were performed by MUSCLE. As building a large phylogeny for thousands of genes is challenging, we used FastTree, version 2.1.9^83^, with the JTT model to analyze the data.

### Discovery of positively selected genes

For each pair of orthologous genes in PC123 and PC170, we investigated the positive selection signal (dN/dS > 1) using CODEML (with M0 model) implemented in PAML, version 4.8^84^. For the 32 positively selected secreted genes, we then performed DnaSP, version 5.10.1^85^ and KaKs_Calculator 2.0^86^ to calculate the dN/dS values, and these results supported the CODEML calculations.

### Transcriptome preparation and analysis

The PC170 strain was grown on potato dextrose agar. The mycelia were harvested and prepared for transcriptome sequencing treatments, with three biological replicates for each group: nutrient-rich CD (30 g⋅l^−1^ sucrose, 3 g⋅l^−1^ NaNO_3_, 0.5 g⋅l^−1^ MgSO_4_, 0.5 g⋅l^−1^ KCl, 1.0 g⋅l^−1^ K_2_HPO_4_, and 0.01 g⋅l^−1^ FeSO_4_), which was predicted to repress parasitism; nutrient-poor liquid MM (1 mg⋅l^−1^ sucrose, 14 mg⋅l^−1^ NaNO_3_, 0.25 g⋅l^−1^ MgSO_4_, 0.25 g⋅l^−1^ KCl, 0.5 g⋅l^−1^ K_2_HPO_4_, and 0.06 g⋅l^−1^ FeSO_4_), which was predicted to de-repress genes associated with parasitism; and MM-egg, which was prepared to induce parasitism, as described in a previous study^11^. RNA isolation was carried out using the RNeasy Plant Mini Kit (Qiagen), according to the manufacturer’s instructions. The total RNA was sequenced using Illumina HiSeq 2000 at Berry Genomics (Beijing, China). The values for the expressed fragments per kilobase of transcript per million mapped fragments of genes were obtained by performing analysis referring from reported workflow (details in Supplementary Information)^87^. The gene expression was also validated by RT-qPCR. The details and primer sequences were shown in Supplementary Information and Supplementary Table S19, respectively.

### Accession numbers

The genome sequences have been deposited at DDBJ/ENA/GenBank under the accession LSBJ00000000. The version described in this paper is version LSBJ02000000. And the RNA-Seq data has been deposited at NCBI GEO under the accession GSE97767.

## Electronic supplementary material

Supplementary Information

Supplementary Tables

# Supplementary material for: Genome and secretome analysis of Pochonia chlamydosporia provide new insight into egg-parasitic mechanisms
**Source:** Sci Rep. 2018 Jan 18;8:1123. doi: 10.1038/s41598-018-19169-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Genome and secretome analysis of *Pochonia chlamydosporia* provide new insight into egg-parasitic mechanisms**

Runmao Lin<sup>1,2,\*</sup>, Feifei Qin<sup>1,2,\*</sup>, Baoming Shen<sup>2,\*</sup>, Qianqian Shi<sup>2</sup>, Chichuan Liu<sup>2</sup>, Xi Zhang<sup>1,2</sup>, Yang Jiao<sup>2</sup>, Jun Lu<sup>1</sup>, Yaoyao Gao<sup>1</sup>, Marta Suarez-Fernandez<sup>3</sup>, Federico Lopez-Moya<sup>3</sup>, Luis Vicente Lopez-Llorca<sup>3</sup>, Gang Wang<sup>2</sup>, Zhenchuan Mao<sup>2</sup>, Jian Ling<sup>2</sup>, Yuhong Yang<sup>2</sup>, Xinyue Cheng<sup>1,4</sup> & Bingyan Xie<sup>2,5</sup>

## Supplementary Figures

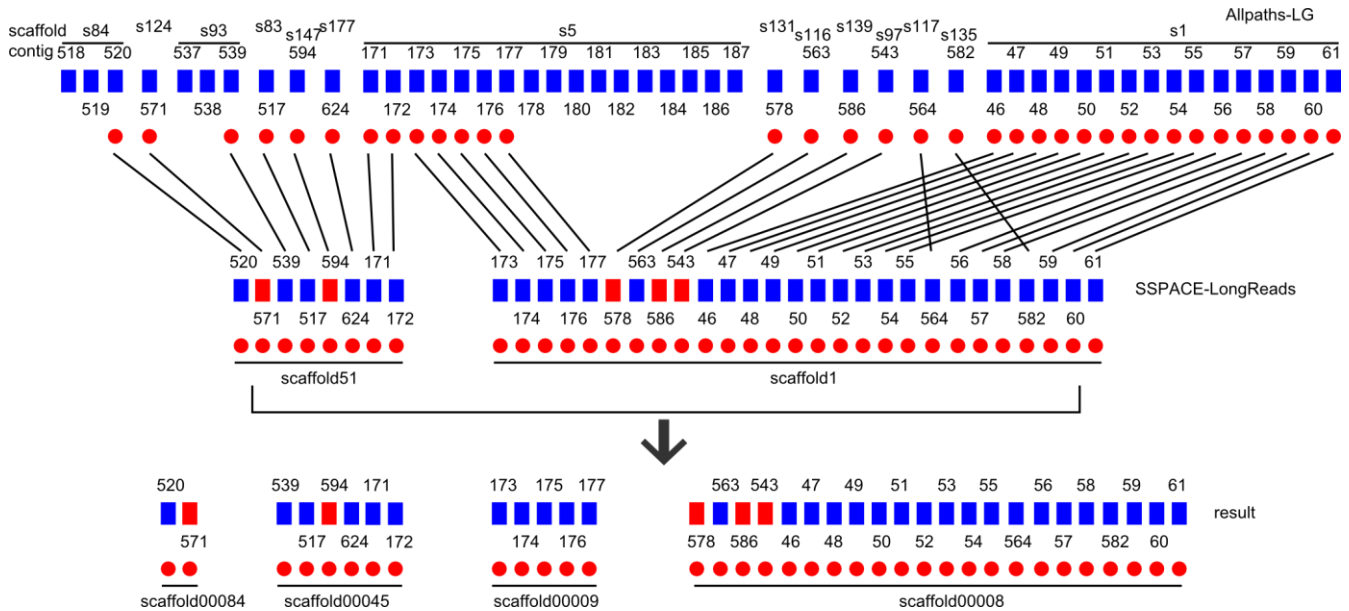

**Supplementary Figure S1. Example of manually improved conflicts between Allpaths-LG and SSPACE-LongReads assemblies.** contig520 (in scaffold s84) and contig571 (scaffold s124) in Allpaths-LG assembly could be joined to scaffold51 in SSPACE-LongReads assembly. But a conflict between two assemblies showed that three contigs (contig537, contig538 and contig539) were built as one scaffold (s93) in Allpaths-LG assembly, and contig571 and contig539 were built as one scaffold (scaffold51) in SSPACE-LongReads assembly. We manually broke the scaffold51 into two scaffolds (scaffold00084 and scaffold00045), one (scaffold00084) contained contig520 and contig571, and another (scaffold00045) contained contig539 and other contigs. Red and blue rectangles indicated “-” and “+” DNA strands, respectively.

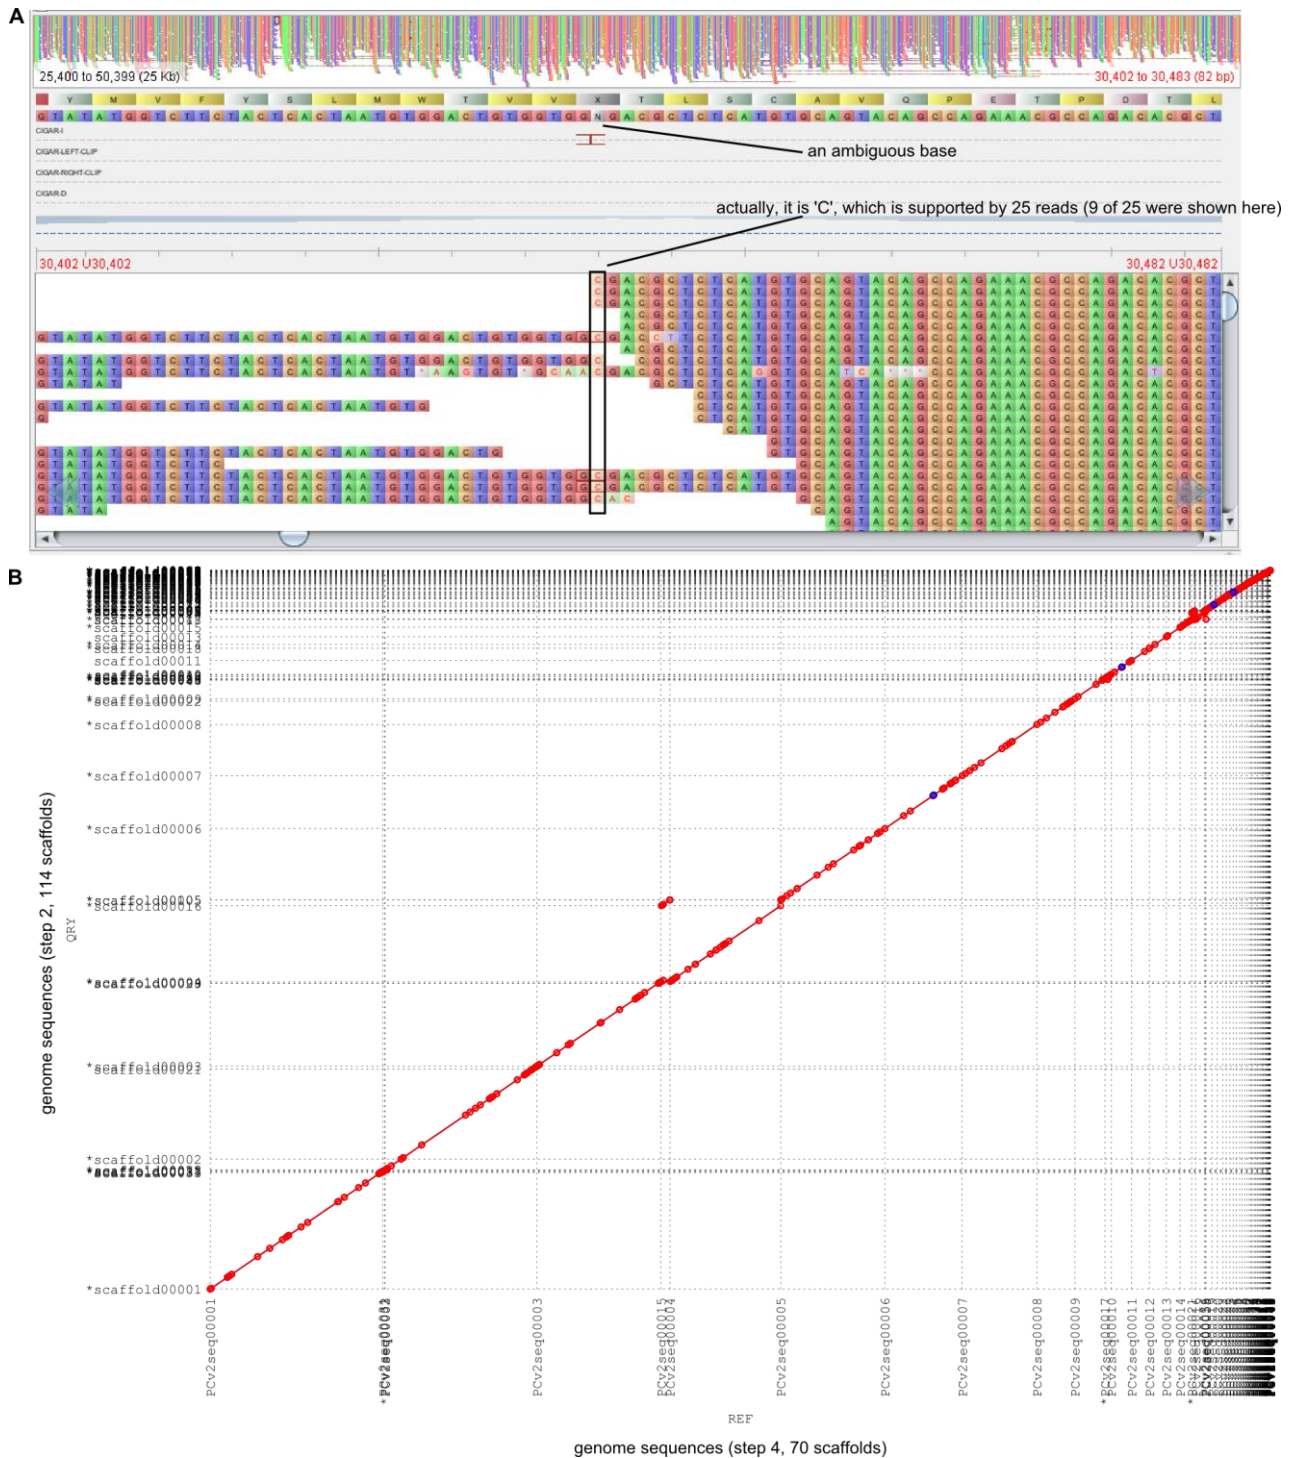

**Supplementary Figure S2. Manually improved assembled sequences by Tablet viewer (A) and synteny between step 2 assembled sequences (114 scaffolds) and step 4 assembled results (70 scaffolds) (B).** We aligned reads to assembled sequences using BWA software. As shown in (A), the previously assembled “N” in scaffold sequences is actually “C” by the view of reads alignments.

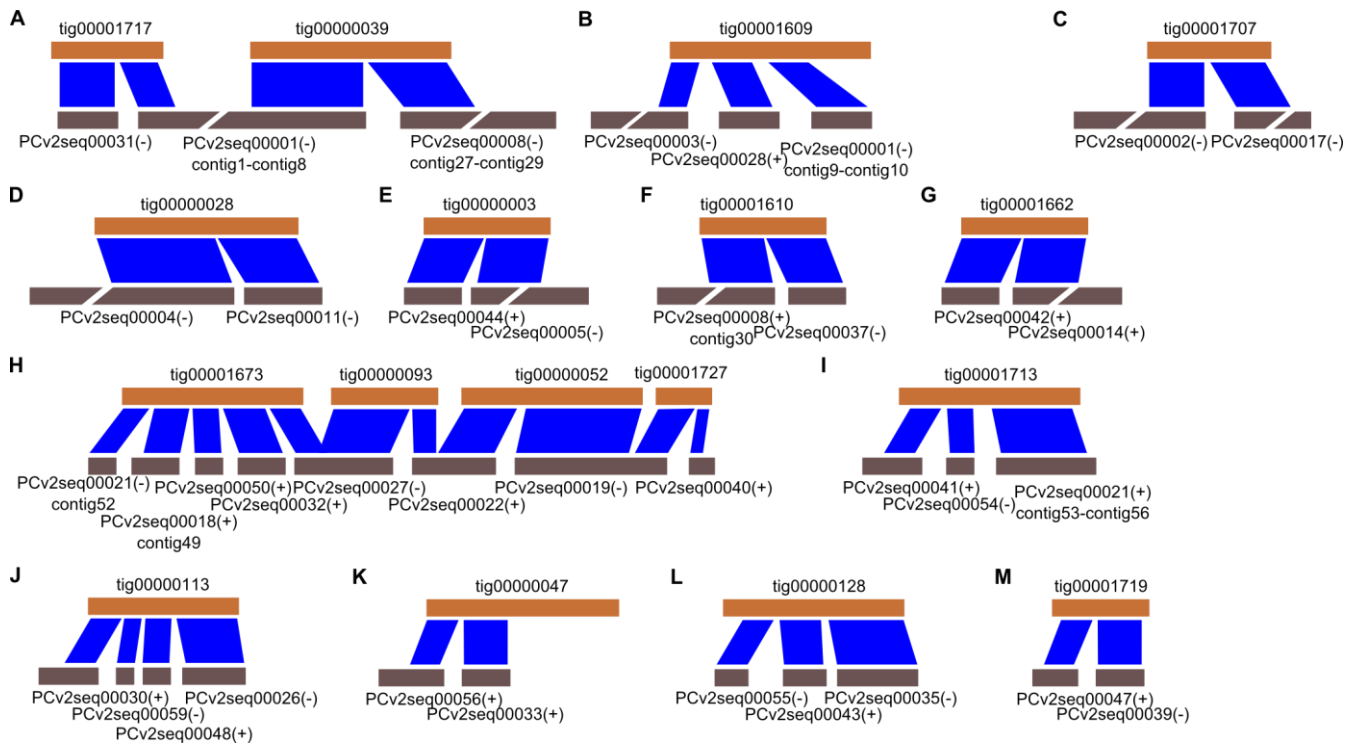

**Supplementary Figure S3. Comparison between step4 assembly sequences and Canu assembly.** A total of 35 scaffolds in step 4 assembly results could be further improved, such as: in (A), PCv2seq00031 (one scaffold), eight contigs (contig1–contig8 of scaffold PCv2seq00001), and three contigs (contig27–contig29 of PCv2seq00008) in step4 assembly results could be built as one super scaffold, which was supported by Canu assembled scaffolds (tig00001717 and tig00000039). “+” and “-” means forward and reverse DNA strands.

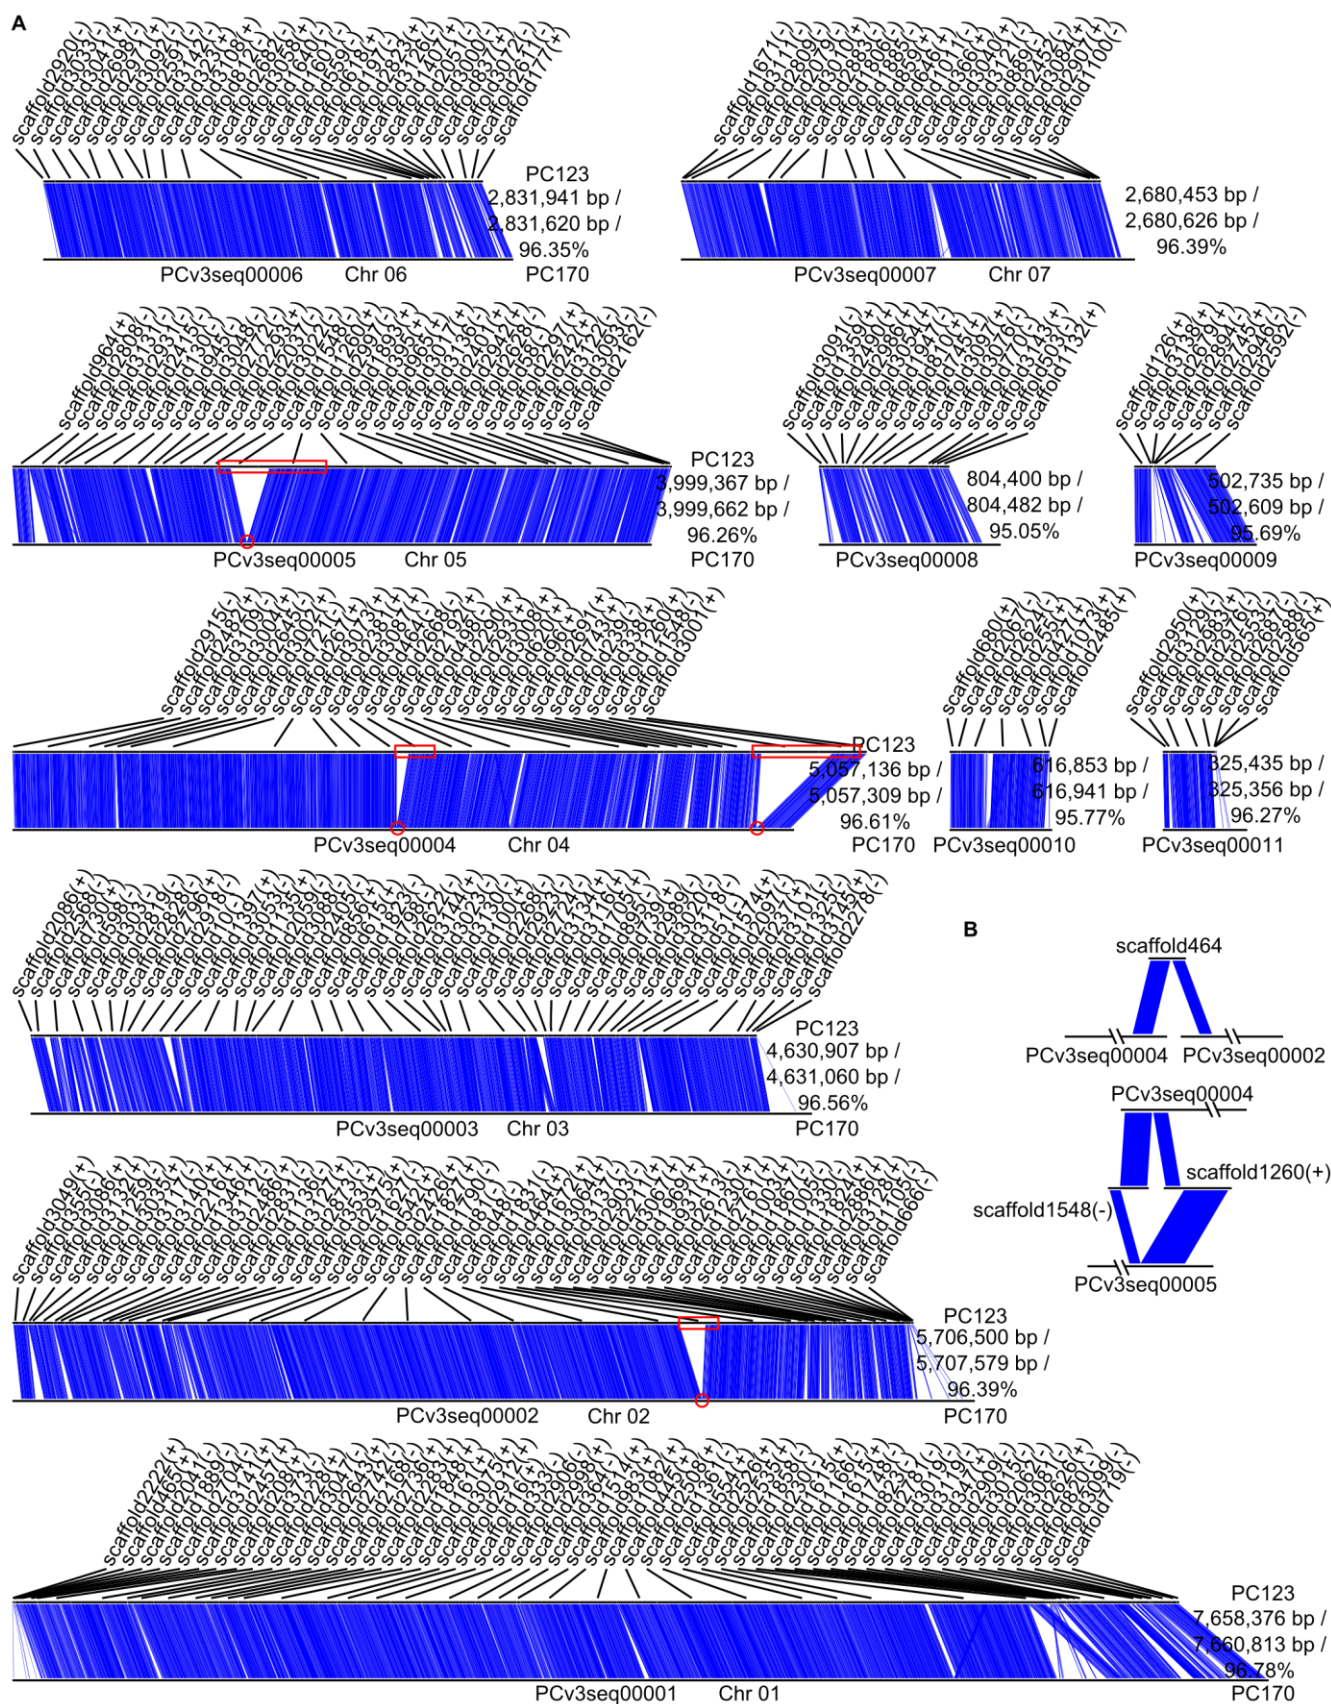

**Supplementary Figure S4. Synteny between final assembled sequences of *Pochonia chlamydosporia* strain 170 (PC170) and reported sequences of *P. chlamydosporia* strain 123**

**(PC123). (A) Seven chromosome sequences of PC170 matched to 242 scaffolds of PC123.** For example, 7,660,813 bp of PC170 Chr 01 sequences matched to 7,658,376 bp of PC123 sequences (53 scaffolds) with identity of 96.78%. “+” and “-” meant forward and reverse strands, respectively. **(B) Sequences of three scaffolds of PC123 each matched to two chromosomes of PC170.**

A

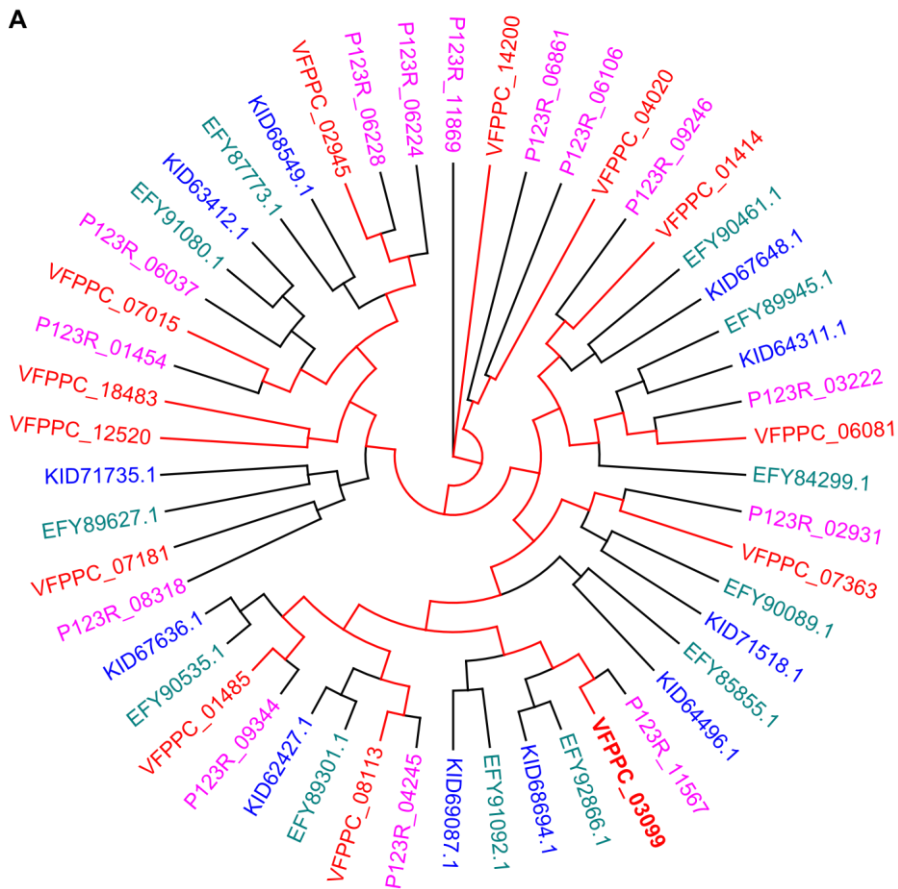

B

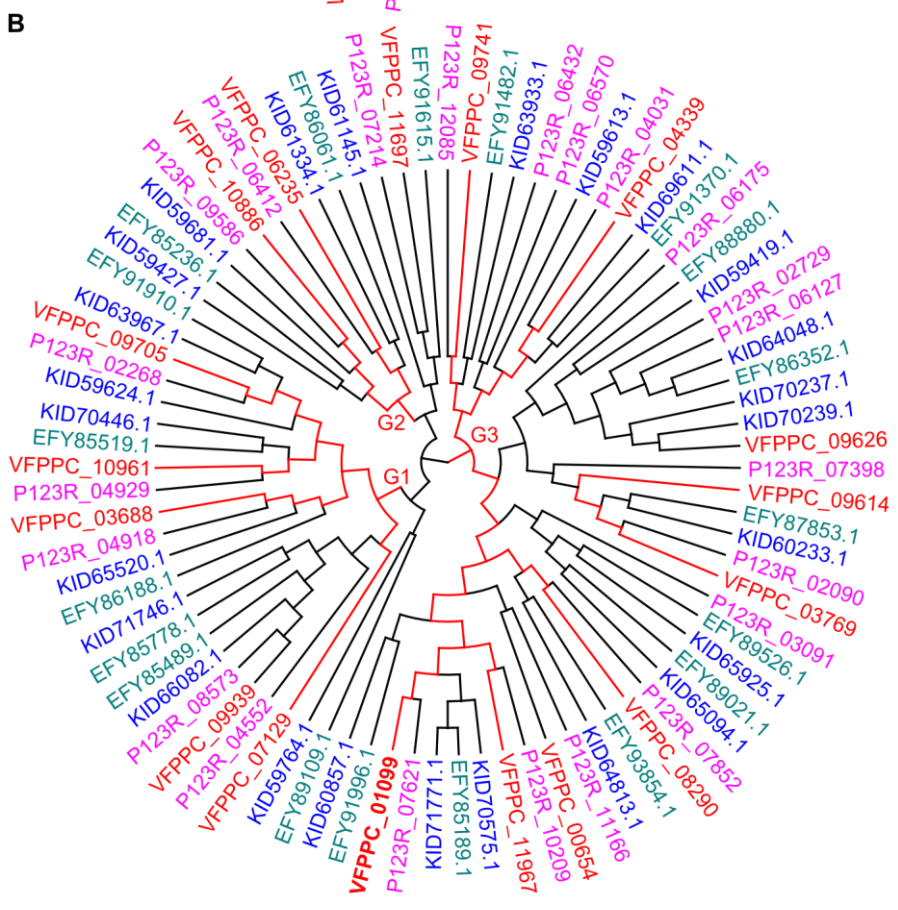

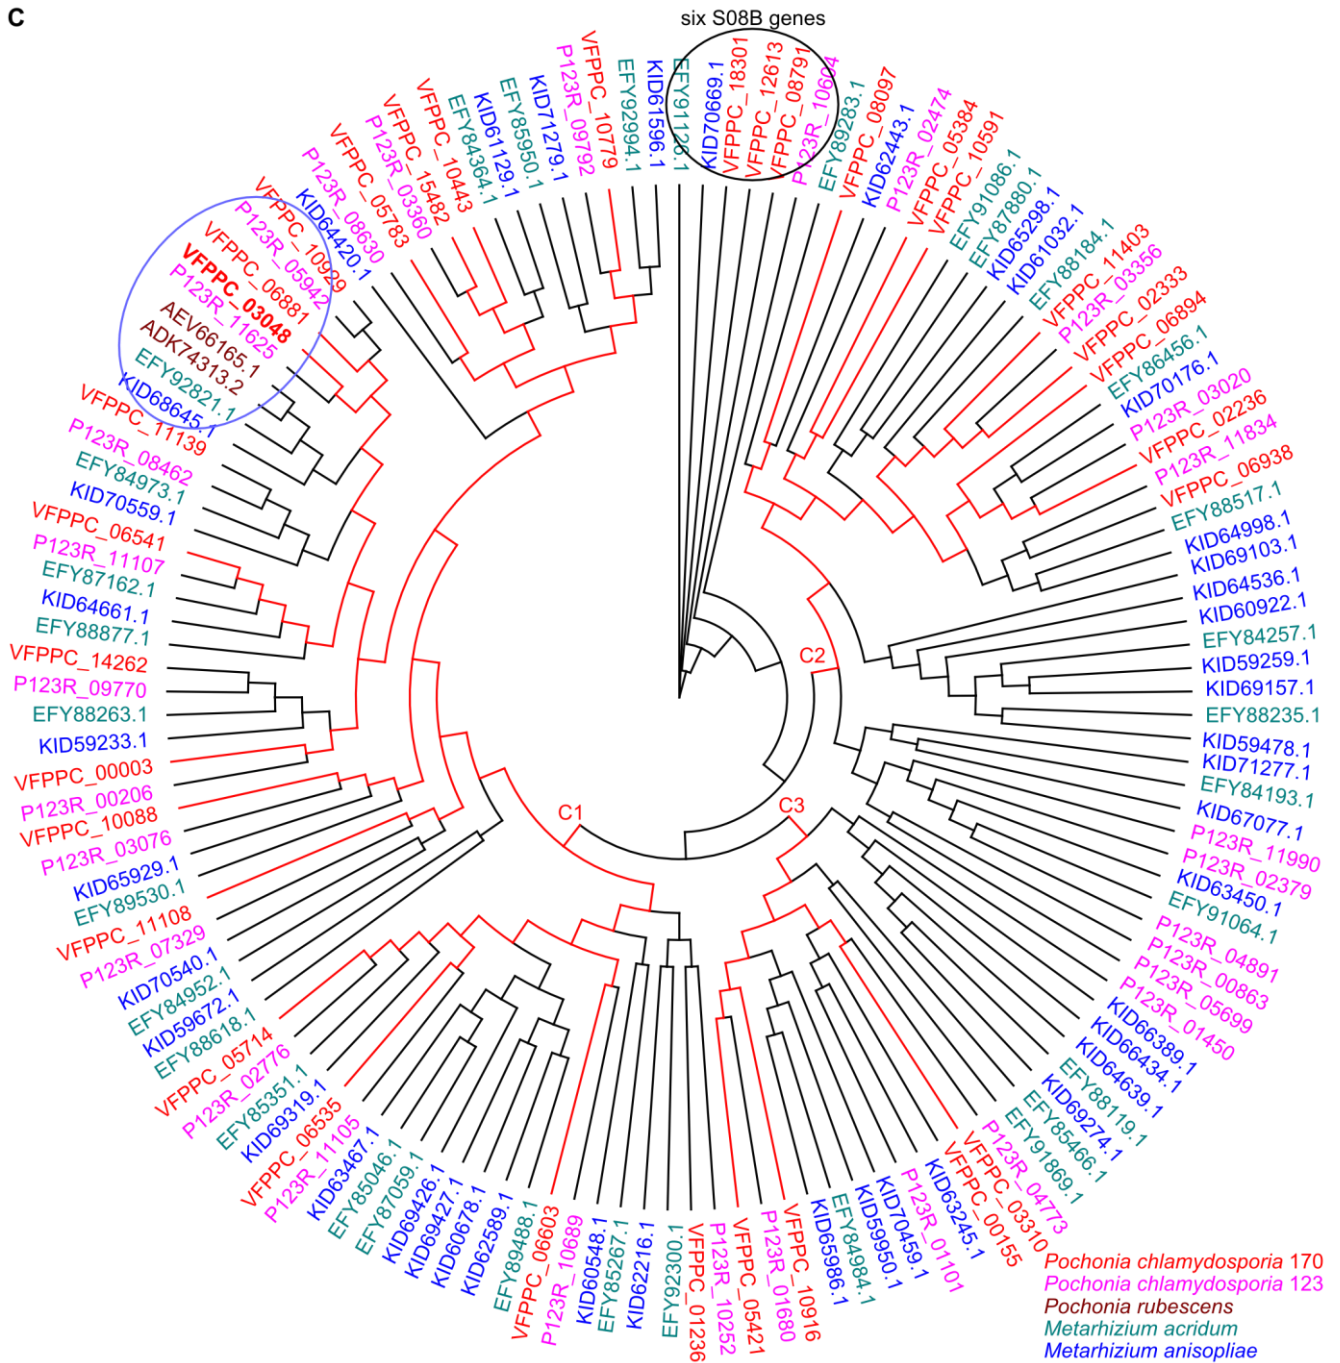

**Supplementary Figure S5. Phylogenetic trees for S10 (A), GH18 (B), and S08A (C) genes from four fungal strains (PC170, PC123, *Metarhizium acridum*, and *Metarhizium anisopliae*) within the Clavicipitaceae Family.** The domain sequences (Peptidase\_S10: Serine carboxypeptidase; Peptidase\_S8: Subtilase; Glyco\_hydro\_18: GH18) of these genes were annotated by Pfam analysis and were used to construct the phylogenies using PhyML with bootstrap value of 500. The best models for these S10, S08A, GH18 genes were WAG+I+G, WAG+I+G, and WAG+G+F, respectively, which were identified by ProtTest analyses. In these

trees, the phylogenetic relationships of PC170 genes were similar to their relationships in Figure 3D–F that were constructed by only PC170 gene sequences, and these conserved branches were marked in red color. In (C), two genes from *Pochonia rubescens* were included in the analysis and they were marked in the blue circle. Additionally, as six S08B genes being annotated by the GH18 domain from the Pfam analysis, they were included in the analysis and were marked in the black circle.

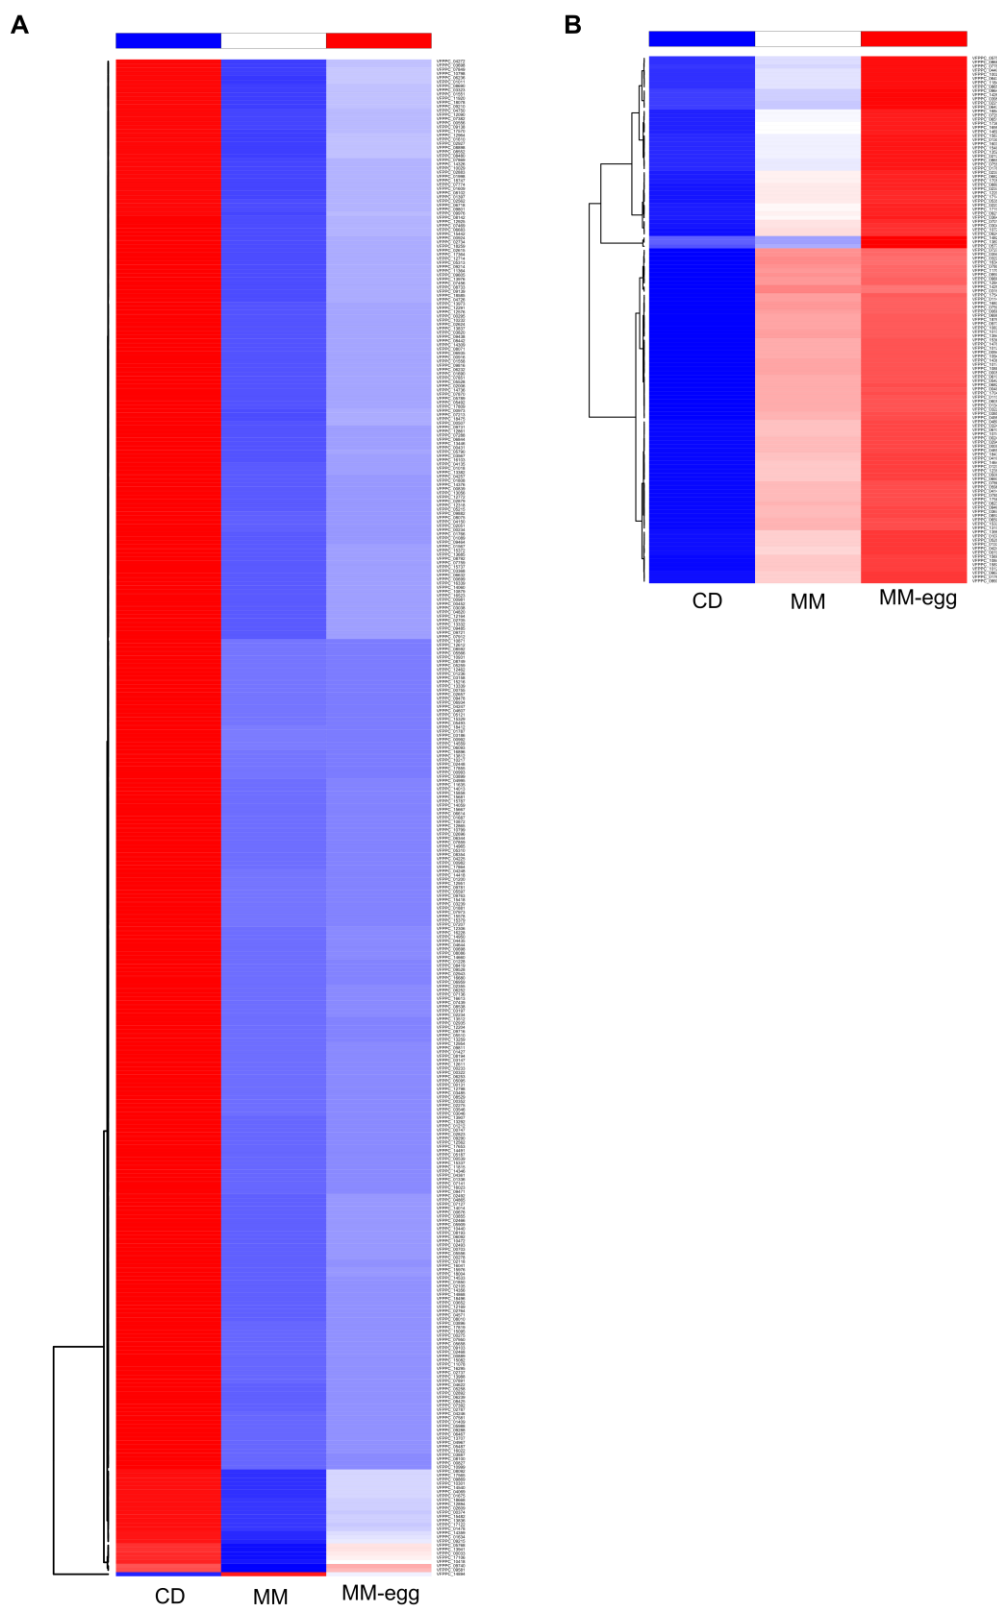

**Supplementary Figure S6. Heatmaps for 369 and 129 genes with expression patterns of “CD > MM < MM-eggs” (A) and “CD < MM < MM-eggs” (B), respectively. They may be involved**

in response to nutrient selection pressure and were listed in Supplementary Table S13. For the transcriptomic expression data, we used the “average” method to perform the hierarchical cluster analysis and then drew the heatmaps. During these processes, the “hclust” and “heatmap” functions in the R language (<https://www.r-project.org/>) were used to perform the analyses.

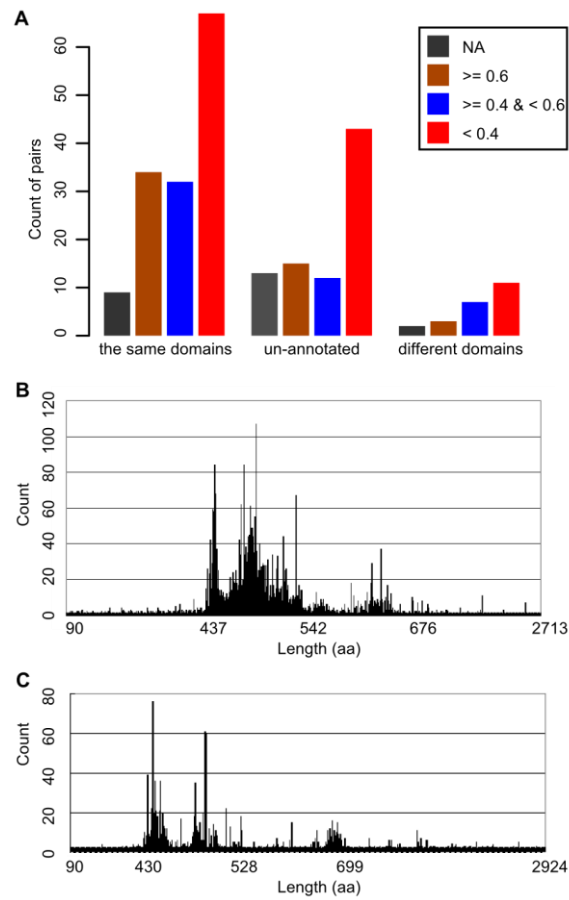

**Supplementary Figure S7. Distribution of Pearson correlation coefficient values for 248 pairs of duplicated genes (A) and length distributions of homologous genes of two GH30 pair genes of VFPPC\_07807-VFPPC\_09315 genes (B) and VFPPC\_01957-VFPPC\_02227 (C), respectively.**

pairs. (A) Two genes representing two pair genes of VFPPC\_07807-VFPPC\_09315 and VFPPC\_01957-VFPPC\_02227 genes. (B) Aligned amino acid sequences of VFPPC\_07807 against sequences of VFPPC\_02227 using BLASTP server at NCBI. Low identity of 0.28 was generated and only five alignment blocks were found. (C) Muscle alignment of GH30 domains from four GH30 genes in PC170. Sequences of VFPPC\_01957 and VFPPC\_02227 belonged to PF14587 family; and sequences of VFPPC\_07807 and VFPPC\_09315 belonged to PF02055 family. (D) Discovery of 51 homologous genes of *P. chlamydosporia* GH30 proteins in other fungal genomes. One gene (HIM\_08846) in *Hirsutella minnesotensis* with only 80 amino acids (aa) was excluded for phylogenetic analysis in Figure 5A, for its length was much less than that from other genes with hundreds of aa.

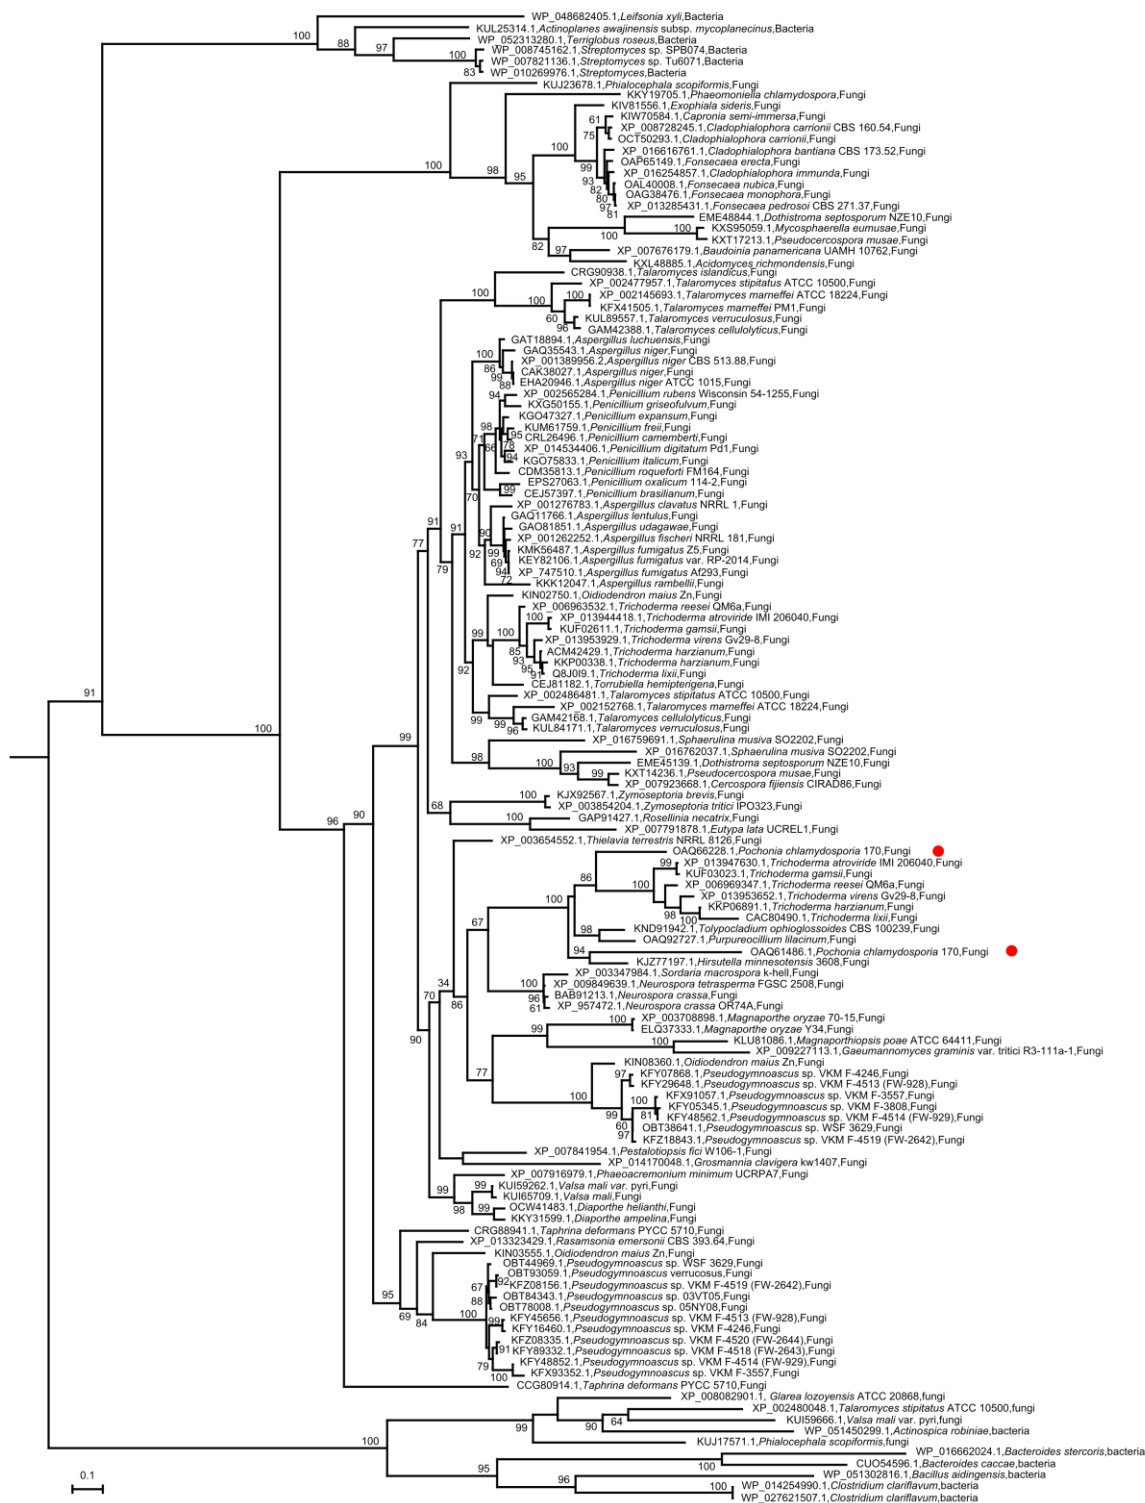

**Supplementary Figure S9. The detailed of BF-D1 clade in Figure 4A.** The two duplicated genes (VFPPC\_07807 and VFPPC\_09315) in *P. chlamydospora* are clustered into a clade with some Hypocreales fungi, with VFPPC\_07807 (accession number: OAQ66228) clustering closer to endophytic *Trichoderma* spp. and VFPPC\_09315 (accession number: OAQ61486) clustering closer to nematode pathogens (*H. minnesotensis*). The support values of  $\geq 60$  are shown.

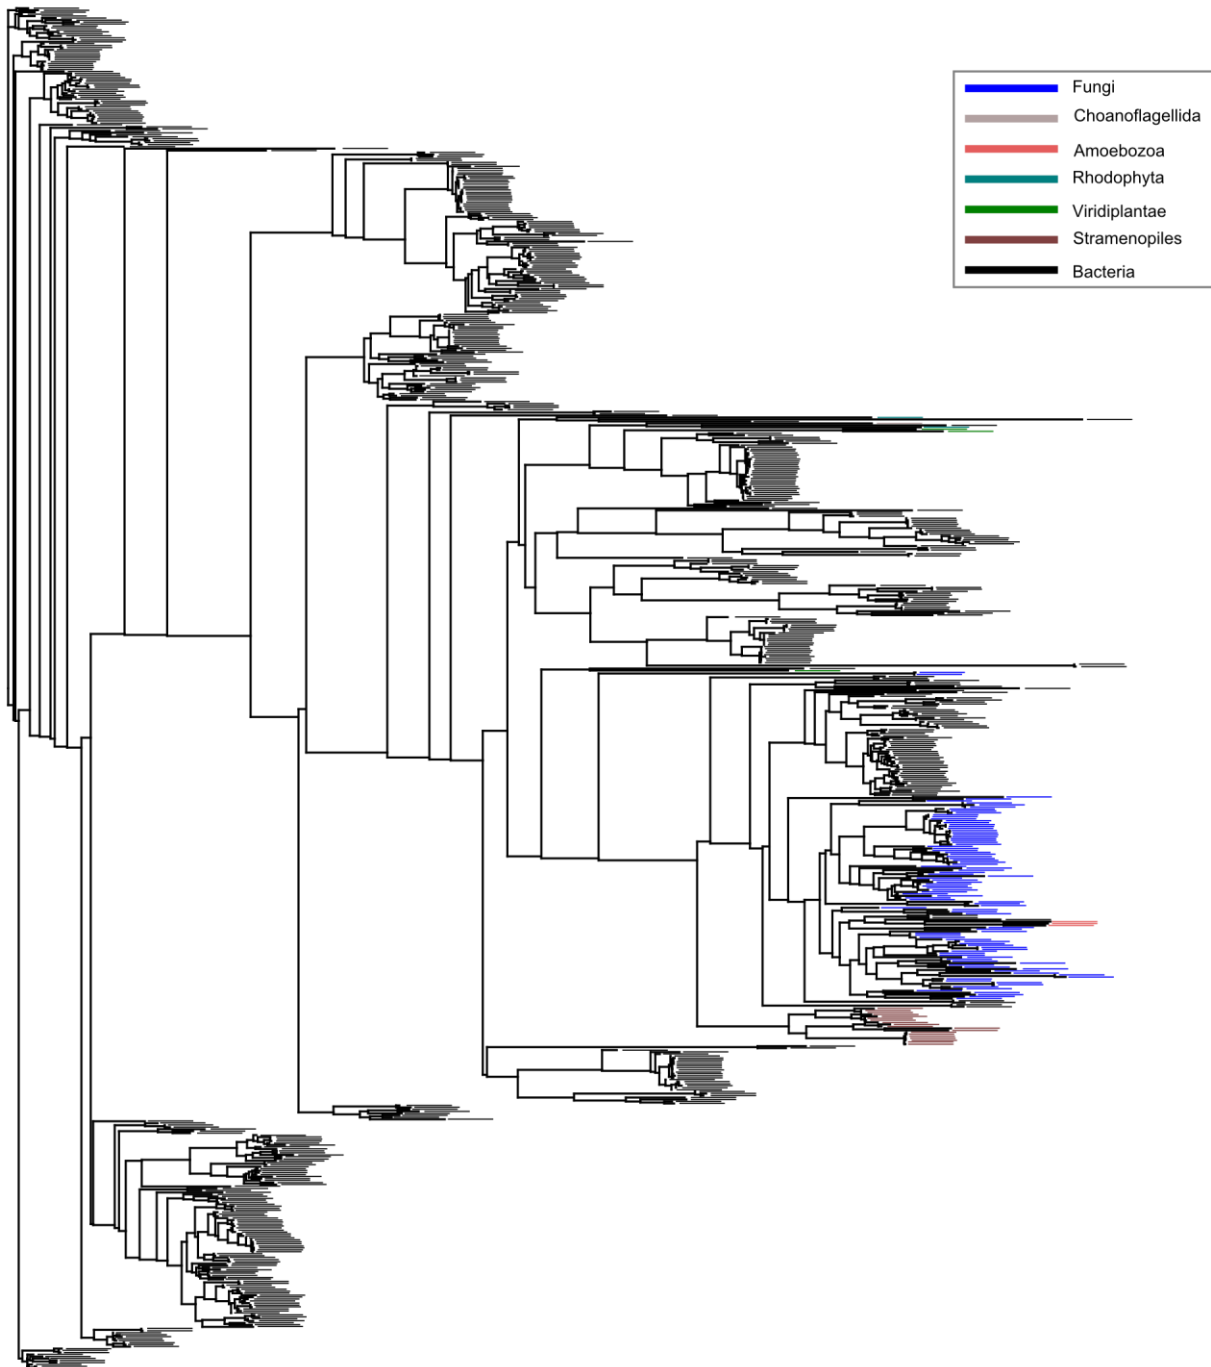

**Supplementary Figure S10. Phylogeny of 689 homologous genes of VEFFC\_02227 and VFPPC\_01957 genes.** The phylogeny was built based on GH30 domain (PF14587) sequences using FastTree.

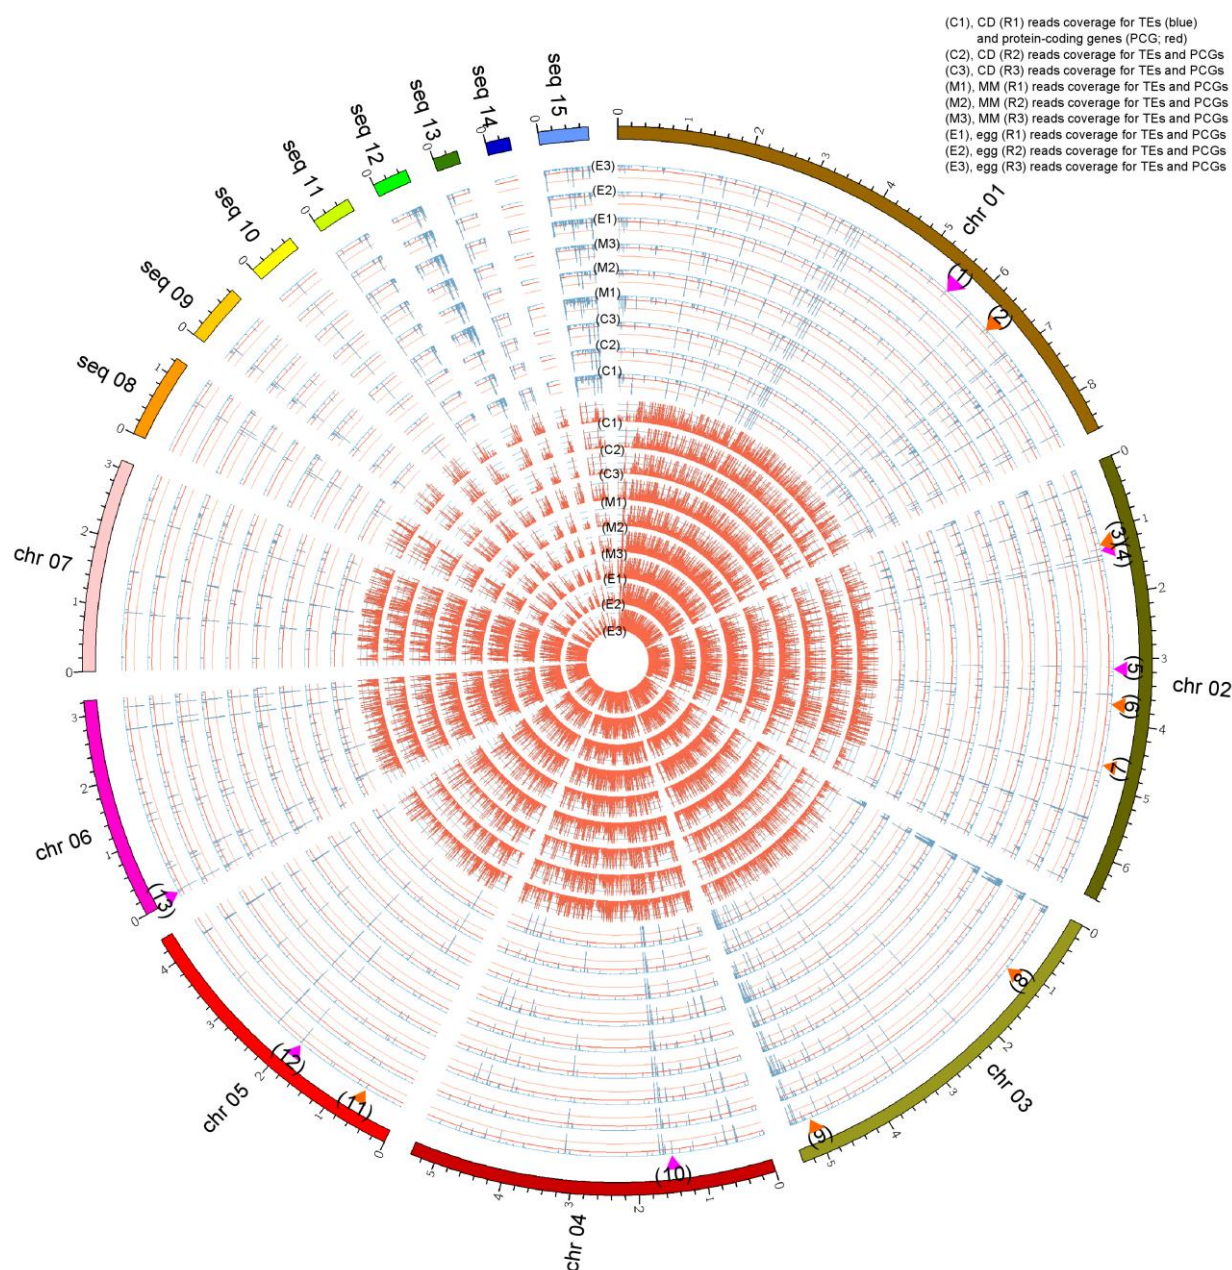

**Supplementary Figure S11. Transcriptomic reads coverage of transposable elements (blue) and protein-coding genes (red).** Three groups of transcriptome samples (CD, MM, and MM-egg) and each group with three replicates (R1, R2, and R3) were represented in the analysis. The RNA-seq data was aligned to genome sequences using Tophat software, which generated the alignment BAM files. To calculate the transcriptomic reads coverage of TEs and protein-coding genes, only unique mapping reads (i.e., one reads mapping to only one genomic region, which was indicated in the BAM files) were used for the coverage calculation. From the coverage peaks, we

identified 13 TE clusters representing by more covered reads from CD samples than from MM/MM-egg samples (orange triangles), or by more reads from MM/MM-egg samples than from CD samples (pink triangles). The detailed information of TEs and protein-coding genes for these 13 clusters were shown in Supplementary Table S18.

## Supplementary Information

### Genome assembly

Based on the Illumina sequencing reads from three libraries with average insert sizes of 165 bp, 760 bp and 4,261 bp (Supplementary Table S1), we used Allpaths-LG revision 42305<sup>59</sup> to assemble the *Pochonia chlamydosporia* strain 170 (PC170) nuclear genome sequence of 43.86 Mb (the step 1 results in Table 1) and a complete mitochondrial genome sequence<sup>46</sup>. The scaffold N50 and contig N50 of the Allpaths-LG assembly are 4,092 kb and 211 kb, and the GC content is 49.5% (Table 1). To obtain the chromosome sequences of PC170, we further sequenced the Single Molecule Real-Time (SMRT) sequencing data of Pacific Biosciences (PacBio) RS long reads (Supplementary Table S1) to improve the assembly. To correct error bases of these long reads, we used LoRDEC version 0.5 method<sup>60</sup> to analyze the data with the 165 bp and 760 bp libraries Illumina reads. To improve the scaffold building, the PacBio long reads were aligned to contig sequences from Allpaths-LG assembly using BLASR<sup>89</sup>, and the matched information was used to rebuild scaffolds using SSPACE-LongRead version 1.1<sup>61</sup>. A number of short scaffolds each containing one contig in Allpaths-LG results were joined with other scaffolds by PacBio long reads, such as four scaffolds (s131 (contig578), s116 (contig563), s139 (contig586) and s97 (contig543)) with length of smaller than 8 kb in Allpaths-LG assembly forming the new scaffold1 with other sequences in SSPACE-LongRead results (Supplementary Figure S1), supporting by long reads ranging from 3 to 70. However, conflicts of scaffold results were found between Allpaths-LG and SSPACE-LongRead assemblies, for example: 17 contigs (contig171-contig187) were joined as one scaffold of s5 in Allpaths-LG method, but 7 of these 17 contigs (contig171-contig177) were joined with other contigs to form scaffold1 in SSPACE-LongRead results (Supplementary Figure S1). To avoid false assembly, we broke the previous scaffolds and used consensus assembled segments in two methods to build new scaffolds, as shown in Supplementary Figure S1, 7 contigs (contig171-contig177) forming one scaffold and other contigs forming another scaffold. And we obtained 114 scaffolds, the step 2 results in Table 1.

We also performed *de novo* assembly of LoRDEC corrected PacBio RS long reads using Canu version 1.2<sup>49</sup>, which generated 103 scaffolds with the total length of 45.26 Mb. And the assembled

sequences were improved, mainly of “fix break” process at several genomic regions by performing Pilon program version 1.17<sup>62</sup> analysis. A comparison analysis of genomic sequences between hybrid assembly (Allpaths-LG and SSPACE-LongRead methods, the step 2 results) and Canu assembly by MUMmer version 3.23<sup>90</sup> analysis showed the high level of synteny for these sequences. As random errors exist in PacBio SMRT sequencing<sup>91</sup>, we presumed the hybrid assembly was much more correct than the Canu assembly. Therefore, we used Canu and PacBio RS long reads to improved the hybrid assembly, including filling gaps and joining scaffolds.

We split the Canu assembly into sequence segments with the maximum length of 100 kb and use these segments to improve the genome sequences of step2 results by performing Jelly program<sup>63</sup> implemented in PBSuite version 15.8.24 (<https://sourceforge.net/projects/pb-jelly/>), which obtained 100 scaffolds. The results were improved by Pilon analysis, filling 20 gaps and generating the step 3 results in Table 1. Then we used LoRDEC corrected PacBio RS long reads to further improve these 100 sequences by PBSuite Jelly program, and we got a total of 72 scaffolds (203 contigs). Compared to step2 results, 42 scaffolds had been reduced by Canu assembled sequences and corrected long reads. To confirm the sequences of filled gap regions, we used Pilon to improve the sequences based on Illumina reads, and used Tablet viewer<sup>64</sup> to check the reads alignments (Supplementary Figure S2A). Pilon analysis improved 2,369 regions of the assembly and filled 47 gaps; and our manual improving format using Tablet viewer filled 40 gaps and fixed hundreds of ambiguous bases (Supplementary Figure S2A; the number of continuous ‘N’s < 10 in the contig sequences; and runs of 10 or more ‘N’s are estimated gaps), which obtained 72 scaffolds (116 contigs). And we found that two scaffolds (3,638 bp and 1,341 bp) were completely aligned to other two scaffolds (136,565 bp and 97,483 bp) respectively. Therefore, we removed these two short scaffolds (3,638 bp and 1,341 bp) and finally got the 70 scaffolds, the step 4 results (Table 1). The high synteny between step 2 results and step 4 results was identified (Supplementary Figure S2B) by MUMmer analysis.

And we aligned the sequences of step 4 results against Canu assembly using BLASTN (1e-5) and found that some scaffolds could be further improved (Supplementary Figure S3), such as three scaffolds (PCv2seq00031, PCv2seq00001 and PCv2seq00008) were actually one super-scaffold (Supplementary Figure S3A) and PCv2seq00001 that includes 10 contigs was actually belonging to two super-scaffolds (Supplementary Figure S3AB). We manually improved the

scaffold-building of these 35 scaffolds by using 100 Ns to join scaffolds. Finally, we obtained 49 scaffolds of PC170 (Table 1). And we found the high sequence similarity between PC170 and *P. chlamydosporia* strain 123 (PC123)<sup>12</sup> genomes by BLASTN (Supplementary Figure S4; Supplementary Table S5). For the differences in Supplementary Figure S4B, the sequencing raw data supported the accuracy of PC170 assembly, which was viewed by Tablet viewer.

### **Discovery of centromere proteins and telomere regions**

In total, 11 centromere proteins are discovered, with 7 and 8, respectively, determined by Pfam annotation and homology-based methods by searching sequences against reported genes (Figure 1A; Supplementary Table S2)<sup>24</sup>. Telomere sequences with high similarity to the *N. crassa* VR telomere region genomic sequences represented by TTAGGG tandem repeats are identified at the ends of 10 scaffolds (Figure 1A; Supplementary Table S3)<sup>25</sup>; they have also been found in the telomeric regions of Pezizomycotina fungi<sup>26</sup>. In our analysis with Tandem Repeats Finder<sup>27</sup>, we find TTAGGG repeats at the left ends of two scaffolds (PCv3seq00002 and PCv3seq00013) and the right ends of six scaffolds (PCv3seq00001, PCv3seq00004, PCv3seq00007, PCv3seq00010, PCv3seq00017, and PCv3seq00030) (Supplementary Table S4), indicating that the telomere regions of the chromosomes are involved.

### **Discovery of repeat sequences**

We identified transposon elements (TEs) sequences following the previous pipeline<sup>33,66</sup>, with *de novo* and homology-based detection methods. For the *de novo* methods, Piler<sup>92</sup>, RepeatScout version 1.0.5<sup>93</sup>, and RECON version 1.08<sup>94</sup> were used to identified 79, 242, and 62 TE sequence families in the genome sequences, respectively. Based on these TE families, We used RepeatMasker version 4.0.5 to scan the whole-genome sequences to discover TE sequences. For the homology-based method, we used RepeatMasker to identified TE sequences based on the sequence families from Repbase version 19.06<sup>95</sup>. Finally, we discovered TE sequences occupying about 7.19% of genome sequences (Supplementary Table S6). We applied the same methods to identified TE sequences in PC123 genome and found about 1.20% were TEs (Supplementary Table S6).

Additionally, we used Tandem Repeat Finder version 407b<sup>27</sup> with parameters of “2 7 7 80 10

50 500 -f -d -m” to identified tandem repeats in PC170 genome sequences. The analysis identified (TTAGGG)<sub>n</sub> sequences at the left ends of PCv3seq00002 and PCv3seq00013, and the right ends of PCv3seq00001, PCv3seq00004, PCv3seq00007, PCv3seq00010, PCv3seq00017, and PCv3seq00030 (Supplementary Table S4). As previous reported telomeric regions in Pezizomycotina fungi representing patterns of (TTAGGG)<sub>n</sub> sequences<sup>26</sup>, the discovery of TTAGGG repeats at the end of eight scaffolds would help to determine telomeres.

### Gene prediction and functional annotations

We predicted the protein-coding genes using the previous methods<sup>33</sup>. Our previous phylogenetic analysis of *P. chlamydosporia* and other species in Hypocreales based on mitochondrial genomes indicated their phylogenetic relationships<sup>46,47</sup>. In Augustus version 2.7 software<sup>96</sup>, the training annotation files of several fungi species had been published. And we choose the “fusarium\_graminearum” training file to predict 12,434 genes. The GeneMark-ES version 2.3f method<sup>97</sup> identified 13,769 genes. Both Augustus and GeneMark-ES methods identified 11,782 genes, and we predicted another 2,422 genes using Eugene version 4.1<sup>98</sup> as the method describing in previous research<sup>66</sup>, which integrated transcription start sites, exon junctions, transcriptome and homologous protein information. The transcription start sites were predicted using Netstart v1.0c<sup>99</sup>, and exon junctions were identified using Tophat version 2.0.13<sup>100</sup>. The transcriptome sequences were assembled using IDBA-tran version 1.1.1<sup>101</sup>. And homologous proteins downloaded from the Swiss-Prot database version 2015-07-22<sup>102</sup> were used for gene prediction.

To annotate the function of these 14,204 genes, we employed several methods including homologous proteins annotations by searching amino acid (aa) sequences against NCBI fungi refseq sequences version 2015-07-10 and Swiss-Prot database version 2015-07-22 using BLASTP (E-value of 1e-5), domain annotations by search aa sequences against Pfam version 27.0 using HMMER (<http://hmmer.janelia.org/>). Additionally, we explored Gene Ontology (GO) annotations using BLAST2GO<sup>103</sup>, the euKaryotic Clusters of Orthologous Groups (KOG) annotations using BLASTP (E-value of 1e-5), and candidate pathogenic factor annotations based on sequences from the Pathogen-Host Interactions (PHI) database<sup>73</sup> using BLASTP (E-value of 1e-50).

To identify CAZymes and proteases, we uploaded the protein sequences to three web servers to annotate the genes, including CAT<sup>74</sup>, dbCAN<sup>75</sup>, and MEROPS<sup>76</sup>. For genes belonging to GH18

family chitinases, S08A family and S10 family proteases, three proteins were reported to involved in pathogenesis<sup>14,15</sup> (Supplementary Table S12). We carefully checked the PHI database annotations for proteins belonging to these three families, and identified other five genes (S08A: VFPPC\_06603 and VFPPC\_10779; GH18: VFPPC\_03688, VFPPC\_07129, and VFPPC\_08586) annotated by PHI database with E-value cut-off of 5e-23.

Additionally, we identified secreted proteins following the previous methods<sup>33</sup>. We identified one secreted protein if it contained signal peptides detected by at least two algorithms among SignalP version 4.0<sup>67</sup>, TargetP version 1.1<sup>68</sup>, Phobius version 1.01<sup>69</sup>, and Predisi<sup>70</sup>, and it did not contain transmembrane sequences detected by at least one of the methods among SignalP, Phobius and TMHMM, version 2.0c<sup>71</sup>. We used the same pipeline to identified secreted proteins of other seven fungal strains (Supplementary Table S9). The PC123 gene sets were downloaded from the fungalinteractions website (<http://www.fungalinteractions.org/index.php/genoma>). In this study, we used the predicted nucleic acid sequences for 12,122 genes from PC123 (the file name of “Pc-11079-transcripts-AUG.fasta” on the fungalinteractions website) and translated these sequences to protein sequences for further analysis. When compared the secreted proteins of PC170 and PC123, we identified one pair of orthologous genes (VFPPC\_03099 and P123R\_11567) having different prediction, for no signal peptide discovered for VFPPC\_03099, but P123R\_11567 being identified as a secreted protein. We used InParanoid algorithm version 4.1<sup>104</sup> to further confirm that they were orthologous genes with 100% confidence score. Therefore, we considered VFPPC\_03099 as a secreted protein in this study.

### **Orthologous groups**

To investigate orthologous groups of seven fungal species including *P. chlamydosporia* 170, *M. acridum*, *U. virens*, *B. bassiana*, *P. lilacinum*, *T. reesei*, and *F. oxysporum* (Supplementary Table S11), we performed analysis using OrthoFinder version 0.7.1<sup>78</sup> based on their protein sequences. The analysis identified 23,315 groups, including 3,810 single-copy gene groups (i.e., 1:1 genes among species in a group) and 13,341 single gene groups (i.e., only one gene in a group). To identified orthologous genes between *P. chlamydosporia* 170 and *P. chlamydosporia* 123, we performed Inparanoid analysis with the confident scores cut-off of 0.5.

## Transcriptome analysis

The fungus PC170 was originally isolated from root-knot nematode *Meloidogyne incognita* eggs. We prepared samples for transcriptome sequencing as previous descriptions in study by Rosso et al.<sup>11</sup>, which investigated the transcriptome using the cDNA-amplified fragment length polymorphism approach without whole genomic data. The strain was grown on potato dextrose agar (PDA) at 28°C for seven days and conidia were harvested. Three media were prepared for subculture, including nutrient rich medium (CD: 30 g sucrose, 3 g NaNO<sub>3</sub>, 0.5 g MgSO<sub>4</sub>, 0.5 g KCl, 1.0 g K<sub>2</sub>HPO<sub>4</sub>, 0.01 g FeSO<sub>4</sub>) l<sup>-1</sup>, minimal medium (MM: 1 mg sucrose, 14 mg NaNO<sub>3</sub>, 0.25 g MgSO<sub>4</sub>, 0.25 g KCl, 0.5 g K<sub>2</sub>HPO<sub>4</sub>, 0.06 g FeSO<sub>4</sub>) l<sup>-1</sup>, and minimal medium with RKN eggs (MM-egg). Three replicates (three groups: R1, R2, and R3) were taken from all three treatments (CD, MM, and MM-egg) at the time-point when eggs were added (referred as 0 hour), and time-points at 2, 4, 8 hours were taken, which were immediately frozen in liquid nitrogen. For each treatment, time-points were pooled to exact total RNA which was carried out using the RNeasy Plant Mini Kit (Qiagen) and was performed according to the manufacturer's instructions. And the total RNA was sequenced using Illumina Hiseq 2000 at Berry Genomics Co., Ltd (Beijing, China). We analyzed the transcriptome and calculated the gene expression fragments per transcript kilobase per million fragments mapped (FPKM) using Cufflinks version 2.2.1<sup>105</sup> based on the Tophat version 2.0.13<sup>100</sup> analysis, which was analyzed following reported protocols in study by Trapnell et al.<sup>86</sup>. If two duplicated genes had a Pearson correlation coefficient value less than 0.4 as calculated based on the transcriptome expression data, they were defined to show a weak correlation, as previously described<sup>106</sup>.

## Real-time analysis

The samples and RNA isolation were prepared as shown above (in the "Transcriptome analysis" section). And beta-tubulin (reverse 5'-CCATTCGACAAAGTAGGTCGAGTT-3', forward 5'-TCCCTCGTCTGCACTTCTTCA-3') expression profiles were initially used to validate and determine the most appropriate sampling times for differential gene expression. Gene-specific primers were designed based on the sequences of the selected gene (Supplementary Table S19). Transcript levels were measured using TaKaRa SYBR Premix Ex Taq II. The thermal profile was performed in a Biorad CFX manager, one cycle at 94°C for 30s and 40 cycles at 95°C for 30 s, at

specific annealing temperatures for 15 s and at 72°C for 15 s.

### Phylogenetic analysis

When performing phylogenetic analysis of proteases, we found one gene (VFPPC\_10429) belonging to S10 family had 239 amino acids (aa), which was at least 241 aa shorter than other S10 genes. Although sequences of VFPPC\_10429 (from 143 to 238 aa) matched to S10 sequence (MER0000412) in MEROPS database (E-value: 6.60e-05; Identity: 0.29), it could not be annotated by Peptidase\_S10 (PF00450.17; Serine carboxypeptidase) domain in Pfam and Peptidase\_S10 domain in NCBI Conserved Domain Database<sup>107</sup>. Thus, we did not use this gene for S10 gene family phylogenetic analysis (Figure 2D).

To identify the best models for S10, S08A, and GH18 gene phylogenetic analyses, we analyzed the sequences using ProtTest version 3.4<sup>80</sup>, which indicated WAG+I+G model for S10 and S08A genes and WAG+I+G+F model for GH18 genes, supporting by both the Akaike Information Criterion (AIC)<sup>108</sup> and the Bayesian Information Criterion (BIC)<sup>109</sup> methods.

To investigate the evolutionary history of one duplicated GH30 gene pair (VFPPC\_02227-VFPPC\_01957), we used the similar method that analyzed the evolution of another duplicated GH30 gene pair (VFPPC\_07807-VFPPC\_09315) as shown in “Materials and methods” section. We deposited the aa sequence of the PC170 gene (VFPPC\_01957) in the NCBI nr database (E-value threshold of 1e-5) for alignment analysis, and found 1,651 homologous sequences, including 1,307 (79.16%) genes from bacteria and 344 (20.84%) genes from eukaryotes. Their lengths ranged from 90 to 2,924 aa, with the majority from 430 to 528 aa (944, 57.18%) (Supplementary Figure S7C). Most of the sequences (933) encoded PF14587 domains (GH30) with lengths ranging from 84 to 391 aa. To avoid the presence of too many gaps for alignment, we used 689 GH30 domain (Pfam accession: PF14587) sequences ranging from 180 to 260 aa to build phylogeny, including 562 (81.57%) from bacteria and 127 (18.43%) from eukaryotes (Supplementary Figure S10; Supplementary Table S17).

### References

89. Chaisson, M. J. & Tesler, G. Mapping single molecule sequencing reads using basic local alignment with successive refinement (BLASR): application and theory. *BMC Bioinformatics*.

- 13**, 238 (2012).
90. Kurtz, S. *et al.* Versatile and open software for comparing large genomes. *Genome Biol.* **5**, R12 (2004).
91. Ross, M. G. *et al.* Characterizing and measuring bias in sequence data. *Genome Biol.* **14**, R51 (2013).
92. Edgar, R. C. & Myers, E. W. PILER: identification and classification of genomic repeats. *Bioinformatics.* **21**, i152-8 (2005).
93. Price, A. L., Jones, N. C. & Pevzner, P. A. De novo identification of repeat families in large genomes. *Bioinformatics.* **21**, i351-8 (2005).
94. Bao, Z. & Eddy, S. R. Automated de novo identification of repeat sequence families in sequenced genomes. *Genome Res.* **12**, 1269-76 (2002).
95. Bao, W., Kojima, K. K. & Kohany, O. Repbase Update, a database of repetitive elements in eukaryotic genomes. *Mob. DNA.* **6**, 11 (2015).
96. Stanke, M., Keller, O., Gunduz, I., Hayes, A., Waack, S. & Morgenstern, B. AUGUSTUS: ab initio prediction of alternative transcripts. *Nucleic Acids Res.* **34**, W435-9 (2006).
97. Ter-Hovhannisyan, V., Lomsadze, A., Chernoff, Y. O. & Borodovsky, M. Gene prediction in novel fungal genomes using an ab initio algorithm with unsupervised training. *Genome Res.* **18**, 1979-90 (2008).
98. Schiex, T., Moisan, A. & Rouzé P. EuGene: an eukaryotic gene finder that combines several sources of evidence. *Comput. Biol.* **2066**, 111-125 (2001).
99. Pedersen, A. G. & Nielsen, H. Neural network prediction of translation initiation sites in eukaryotes: perspectives for EST and genome analysis. *Proc. Int. Conf. Intell. Syst. Mol. Biol.* **5**, 226-33 (1997).
100. Trapnell, C., Pachter, L. & Salzberg, S. L. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics.* **25**, 1105-11 (2009).
101. Peng, Y., Leung, H. C., Yiu, S. M., Lv, M. J., Zhu, X. G. & Chin, F. Y. IDBA-tran: a more robust de novo de Bruijn graph assembler for transcriptomes with uneven expression levels. *Bioinformatics.* **29**, i326-34 (2013).
102. UniProt Consortium. UniProt: a hub for protein information. *Nucleic Acids Res.* **43**, D204-12 (2015).

103. Conesa, A., Götze, S., García-Gómez, J. M., Terol, J., Talón, M. & Robles, M. Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. *Bioinformatics*. **21**, 3674-6 (2005).
104. Ostlund, G. *et al.* InParanoid 7: new algorithms and tools for eukaryotic orthology analysis. *Nucleic Acids Res.* **38**, D196-203 (2010).
105. Trapnell, C. *et al.* Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat. Biotechnol.* **28**, 511-5 (2010).
106. Evans JD. Straightforward statistics for the behavioral sciences. Pacific Grove, Calif: Brooks/Cole Publishing; 1996.
107. Marchler-Bauer, A. *et al.* CDD: NCBI's conserved domain database. *Nucleic Acids Res.* **43**, D222-6 (2015).
108. Akaike, H. In *Second international symposium on information theory*. Information theory and an extension of the maximum likelihood principle. Akademinai Kiado, pp:267–281 (1973).
109. Schwarz G. Estimating the dimension of a model. *Annals of Statistics*. **6**, 461-464 (1978).

How the deposited data were processed for this re-analysis (not part of the article)

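Gene expression of strain PC170 was measured by RNA-Seq in CD, MM and MM-eggs, with 3 replicates (R1, R2 and R3) per medium. Each library was made from RNA pooled over 4 time points. The authors aligned the reads with Tophat to their assembly of 14204 predicted genes and computed FPKM per gene with Cufflinks, and they deposited FPKM for 10 libraries. FPKM are scaled by the authors to the fragments of each library and to gene length, with no further scaling between libraries stated. Read length, strand and the treatment of reads that match several genes are not given in the sources used here. The condition of 1 library could not be mapped from its label, so it entered no comparison of the media and its values are given only in the closing section.

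All 14204 identifiers matched the annotation of assembly ASM165323v2, and the 11 genes of Table S2 had the same coordinates in it. Secreted proteins were taken from Table S7, of which the first 1998 of 16255 lines were used here, and these hold all 1750 secreted proteins. The paper calls its threshold RPKM in the results and FPKM in the methods, and the deposited FPKM were used. Genes were counted as expressed at an FPKM of 0.5 or more in at least 1 of the 9 libraries. The pattern CD < MM < MM-eggs required MM to be at least 2 times CD and MM-eggs to be above MM in each of R1, R2 and R3, and CD > MM < MM-eggs required CD to be at least 2 times MM instead.

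The media were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 0.5), with Benjamini-Hochberg adjustment and a threshold of 0.05. All 9 libraries entered 1 fit, and genes at an FPKM of 0.5 or more in at least 3 libraries were tested. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of low genes. A fold change against a medium listed at 0 is not given, except for VFPPC_01099 among the reversals in the closing section. Its CD libraries are all listed at 0, so the size of that change depends on the pseudocount. Correlations of gene pairs over the 9 libraries used exact permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

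Replicate numbers were checked for pairing from the values, since the sources used here do not say what a number shares. Deviations from the medium's mean correlated between libraries of different media at 0.223 to 0.883 for the 9 pairs with the same number, at -0.729 to -0.320 for the 12 pairs of R1 with R2 or R3 and at 0.260 to 0.597 for the 6 pairs of R2 with R3. Every pair with the same number was above 0.1, but so were the pairs of R2 with R3, so the values set R1 apart from R2 and R3 and do not show that R2 and R3 are matched across the media. The fit with the replicate number as a block is given where it changes a call or moves a count by more than 1.5 times.

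The limma step was tested on simulated data for the 11883 genes. With 200 genes changed between MM and CD at the spread of the real libraries, it recovered 39.5% of them, with 6 false calls. It recovered 77.6% of those changed by 3 on the log2 scale and 3.03% of those changed by 1. This part drew each library on its own, without the difference of R1, and changed far fewer genes than the 2675 called. It therefore does not measure the recovery in the real comparison of MM with CD. For MM-eggs against MM the limma step recovered 73.1% of the changes of 3 and 7.58% of those of 1 without the block, and 86.6% and 21.2% with it. At these settings a change below 2-fold is mostly missed by this test with 3 libraries per medium.

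The files hold no counts, so depth was estimated from the steps between the lowest FPKM of genes of different span, which gave 4027170 to 8709636 fragments per library of the 3 media. The estimate is approximate, because spans include introns, and no counting interval is given. GC content was not tested because no genome sequence was used here. None of the 49 genes named in the text that lie on the 7 chromosomes overlaps another gene of the annotation, and whether reads of close paralogs were shared could not be checked without sequences.

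Genes were named by a rule set before the data were examined, except where the text says otherwise, and the values in Fig. 4 had been seen when the rule was set. It takes every gene that the paper's text on the transcriptome or Fig. 4 identifies and the 4 GH30 genes. It adds, for MM against CD and for MM-eggs against MM, the 2 largest rises and the 2 largest falls among genes called by limma with the same direction in all replicates. For MM-eggs against MM no gene was called, so none was named. It also adds the gene of a secreted protein with the largest change between CD and MM in each pattern. Reported pathogenic factors, knocked-out proteases and positively selected genes are named only in the closing section.

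The alternatives for limma were a pseudocount of 0.1 or 1, no filter, a filter at an FPKM of 1, median-ratio scaling, quantile normalization, the replicate block, robust eBayes and each library left out. For the patterns they were the rule on means, the rule on means with the direction in each replicate, every library against every library, pseudocounts of 0.5 and 1, other filters, a 2-fold step to MM-eggs, median-ratio scaling, limma calls and each replicate left out. For the expressed genes they were other numbers of libraries, a threshold of 1 and each replicate left out, and for the GH30 pairs log2 values, Spearman's rho, medium means, deviations from them and each replicate left out. All of these were fixed before the data were examined. Chosen after seeing the data were a block with 2 levels (R1 against R2 and R3), the fit on R2 and R3 alone, a filter at an FPKM of 0.5 in CD or MM in each replicate, the 10 libraries for expressed genes and GH30 pairs, and the GH30 pairs without the 2 libraries farthest from the median of the first gene. RT-qPCR values were not used in any test.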

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

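Of the tests in this part, those on depth of the unmapped library, on shared MM libraries and on scaling between libraries were chosen only after the result was seen.

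In the library of unmapped condition, 187 genes reached an FPKM of 0.5 that stayed below it in all 9 libraries of the 3 media. The paper gives no values for that library on its own, although its 12783 expressed genes equal the count over all 10 libraries, a count made after seeing the values, so its results may include it. Of these genes, 40 encode secreted proteins, 49 were at 2 or more and 12 at 10 or more. The highest was VFPPC_15271, at 338 there and listed at 0 in the 9 other libraries, and it was named after its value was seen. Counted the same way over all 10 libraries, each library of the 3 media had between 11 and 44 genes of its own. Greater depth would add genes near the threshold, but 12 genes were at an FPKM of 10 or more, and the estimated depth of 7943282 fragments is not the highest of the 10 libraries, so the tables argue against depth as the cause of the whole set. The shares of 1-fragment ratios were 12.0% to 15.9% with R1 libraries and 4.30% to 5.82% with R2 and R3 libraries. By this measure the library was closer to R1. The 187 genes stayed below the threshold in the R1 libraries, which had 30, 32 and 28 genes of their own in CD, MM and MM-eggs. A preparation shared with R1 is therefore argued against as the cause, while a preparation of this library alone stays open. A different growth stage or medium and reads from another organism also stay open, and these were not tested. No biological explanation was tested, since the condition of that library is not known.

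The pattern CD < MM > MM-eggs, a signal outside those the paper discusses, held for 391 genes. It includes 43 genes of secreted proteins. Among the 379 genes of this pattern that could be tested, limma called 275 between MM and CD and 0 between MM-eggs and MM, where the median log2 fold change was -0.46. In 12 of the 391 genes MM was at least 2 times MM-eggs in R1, R2 and R3. Leaving out the libraries of R1, R2 or R3 raised the count to 651, 844 and 884, since fewer replicates must then meet the rule. Both steps share the MM libraries, so chance highs of MM alone give genes of this pattern. In 100 simulations with unchanged MM-eggs libraries the mean count was 251 and the highest 285. The simulation draws each gene on its own, and deviations that many genes share in a library could give more. Exchanging the labels of MM and MM-eggs within replicate numbers gave 105 to 311 genes, with 311 when only R3 was exchanged. The 8 exchanges cannot give a share under 0.05, so chance and an effect of the eggs cannot be told apart for these genes. Scaling between libraries as the whole cause is argued against, because 460 genes had the pattern after median-ratio scaling, beside 151 with CD < MM < MM-eggs. A lower expression in the presence of eggs stays open as a hypothesis.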

How the results depend on the processing

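Alternatives chosen only after the result was seen are the block with 2 levels, the fit on R2 and R3 alone, the filter on CD or MM in each replicate, the 10 libraries and the GH30 pairs without the 2 farthest libraries, and all others were set beforehand as the processing summary says. Of 206 values of the main counts and correlations under an alternative, 135 stayed on their side of the threshold or within 1.5 times the count.

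The number of expressed genes stayed within 1.5 times under every alternative run, from 9436 to 12783, and with R1, R2 or R3 left out from 12279 to 12468. For secreted proteins it moved to 899 when all 9 libraries had to reach 0.5, a stricter rule by construction, and was 1384 to 1430 with a replicate left out.

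For the pattern counts, values are given for CD < MM < MM-eggs, then its secreted proteins, then CD > MM < MM-eggs, then its secreted proteins, and last for CD < MM > MM-eggs. The rule on the means of 3 replicates gave 1068, 177, 1377, 211 and 1970. Means with the same direction in each replicate gave 257, 58, 591, 88 and 593. Comparing every MM library with every CD and MM-eggs library (no replicate block) gave 26, 8, 64, 14 and 51, a stricter rule by construction. A 2-fold second step gave 8, 4, 14, 4 and 12, and limma calls in both steps gave 0, 0, 0, 0 and 0, with 144 genes at an unadjusted p under 0.05 between MM-eggs and MM. A pseudocount of 1 gave 90, 25, 329, 52 and 267, and 0.5 in all 9 libraries gave 72, 18, 334, 49 and 206, where genes low in CD drop out by construction. Without R1, R2 or R3 the ranges were 285 to 387, 62 to 81, 605 to 656, 92 to 102 and 651 to 884, since fewer replicates must then meet the rule. In the order R1, R2 and R3 left out, these were 387, 345 and 285, then 81, 74 and 62, then 618, 656 and 605, then 102, 98 and 92, and last 651, 844 and 884. The pseudocount of 0.5, no filter, a filter at 1, median-ratio scaling and the added filter on CD or MM kept all 5 counts within 1.5 times. Their ranges were 106 to 151, 30 to 45, 306 to 375, 49 to 55 and 319 to 460.

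The replicate block raised the genes changed between MM and CD from 2675 to 4761, between MM-eggs and CD from 2344 to 4485 and among the 3 media from 2147 to 4185. The block with 2 levels gave 5151, 4921 and 4702, and the fit on R2 and R3 alone gave 3817, 3548 and 3232. Between MM-eggs and MM limma called 0 genes in all 3 of these fits, with 468, 540 and 388 at an unadjusted p under 0.05. By construction the block removes the difference between R1 and the other replicates from the spread. Among named genes the block brought 11 changes between MM and CD under the threshold over 2 fits, on VFPPC_03048, VFPPC_07015, VFPPC_12205, VFPPC_14641 and VFPPC_07800 with 3 levels and with 2, and on VFPPC_10088 with 2 levels alone. The fit on R2 and R3 alone also brought the first 5 of these under it, and VFPPC_07807 lost it (limma adjusted p = 0.129, 0.00647 to 0.129 over the alternatives). With single libraries left out in turn and no block, VFPPC_07807 also lost it in 8 cases, with limma adjusted p from 0.0583 to 0.122. With the 3-level block on all 9 libraries its limma adjusted p was 0.0248. Between MM-eggs and CD the block brought 8 named genes under the threshold with 3 levels, VFPPC_03048, VFPPC_12205, VFPPC_14641, VFPPC_07800, VFPPC_09210, VFPPC_15482, VFPPC_12090 and VFPPC_01610, and with 2 levels these and VFPPC_10088. Leaving out a library gave 1438 to 2734 genes between MM and CD, where 1438 was without CD R3, 1508 without MM R2 and 1606 without MM R3. It gave 1118 to 2628 between MM-eggs and CD, where 1148 was without CD R3, 1170 without MM-eggs R2 and 1118 without MM-eggs R3. Among the 3 media it gave 880 to 2210, where 880 was without CD R3, 1428 without CD R1, 1364 without MM R2, 1429 without MM R3, 1370 without MM-eggs R2 and 1380 without MM-eggs R3. For the other alternatives, counts between MM and CD were 1890 to 2688, the lowest under quantile normalization. Median-ratio scaling gave 1411 higher and 1149 lower genes between MM and CD. Why single libraries weigh this much is open, and the cause was not tested.

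Between MM-eggs and MM the count of 0 became 1 with a pseudocount of 0.1, 3 with no filter and 0 to 3 with a library left out, the 3 being without MM R1. Those without MM R1 were VFPPC_13941, VFPPC_16158 and VFPPC_17511. The gene called with a pseudocount of 0.1 was VFPPC_17511, listed at 0 in all 3 MM-eggs libraries and at 2.69, 9.13 and 8.58 in MM R1, R2 and R3. Those called with no filter were VFPPC_03772, VFPPC_14797 and VFPPC_05740, each below an FPKM of 0.5 in every library of the 3 media, whereas VFPPC_14797 was at 12.8 in the library of unmapped condition. All of these were named after their values were seen, and the cause was not tested.

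The correlation of VFPPC_07807 and VFPPC_09315 reversed from -0.267 to 0.827 on the means of the 3 media. On deviations from these means it was -0.775 with permutation p = 0.00545. That p is approximate, because deviations sum to 0 within a medium but were permuted freely over all libraries. The p of this pair over all alternatives ranged from 0.00545 to 1. Without R1, R2 or R3 the correlation was -0.328 to -0.229, and without CD R1 and CD R2, the 2 libraries with VFPPC_07807 farthest from its median, it reversed to 0.702 (exact permutation p = 0.0667). That of VFPPC_02227 and VFPPC_01957 was 0.234 without the 2 libraries farthest in VFPPC_02227 and 0.0762 to 0.887 with a replicate left out, and 0.887 without R3 passed 0.05 (exact permutation p = 0.0194), with p from 0.0194 to 0.894 over the alternatives. The medium means hold 3 values, and the cause was not tested. The direction of the 6 RT-qPCR genes held for 5 to 6 of 6 genes with a library left out and for 6 of 6 under every other alternative run.

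The 39 genes named by the rule or from the paper that limma could test were followed under 19 alternatives, except VFPPC_01099, which the filter removes from the fit on R2 and R3 alone. Between MM and CD, 666 of 740 values kept their side of the threshold and direction, 46 lost the threshold, 17 gained it and 11 reversed or, for VFPPC_01099, fell to 0. Between MM-eggs and MM, 695 of 740 kept them and 45 reversed, and none of these 39 genes passed the threshold in any. The log2 change and the mean FPKM went in opposite directions for VFPPC_08840, VFPPC_00045 and VFPPC_09461 between MM and CD and for VFPPC_08840, VFPPC_13067 and VFPPC_01328 between MM-eggs and MM, all with a limma adjusted p above the threshold, so their direction depends on the scale. Reversals with libraries left out or under another setting are listed here on the log2 scale, and the cause was not tested. The fits with a library left out had no block, so leaving out 1 library also shifts the weight of R1 between the media. Within R1, R2 and R3, MM-eggs stayed above MM for VFPPC_03048, VFPPC_12205, VFPPC_14641, VFPPC_07800, VFPPC_01236 and VFPPC_18412. From MM to MM-eggs, VFPPC_03048 changed by 0.64, and it was -0.0866 without MM R3, -0.64 without MM-eggs R1 (range -0.64 to 1.88 over the libraries left out). VFPPC_12205 changed by 0.62, and it was -0.0104 without MM R2, -0.66 without MM-eggs R1 (range -0.66 to 1.81 over the libraries left out). VFPPC_14641 changed by 0.53, and it was -0.20 without MM R2, -0.46 without MM R3, -1.18 without MM-eggs R1 (range -1.18 to 2.26 over the libraries left out). VFPPC_07800 changed by 0.18, and it was -0.11 without MM R2, -0.28 without MM R3, -0.54 without MM-eggs R1 (range -0.54 to 0.94 over the libraries left out). VFPPC_01236 changed by 0.50, and it was -0.0963 without MM R2, -0.0940 without MM-eggs R1 (range -0.0963 to 1.33 over the libraries left out). VFPPC_07807 changed by -0.00450, and it was 0.0394 without MM R1, 0.0580 without MM-eggs R2 (range -0.0445 to 0.0580 over the libraries left out). VFPPC_10088 changed by 0.0179, and it was -0.0802 without MM R3, -0.0533 without MM-eggs R1, -0.00490 without MM-eggs R2 (range -0.0802 to 0.13 over the libraries left out) and it was also -0.0663 under quantile normalization. VFPPC_08840 changed by 0.35, and it was -0.36 without MM R2, -0.0659 without MM R3, -0.35 without MM-eggs R1 (range -0.36 to 1.48 over the libraries left out). VFPPC_00045 changed by -0.23, and it was 0.27 without MM-eggs R1 (range -0.61 to 0.27 over the libraries left out) and it was also 0.21 in the fit on R2 and R3 alone. VFPPC_10928 changed by 0.0224, and it was -0.21 without MM R2, -0.10 without MM-eggs R1, -0.0305 without MM-eggs R3 (range -0.21 to 0.21 over the libraries left out). VFPPC_13067 changed by 0.36, and it was -1.43 without MM R1, -0.72 without MM-eggs R2 (range -1.43 to 1.86 over the libraries left out) and it was also -0.17 in the fit on R2 and R3 alone. VFPPC_07346 changed by 0.25, and it was -0.0330 without MM-eggs R1 (range -0.0330 to 0.48 over the libraries left out). VFPPC_09268 changed by 0.0498, and it was -0.0748 without MM-eggs R3 (range -0.0748 to 0.15 over the libraries left out). VFPPC_11439 changed by -0.14, and it was 0.0721 without MM R2, 0.25 without MM-eggs R1 (range -0.37 to 0.25 over the libraries left out) and it was also 0.14 in the fit on R2 and R3 alone. VFPPC_01328 changed by -0.0615, and it was 0.29 without MM R1, 0.50 without MM-eggs R2, 0.49 without MM-eggs R3 (range -1.18 to 0.50 over the libraries left out) and it was also 0.0852 under pseudocount 1, 0.12 under quantile normalization. VFPPC_14224 changed by -0.29, and it was 0.11 without MM R1, 0.0515 without MM-eggs R1, 0.0955 without MM-eggs R2 (range -1.01 to 0.11 over the libraries left out) and it was also 0.45 in the fit on R2 and R3 alone. VFPPC_18412 changed by 0.36, and it was -0.0569 without MM R3, -0.24 without MM-eggs R1 (range -0.24 to 1.08 over the libraries left out). From CD to MM, VFPPC_01957 changed by 0.35, and it was -0.14 under quantile normalization. VFPPC_01099 changed by 1.13, and it was 0 without MM R1 (range 0 to 1.70 over the libraries left out). VFPPC_01099 was listed at 0 in every CD library and in MM R2 and R3, so these values rest on the pseudocount and MM R1. VFPPC_10088 changed by -0.50, and it was 0.38 under quantile normalization. VFPPC_08840 changed by -0.11, and it was 0.86 without CD R1, 0.59 without MM R2, 0.30 without MM R3 (range -1.24 to 0.86 over the libraries left out). VFPPC_00045 changed by 0.0558, and it was -0.23 without CD R1, -0.14 without CD R3 (range -0.23 to 0.54 over the libraries left out) and it was also -0.39 under quantile normalization, -0.18 in the fit on R2 and R3 alone. VFPPC_09461 changed by 0.50, and it was -0.56 without CD R2 (range -0.56 to 1.49 over the libraries left out).

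Depth limits these results at the low end, where 45 of the 146 genes with CD < MM < MM-eggs had a CD library at 0 and 21 of the 374 with CD > MM < MM-eggs had an MM library at 0. Every alternative fixed beforehand was run.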

Differences from the paper's values

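Of the settings in this part, the 10 libraries, the GH30 pairs without the 2 farthest libraries and the filter on CD or MM in each replicate were chosen only after the result was seen. The correlation of VFPPC_02227 and VFPPC_01957 is below 0.2 in the paper and was 0.442 here. Among the alternatives set before the data were examined it was below the paper's limit without R1 (0.0762), and above it on log2 values (0.481), as Spearman's rho (0.441), on the means of the 3 media (0.780), on deviations from them (0.212), without R2 (0.359) and without R3 (0.887). Over the 10 libraries, a choice made after seeing the values, it was 0.155, and this drops none of the paper's GH30 pairs. For VFPPC_07807 and VFPPC_09315 the value of -0.267 lies below the paper's limit, as it does under every alternative set beforehand except the means of the 3 media (0.827). Without the 2 libraries farthest in VFPPC_07807, a choice not set beforehand, it was above the limit (0.702), and so was that of VFPPC_02227 and VFPPC_01957 without the 2 libraries farthest in VFPPC_02227 (0.234).

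Fig. 4E shows RT-qPCR fold changes over CD, and the values here are ratios of mean FPKM to that of CD, a different measurement on the same linear scale. The alternatives run for a ratio were pseudocounts of 0.1 and 1, median-ratio scaling, quantile normalization and each CD library and each library of the medium left out. A difference is listed where the ratios are more than 1.5 times apart and by more than the SD of the ratios within replicates, or, for VFPPC_14262, whatever that SD, which low CD values inflate. VFPPC_03048 in MM, about 35 in the paper (Fig. 4E, read by eye) and 17.8 here (SD 24.3), and VFPPC_09210 in MM-eggs, about 0.72 in the paper (Fig. 4E, read by eye) and 0.470 here (SD 0.252), were more than 1.5 times apart but within that SD. They differed by this rule without MM R1 (3.48) or CD R1 (17.9) for VFPPC_03048 and without CD R2 (0.371) or MM-eggs R1 (0.359) for VFPPC_09210. VFPPC_12090 in MM-eggs, about 0.37 in the paper (Fig. 4E, read by eye) and 0.398 here, did not differ by the rule. It did so under quantile normalization (0.695), without CD R1 (0.661) and without MM-eggs R1 (0.201). VFPPC_03048 in MM-eggs was about 510 in the paper (Fig. 4E, read by eye) and 29.0 here, and the difference held under every alternative run for this ratio, where it was 5.58 without MM-eggs R1. VFPPC_14262 in MM was about 40 in the paper (Fig. 4E, read by eye) and 80.9 here, a difference that was gone at 36.4 (pseudocount 1), 58.6 (without CD R1) and 46.4 (without MM R1) and held under the other alternatives. VFPPC_14262 in MM-eggs was about 400 in the paper (Fig. 4E, read by eye) and 243 here, a difference that was gone at 269 (median-ratio scaling), 319 (without CD R2), 285 (without CD R3), 278 (without MM-eggs R2) and 304 (without MM-eggs R3) and held under the other alternatives, where it was 147 without MM-eggs R1. VFPPC_01763 in MM was about 170 in the paper (Fig. 4E, read by eye) and 35.2 here, and the difference held under every alternative run for this ratio. VFPPC_01763 in MM-eggs was about 220 in the paper (Fig. 4E, read by eye) and 81.6 here, and the difference held under every alternative run for this ratio. VFPPC_09210 in MM was about 0.42 in the paper (Fig. 4E, read by eye) and 0.244 here, a difference that was gone at 0.436 (quantile normalization), 0.356 (without CD R1) and 0.306 (without MM R2) and held under the other alternatives, where it was 0.152 without MM R1. VFPPC_15482 in MM was about 0.2 in the paper (Fig. 4E, read by eye) and 0.125 here, a difference that was gone at 0.136 (pseudocount 1), 0.134 (median-ratio scaling), 0.146 (quantile normalization), 0.226 (without CD R1), 0.152 (without MM R2) and 0.147 (without MM R3) and held under the other alternatives, where it was 0.0759 without MM R1. VFPPC_15482 in MM-eggs was about 0.25 in the paper (Fig. 4E, read by eye) and 0.418 here, a difference that was gone at 0.335 (without CD R2), 0.348 (without CD R3) and 0.263 (without MM-eggs R1) and held under the other alternatives, where it was 0.756 without CD R1. VFPPC_12090 in MM was about 0.27 in the paper (Fig. 4E, read by eye) and 0.170 here, a difference that was gone at 0.184 (median-ratio scaling), 0.304 (quantile normalization), 0.282 (without CD R1), 0.234 (without MM R2) and 0.215 (without MM R3) and held under the other alternatives, where it was 0.0602 without MM R1. The direction against CD, and from MM to MM-eggs, was the paper's for 6 of the 6 genes.

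The paper describes the genes of both patterns as raised in MM-eggs over MM. In the fold rule all 20 genes it names had this direction, whereas limma called 0 genes between MM-eggs and MM at an adjusted p under 0.05, with 144 at an unadjusted p under 0.05. No setting of the test called any of these 20 over all genes, and adjusted over the list alone the fit with the replicate block called 9 of them.

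The counts of expressed genes and of pattern genes were within 1.5 times the paper's. An FPKM of 0.5 in at least 1 of the 10 libraries, a rule chosen after seeing the values, gave the paper's 12783 expressed genes and 1492 of secreted proteins. A filter at 0.5 in CD or MM in each replicate, found after seeing the values among 16 filters and 4 pseudocounts tried, gave 498 genes of both patterns, 34 and 54 of secreted proteins as in the paper, and 125 and 373 genes for the separate patterns, where the paper has 129 and 369. An FPKM of at least 1 in at least 1 library also gave 54 for CD > MM < MM-eggs. How many of the paper's own pattern genes these rules drop could not be counted, because Table S13 was not used here.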

Other observations

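Of the tests in this part, those on gene length and library preparation for R1, on splits within replicate numbers, on the shared first step of neighbours, on the shared MM libraries and on secreted proteins for CD < MM < MM-eggs, and on scaling between libraries were chosen only after the result was seen, as was beta-tubulin.

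As many genes as the 2147 that differed among the 3 media came from 3 of 100 splits of the 9 libraries, the real split included. These splits exchange libraries freely across replicate numbers, although R1 stands apart. Among 36 splits that exchange the media only within replicate numbers, 1, the real split, gave as many genes, without the block (2147) and with it (4185). The 3 others that keep CD together gave 1904 to 2000 genes without the block and 3705 to 3909 with it. Those that part CD gave at most 1, so this count speaks of CD against the other media and not of MM-eggs against MM. For CD against the other media the real split does not stand apart from these 3, so the splits cannot exclude chance there. Of the 100 splits, those with 3872 and 3298 genes keep CD together and put MM R1 in a group with MM-eggs R1, along the set of R1 libraries. A split by replicate number gave 995 genes. For MM against CD, 1 of 10 splits gave as many genes, and for MM-eggs against CD 1 of 10. With 10 splits the share is never under 0.1, so chance cannot be excluded for these by splits. For MM-eggs against MM the count was 0, which all 10 of 10 splits reach by construction, so the splits say nothing there. Among the 3 other splits that also part all 3 pairs of the same number, limma called 0 genes for MM against CD and at most 1 for MM-eggs against CD and for MM-eggs against MM.

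The R1 libraries stood apart from R2 and R3 in all 3 media, with 961 of 11883 genes (8.09%) at least 2-fold higher or lower in every medium (381 higher, 580 lower), while R2 alone gave 6 and R3 alone 10. Gene length bias as the whole cause is argued against by the Spearman correlation of only 0.0538 between the difference and gene length. Among 1095 genes of 3 kb or more, 50 (4.57%) differ in this way, a lower share than over all genes. A part for gene length is therefore not excluded. Low depth as the whole cause is argued against by 687 of 7196 genes at a mean FPKM of 10 or more (9.55%). A different preparation or sequencing run stays open. The share of low genes at the most common ratio of 1-fragment values, within 0.05 on the log2 scale, was 11.8% to 19.5% between R1 libraries, 13.4% to 20.8% between R2 and R3 libraries and at most 8.68% across these sets, so R1 may have been handled apart. A difference in culture between R1 and the other replicates also stays open and was not tested, and GC content could not be tested.

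CD > MM < MM-eggs held for 374 genes, more than the 146 with CD < MM < MM-eggs, and CD > MM > MM-eggs for 84. In 100 simulations with unchanged MM-eggs libraries, which share the MM libraries in both steps, CD > MM < MM-eggs reached at most 175 genes, with 118 as the lowest count. Exchanging the labels of MM and MM-eggs within replicate numbers gave at most 156. The 8 exchanges cannot give a share under 0.05 and the simulation draws each gene on its own, so shared deviations of the libraries cannot be told apart from an effect of the eggs for these genes. Scaling as the whole cause is argued against, since 306 genes had the pattern after median-ratio scaling, beside 79 with CD > MM > MM-eggs. RNA of CD-grown mycelium in the MM-eggs libraries is argued against too. In 11 genes at an FPKM of 100 or more in every CD library and at 2% of CD or less in MM, MM-eggs regained a median of -0.192%, -0.160% and 0.0986% of CD in R1, R2 and R3, against 11.7%, 14.9% and 7.46% in the pattern's genes. A partial return toward the CD state in the presence of eggs stays open as a hypothesis.

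For CD < MM < MM-eggs the 146 genes are within what the same simulation gave with unchanged MM-eggs libraries (mean 142, from 111 to 171), and exchanged labels gave up to 238, so chance highs and lows of the MM libraries may account for a count of this size. The 43 genes of secreted proteins lie above every exchange (7 to 29), but 8 exchanges cannot give a share under 0.05, so chance and an effect of the eggs cannot be told apart for these genes. That single genes of the pattern respond to eggs stays open and is not excluded by these counts.

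The change from MM to MM-eggs correlated across 11883 genes between replicate numbers at 0.0902 to 0.186 (3 pairs), and that from CD to MM at 0.631 to 0.713. Genes are not independent, so a repeated effect of the eggs and chance cannot be told apart from these coefficients.

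Genes of the same pattern lay next to each other in 6 pairs for CD < MM < MM-eggs and in 28 pairs for CD > MM < MM-eggs on the 7 chromosomes. Random sets of expressed genes gave means of 1.32 and 9.32 pairs, with permutation p = 0.0013 and 0.0001, the latter the smallest that 10000 sets can give, which argues against random places. Against random sets of genes that pass the same step between CD and MM, with means of 2.93 and 21.7 pairs, the permutation p was 0.0733 and 0.0801, so the shared response of neighbours to the medium may account for the pairs. Whether it comes from shared regulation was not tested.

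Among reported pathogenic factors, SCP1 (VFPPC_03099) reached at most 0.387 FPKM in the 9 libraries. PCCHI44 (VFPPC_01099) was listed at 0 in all CD libraries and stood at 4.78, 0 and 0 in MM R1, R2 and R3 and 16.4, 3.92 and 6.52 in MM-eggs. Of the knocked-out proteases, VFPPC_06535 was listed at 0 in all but MM R1 (0.0893). VFPPC_10088 had mean FPKM of 699, 498 and 503 in CD, MM and MM-eggs, and its log2 fold change from CD to MM was -0.50 (SE 0.24, limma adjusted p = 0.169, 0.0408 to 0.424 over the alternatives), with 0.38 under quantile normalization.

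Of the annotated genes under positive selection, VFPPC_14456 was listed at 0 in all 9 libraries. Mean FPKM in CD, MM and MM-eggs was 15.7, 16.5 and 14.3 for VFPPC_08840, 4.29, 3.92 and 3.74 for VFPPC_00045, 7.87, 9.40 and 9.43 for VFPPC_10928, 9.10, 69.9 and 55.6 for VFPPC_13067 and 652, 528 and 679 for VFPPC_09461, and limma called none of these between MM and CD or between MM-eggs and MM. Single libraries carry some of these means. In R1, R2 and R3, VFPPC_13067 was at 0, 0 and 27.3 in CD and at 1.33, 175.6 and 32.8 in MM. VFPPC_09461 was at 411.7, 84.2 and 1460 in CD, and VFPPC_08840 at 37.1, 7.50 and 2.53. VFPPC_10847 reached at most 0.389 FPKM and was not tested. VFPPC_07346 changed by -2.22 on the log2 scale from CD to MM, in 3 of 3 replicates (limma adjusted p = 0.00354, 2.25e-04 to 0.0182 over the alternatives), and VFPPC_09268 by 1.70, in 3 of 3 (limma adjusted p = 0.00953, 0.00434 to 0.0557), the highest under quantile normalization. VFPPC_03630 changed by -1.75, in 3 of 3 replicates (limma adjusted p = 0.0297, 0.00715 to 0.324). Without the block, its limma adjusted p was 0.0921 without CD R3, 0.0847 without MM R2, 0.102 without MM R3, 0.0540 without MM-eggs R2 and 0.0570 without MM-eggs R3. With the replicate number as a block on all 9 libraries it was 0.0149.

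Beta-tubulin (VFPPC_01610), which the paper used to choose sampling times, had mean FPKM of 663, 207 and 338 in CD, MM and MM-eggs. Its log2 fold change from CD to MM was -1.70 (SE 0.34, limma adjusted p = 0.0106, 1.48e-04 to 0.192 over the alternatives), lower in MM in 3 of 3 replicates, and it fell in the same direction under median-ratio scaling and quantile normalization (-0.95). Which gene normalized the RT-qPCR values is not given in the sources used here.

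The sample of unmapped condition had 11805 genes at an FPKM of 0.5 or more and 1517 listed at 0, with an estimated 7943282 fragments. It correlated with the other libraries at 0.764 to 0.834 across genes, the highest with MM-eggs R2. Its 1-fragment ratios had a share of 12.0% to 15.9% with R1 libraries and of 4.30% to 5.82% with R2 and R3 libraries. There PCCHI44 (VFPPC_01099) stood at 91.2 and VFPPC_06535 at 3.41. With it added to the 9 libraries, the GH30 correlations were -0.192 (permutation p = 0.790) and 0.155 (permutation p = 0.683).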
